# An Insulin-Sensitive Circular RNA that Regulates Lifespan in *Drosophila*

**DOI:** 10.1016/j.molcel.2020.06.011

**Published:** 2020-07-16

**Authors:** Carina Marianne Weigelt, Rohan Sehgal, Luke Stephen Tain, Jun Cheng, Jacqueline Eßer, André Pahl, Christoph Dieterich, Sebastian Grönke, Linda Partridge

**Keywords:** circRNA, ageing, insulin, longevity, alternative splicing, backsplicing, non-coding RNAs, sulfateless, *Drosophila*, heparan sulfate

## Abstract

Circular RNAs (circRNAs) are abundant and accumulate with age in neurons of diverse species. However, only few circRNAs have been functionally characterized, and their role during aging has not been addressed. Here, we use transcriptome profiling during aging and find that accumulation of circRNAs is slowed down in long-lived insulin mutant flies. Next, we characterize the *in vivo* function of a circRNA generated by the *sulfateless* gene (circSfl), which is consistently upregulated, particularly in the brain and muscle, of diverse long-lived insulin mutants. Strikingly, lifespan extension of insulin mutants is dependent on circSfl, and overexpression of circSfl alone is sufficient to extend the lifespan. Moreover, circSfl is translated into a protein that shares the N terminus and potentially some functions with the full-length Sfl protein encoded by the host gene. Our study demonstrates that insulin signaling affects global circRNA accumulation and reveals an important role of circSfl during aging *in vivo*.

## Highlights

• Accumulation of circRNAs with age is slowed down in long-lived insulin mutant flies
• A circRNA encoded by the *sulfateless* gene is induced in long-lived insulin mutants
• Overexpression of circSfl extends the lifespan of fruit flies
• CircSfl is translated, and the resulting peptide is sufficient to extend lifespan

## Introduction

Circular RNAs (circRNAs) were originally identified more than 30 years ago, but for a long time they were thought to be by-products of the mRNA splicing process without a specific function; hence, they were not investigated further (Grabowski et al., 1981, Capel et al., 1993, Nigro et al., 1991, Cocquerelle et al., 1993). Recently, circRNAs have been discovered in fungi, protists, and plants (Wang et al., 2014); *C. elegans* (Memczak et al., 2013); *Drosophila* (Salzman et al., 2013); mice (Jeck et al., 2013); and humans (Salzman et al., 2012). The majority of circRNA are generated by backsplicing of exons of protein-coding genes (“host genes”) (Figure 1A), and reverse complementary regions in the introns flanking circRNA-producing exons are crucial for circularization (Ashwal-Fluss et al., 2014, Ivanov et al., 2015, Starke et al., 2015). Despite the high abundance and expression of certain circRNAs (Salzman et al., 2012), only a few circRNAs have been functionally characterized; for instance, human CDR1as, which acts as an effective microRNA sponge (Kleaveland et al., 2018, Piwecka et al., 2017, Memczak et al., 2013, Hansen et al., 2013). More recently, two independent reports have shown that a subset of circRNAs might be translated (Legnini et al., 2017, Pamudurti et al., 2017). circRNAs are enriched in neuronal tissues such as *Drosophila* heads (Westholm et al., 2014) and the mammalian brain (Rybak-Wolf et al., 2015). Furthermore, circRNAs have been shown to accumulate with age in *C. elegans* (Cortés-López et al., 2018), in *Drosophila* heads and photoreceptor neurons (Westholm et al., 2014, Hall et al., 2017), and in the mouse cortex and hippocampus but not in mouse heart tissue (Gruner et al., 2016). However, a function of circRNAs in the aging process has not yet been revealed.

**Figure 1:**
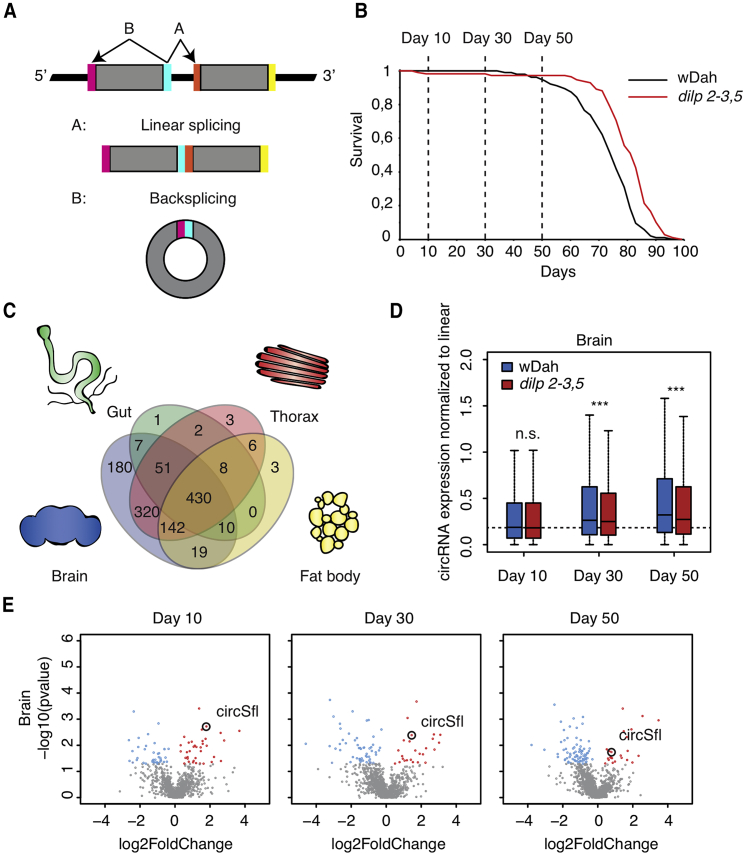
Tissue-Specific circRNA Profiling in Long-Lived Insulin Mutant Flies during Aging (A) Schematic overview of circRNA biogenesis by backsplicing. (B) For circRNA profiling, tissues of wild-type wDah flies and long-lived *dilp 2-3,5* mutants were collected from young (day 10), middle-aged (day 30), and old (day 50) female flies. (C) circRNAs were highly enriched in the brain of wDah control flies compared with the thorax, gut, and fat body. (D) Global accumulation of circRNAs in the brain with age was reduced in long-lived *dilp 2-3,5* mutant flies (age, p < 0.0001; genotype, p < 0.001; interaction, p < 0.05; 2-way ANOVA, n = 3, median with 25th/75th percentile [box] and minimum/maximum [error bars]). (E) Volcano plots of differentially expressed circRNAs in brains of *dilp 2-3,5* mutant flies at days 10, 30, and 50. Significantly upregulated circRNAs are highlighted in red and significantly downregulated circRNAs in blue (p < 0.05, beta-binomial test, n = 3). CircRNA expression was normalized to its host gene. circSfl was consistently upregulated in *dilp 2-3,5* mutant flies. See also Figure S1 and Data S1 and S2.

The nutrient-sensing insulin/insulin-like growth factor signaling (IIS) pathway is a key regulator of aging, metabolism, reproduction, and growth and is evolutionarily conserved from worms and flies to mice and humans. Downregulation of IIS pathway activity pharmacologically or by genetic modification extends the lifespan in *C. elegans* (Kenyon et al., 1993), *Drosophila* (Clancy et al., 2001), and mice (Selman et al., 2008). In *Drosophila*, simultaneous knockout of three of the seven insulin-like peptides (*dilp2-3,5*) results in a robust lifespan extension of 30%–50% (Grönke et al., 2010) and ameliorates the age-related decline in sleep quality (Metaxakis et al., 2014), suggesting that the healthspan is also extended. Proteome analysis of long-lived insulin mutants (genetic ablation of insulin-producing cells) revealed that the response to reduced insulin signaling and lifespan extension are highly tissue specific (Tain et al., 2017).

In this study, we characterized the functional link between circRNAs and insulin-mediated lifespan extension and aging. We used tissue-specific, genome-wide, next-generation sequencing of wild-type and *dilp2-3,5* mutant flies and identified hundreds of differentially expressed circRNAs, including the circRNA encoded by the *sulfateless* (*sfl*) gene (hereafter referred to as circSfl). circSfl was highly upregulated in all tissues of several long-lived insulin mutants, and overexpression of circSfl alone was sufficient to extend the lifespan. Finally, we provide evidence that circSfl is translated into a small protein that may share some function with the protein encoded by the linear *sfl* transcripts. Importantly, overexpression of just the circSfl open reading frame (ORF) from a linear transcript was sufficient to extend longevity, implicating the protein encoded by circSfl in lifespan regulation. We demonstrated that circRNAs are actively involved in the aging process and can influence the lifespan.

## Results

### circRNA Accumulation with Age in Neuronal Tissue Is Slowed Down in Insulin Mutants

circRNAs accumulate with age in various organisms (Cortés-López et al., 2018, Gruner et al., 2016, Westholm et al., 2014, Hall et al., 2017). However, the function of circRNAs *in vivo* during aging is still elusive. 

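Total RNA depleted of ribosomal RNA was sequenced from brain, thorax, gut and fat body of female wDah control flies and dilp 2-3,5 mutants, which lack 3 genes for insulin-like peptides, at 10, 30 and 50 days of age. There were 3 biological replicates per genotype, tissue and age, 72 libraries in all. The methods state that the day 10 samples were generated independently, so a comparison of day 10 with a later age is also a comparison of batches. The authors mapped the reads to BDGP6 with STAR and counted with DCC, for each circRNA and library, the reads over the backsplice junction (circular reads) and the reads spliced linearly at the same positions (linear reads). Both counts were deposited without normalization for the 1194 circRNAs that passed the authors' minimum. The methods state a depth of about 37500000 single-end reads per sample; the reads sequenced per library are not in these tables, and the values here use the circular and linear reads counted over the 1194 circRNAs. In brain, a library had between 16637 and 38812 circular reads, with medians of 31317, 32199 and 29382 at days 10, 30 and 50 in wDah and of 35095, 35837 and 35058 in dilp 2-3,5. Thorax libraries had between 2016 and 8016 circular reads, with medians of 6614, 2294 and 3330 in wDah and of 7466, 3147 and 4129 in dilp 2-3,5 at the same ages. In gut, between 503 and 2871 circular reads were counted per library, with medians of 2215, 954 and 840 in wDah and of 2412, 813 and 1154 in dilp 2-3,5. Fat body libraries had between 1954 and 8344 circular reads, with medians of 3456, 3165 and 2443 in wDah and of 6468, 2381 and 2565 in dilp 2-3,5. Linear reads per library ranged from 103752 to 245298 in brain, from 144440 to 240220 in thorax, from 60382 to 122690 in gut and from 127240 to 205998 in fat body. Linear counts crowded below a largest value of 8044, and 423 of the 85968 linear counts exceeded 7000. For tests of single circRNAs, each library entered edgeR as 2 columns, its circular and its linear counts, with a term per library, and the quasi-likelihood test asked whether the ratio of circular to linear reads differed between genotypes. Each test used the 6 libraries of a tissue and age and the circRNAs with at least 10 circular and 10 linear reads over them, and p values were adjusted after Benjamini and Hochberg within that comparison. In simulated counts with a 4-fold change, between 25.9% and 74.4% of the changed circRNAs were called at an adjusted p under 0.05, depending on tissue and age. The simulation used the mean counts and library sizes but the same fixed dispersion everywhere. These shares therefore leave out differences in replicate spread and do not give the power of each comparison.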

To study the dynamics of circRNA expression with age, we conducted transcriptome-wide deep sequencing of wild-type (wDah) *Drosophila* flies and long-lived *dilp 2-3,5* mutants (Figure 1B). 

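The 3 genes deleted in the mutants were read from the authors' transcript table, which gives 1 Cufflinks FPKM per genotype, tissue and age, pooled over the replicates and without an error per library. In wDah brains, the dilp2 transcript (Ilp2 in the table) was at 388 FPKM at day 10, 177 at day 30 and 101 at day 50. In brains of dilp 2-3,5 mutants it was at 0.580 FPKM at day 10 and was listed at 0 at both later ages. The dilp3 transcript (Ilp3) fell from 59.4 FPKM in wDah to 0.0601 in the mutants at day 10, and from 36.6 and 28.3 FPKM to a listed 0 at days 30 and 50. The dilp5 transcript (Ilp5) was at 62.9, 132 and 67.9 FPKM in wDah brains at the 3 ages, at 0.168 FPKM in mutant brains at day 10, and was listed at 0 thereafter.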

We dissected the four main adult fly tissues (brain, gut with malpighian tubules, thorax, and fat body) in young (day 10), middle-aged (day 30), and old (day 50) flies to study the aging process in a tissue-specific manner. Using sequencing reads that spanned the circRNA-specific backsplice junction to detect and quantify circRNAs by DCC (Cheng et al., 2016), we identified, in total, 1,182 circRNAs in wild-type flies (Data S1). 

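A circRNA was counted as detected in wDah when at least 1 of its circular reads was present in at least 1 wDah library, as the paper's methods define detection in a tissue. Of the 1194 circRNAs in the deposited table, 1193 were detected in at least 1 of the 36 wDah libraries. The table had already been filtered by the authors, who kept circRNAs with 5 reads in at least 6 samples so circRNAs below that minimum could not be counted. All 1194 circRNAs were detected in dilp 2-3,5 mutants.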

In line with previous publications (Westholm et al., 2014), we found a strong bias for circRNAs to be expressed in the brain of wild-type flies (Figure 1C). 

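By the same definition, 1185 circRNAs were detected in wDah brain, 1086 in thorax, 889 in fat body and 622 in gut. In all 4 tissues 569 circRNAs were found, and 273 were shared by brain, thorax and fat body. In brain and in no other wDah tissue 64 circRNAs were detected, with a median of 45 circular reads summed over the 9 brain libraries and a range from 13 to 152. Of these 64 circRNAs, 54 had at least 1 read in another tissue of dilp 2-3,5 mutants. The number depended on the depth and on the minimum: requiring 1 read in each of 3 libraries of a tissue gave 313 brain-specific circRNAs, the alternative that moved the number most. When every wDah library was thinned to 62435 circular and linear reads, 197 circRNAs were brain-specific. Every brain library held more circular reads than any library of another tissue. Linear reads per library overlapped in range between brain, thorax and fat body, so this excess need not reflect depth and may be a higher circRNA abundance. Absence from another tissue means only that no circular read was counted there.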

1,159 of 1,182 circRNAs were detected in the brain, and 180 of these were brain-specific and not expressed in any other tissue. In contrast, only a few circRNAs were specifically expressed in the gut, thorax, or fat body. 

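In thorax, 1 circRNA was detected in wDah that was absent from the other tissues, with 98 circular reads. In gut and in fat body, no circRNA was specific to the tissue at a minimum of 1 read. At a minimum of 2 reads in 1 library, 5 circRNAs were specific to thorax, 1 to gut and 1 to fat body.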

Next, we looked at global changes in circRNA expression levels with age relative to their host genes. 

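The global circRNA level of a library was taken as the median of circular divided by linear reads over the circRNAs with a circular read in the tissue. In each library, circRNAs without linear reads in that library were left out. In wDah brain, drawn from 1190 circRNAs with circular reads, the level was 0.171 ± 0.0432 (SD, n = 3) at day 10, 0.238 ± 0.0629 at day 30 and 0.301 ± 0.0539 at day 50. The rise of 0.131 from day 10 to day 50 passed a two-sided exact permutation test of the age labels (p = 0.0190, adjusted p = 0.0762 over the 8 combinations of tissue and genotype). Between days 30 and 50 the level rose by 0.0634, with an exact p of 0.4 where 3 libraries against 3 cannot give less than 0.1. Over both genotypes, with the age labels permuted within genotype, the difference between days 50 and 30 was 0.0456 (exact p = 0.11), and with the sum of circular reads over the sum of linear reads in place of the median it was 0.0395 (exact p = 0.005). Of the measures tried, taking day 30 in place of day 10 moved the wDah brain rise most. The rise depended on 2 single libraries: it was 0.106 without the third wDah day 10 library (exact p = 0.0607) and 0.0994 without the first day 50 library (exact p = 0.0679). Median circular reads per wDah brain library were 31317, 32199 and 29382 at the 3 ages, while median linear reads were 224982, 177726 and 155057. In dilp 2-3,5 brain, median circular reads were 35095 at day 10 and 35058 at day 50, and median linear reads 221004 and 153439. The reads sequenced per library were not available, so a fall of linear reads stays open as a source of the higher ratio. In wDah thorax the level decreased by 0.0608 from day 10 to day 50 (exact p = 0.0381, adjusted p = 0.0762), all of it between day 10, at 0.0817 ± 0.0144 (SD, n = 3), and day 30, at 0.00860 ± 0.0149. Leaving out any of 5 single thorax libraries moved this p above 0.05, up to 0.136. In wDah fat body the level was 0.0212 ± 0.00950 (SD, n = 3) at day 10 and 0.0420 ± 0.00678 at day 50, a rise of 0.0208 (exact p = 0.373). In wDah gut, the median ratio was 0 in all 3 libraries at day 30 and in all 3 at day 50. Of the 899 circRNAs with circular reads in gut, most that entered these medians had no circular read there. With the median at this floor, the change from day 10 to day 50 was -0.00614 (exact p = 0.167). Its side of 0.05 depended on the alternative, with an exact p as low as 0.00476. With sums of reads, which do not have this floor, the wDah gut level changed by -0.00938 from day 10 to day 50 (exact p = 0.00595).

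**Figure D1:**
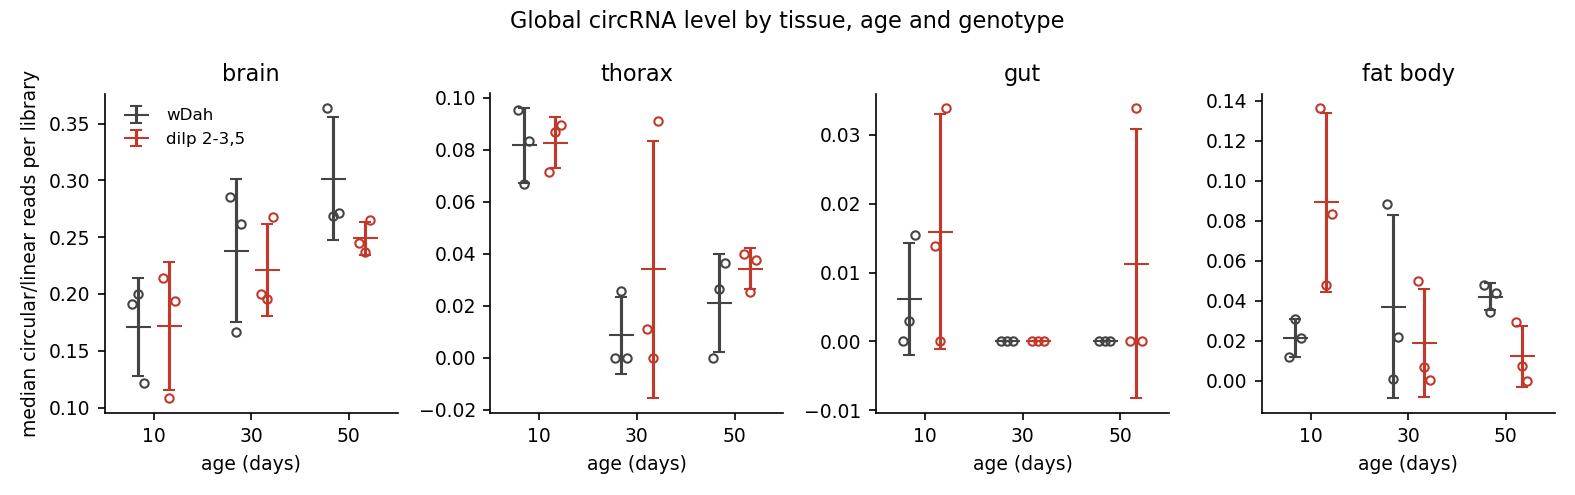
Median ratio of circular to linear reads per library (y axis, no unit; the scale differs between tissues) against age in days. Circles are libraries, bars are the mean ± SD of 3 replicates of wDah (grey) and dilp 2-3,5 (red). Brain means rise from 0.171 to 0.301 in wDah and from 0.172 to 0.249 in dilp 2-3,5, and several gut libraries sit at 0.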

As expected, global circRNA expression increased with age in brain tissue (Figure 1D), in contrast to the other tissues, where we observed only very mild accumulation (fat body), no global changes (gut), or slightly reduced circRNA levels (thorax) (Figure S1A). 

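Brains of dilp 2-3,5 mutants had a global circRNA level of 0.172 ± 0.0563 (SD, n = 3) at day 10, 0.221 ± 0.0403 at day 30 and 0.249 ± 0.0144 at day 50, a rise of 0.0768 (exact permutation test, two-sided p = 0.0333, adjusted p = 0.0762). Leaving out any of 5 single mutant brain libraries gave an exact p of 0.05 or above, and without the second day 10 library the rise was 0.0449 (exact p = 0.114). The rise differed from that in wDah by -0.0537, and permuting the genotype labels within each age gave an exact p of 0.26, where 0.005 is the smallest possible. With sums of reads in place of the median, the 2 rises were nearly equal, at 0.0669 in dilp 2-3,5 and 0.0717 in wDah (difference -0.00474, exact p = 0.865). At day 50 every dilp 2-3,5 library lay below every wDah library, and the difference of -0.0526 had an exact p of 0.1, the smallest that 3 libraries against 3 allow. At day 10 the difference between genotypes was 0.00108 (exact p = 0.9). Across single circRNAs, 908 of 1165 rose from day 10 to day 50 in wDah and 843 in dilp 2-3,5, and for 734 (63%) the change was smaller in the mutants; circRNAs of one library are not independent replicates. The sum of circular over linear reads was 0.0210 higher in dilp 2-3,5 over the 3 ages (exact p = 0.0453), whereas the median ratio was lower (difference -0.0228, exact p = 0.308). From a smaller accumulation in mutant brains, the paper proposes that reduced insulin signaling slows the accumulation of circRNAs with age.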

Strikingly, circRNAs also accumulated in *dilp 2-3,5* mutant brains but to a significantly lower extent than in wild-type flies (interaction: ^∗^p < 0.05, 2-way ANOVA) (Figure 1D), suggesting that circRNA accumulation with age is slowed down by reduced insulin signaling. 

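In gut, the global circRNA level averaged over the 3 ages was 0.00703 higher in dilp 2-3,5 than in wDah (two-sided exact permutation test within age, p = 0.35). The gut difference was 0.00410 with sums of reads (exact p = 0.046) and 0.34 as a mean log2 ratio (exact p = 0.025). In thorax, dilp 2-3,5 libraries were higher by 0.0132 on average (exact p = 0.262), and by 0.00459 with sums of reads (exact p = 0.034), whereas the mean log2 ratio was lower by a difference of -0.08 (exact p = 0.207). Fat body levels differed by 0.00674 over the 3 ages (exact p = 0.708). With the median ratio, the dilp 2-3,5 fat body level fell from 0.0891 ± 0.0447 (SD, n = 3) at day 10 to 0.0122 ± 0.0153 at day 50, and the genotype difference in the change with age was -0.0978 (exact p = 0.005, the smallest possible, adjusted p = 0.02 over the 4 tissues). With sums of reads, fat body levels fell in both genotypes, from 0.0195 to 0.0177 in wDah and from 0.0370 to 0.0172 in dilp 2-3,5, and the difference was -0.0180 (exact p = 0.055). Between days 30 and 50 alone, the difference in the median ratio was -0.0120 (exact p = 0.745). The corresponding difference in the change with age was 0.0124 in thorax (exact p = 0.465) and 0.00151 in gut (exact p = 0.8).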

We noticed that lowered insulin signaling also affected global circRNA level at various time points in the other tissues; e.g., increased circRNA levels in *dilp 2-3,5* gut samples and decreased circRNA levels in *dilp 2-3,5* thoraces but no consistent changes during aging (Figure S1A). In summary, we observed striking differences in circRNA expression not only in a tissue-specific but also in a time-specific manner, supporting the importance of studying the role of circRNAs in the aging process.

### CircSfl Is Upregulated in Different Long-Lived Insulin Mutant Flies

Next, we looked at individual circRNAs that were differentially regulated in *dilp 2-3,5* mutants independent of the host gene (Data S2) because this would suggest that regulation of the circRNA is specific and not merely co-regulation with the host gene. The majority of differentially expressed circRNAs were detected in the brain and fat body of *dilp 2-3,5* mutant flies (Figures 1E and S1B), with only a few circRNAs differentially regulated in *dilp 2-3,5* gut and thorax tissues. 

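In brain, 1101, 1085 and 1092 circRNAs could be tested at days 10, 30 and 50, and 46, 89 and 121 of them differed between genotypes at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 26, 28 and 32 had a higher circular to linear ratio in dilp 2-3,5. This balance in brain depended on the scaling: with circular reads alone and equal library sizes, 94 of 118, 25 of 38 and 82 of 119 called circRNAs were higher, and with TMM 75 of 128, 73 of 139 and 68 of 141. In fat body, 83 of 354 circRNAs passed at day 10, 80 of them higher, followed by 11 of 264 at day 30 and 18 of 263 at day 50. In thorax, 48 of 536, 15 of 361 and 26 of 396 circRNAs passed at the 3 ages, and in gut 18 of 248, 11 of 130 and 9 of 123. Over the 3 ages, brain held 51.7% of the calls at an unadjusted p under 0.05 and fat body 22.6%, whereas as a share of the circRNAs tested the calls came to 7.81% in brain, 12.7% in fat body, 6.88% in thorax and 7.59% in gut. At an adjusted p under 0.05 there were 22 calls in brain, 14 in fat body, 14 in thorax and 2 in gut. The fat body number moved most with a single library per age: it was 71 without the second wDah replicate and 1 without the first dilp 2-3,5 replicate. At day 10 in fat body, the median log2 change over all tested circRNAs was 0.81. With circular reads alone scaled by TMM, which removes this shift, the median was 0.06 and 24 of 49 called circRNAs were higher. With circular reads alone and equal library sizes, the median was 0.805 and 93 of 97 were higher. The authors' deposited beta-binomial tests gave 266 circRNAs with p under 0.05 in brain, 142 in fat body, 102 in thorax and 64 in gut. These are counts over the 3 ages, and of the edgeR calls 204, 93, 65 and 29 were among them. At an adjusted p under 0.05 the same tests gave 0 in brain, 1 in fat body, 6 in thorax and 0 in gut.

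**Figure D2:**
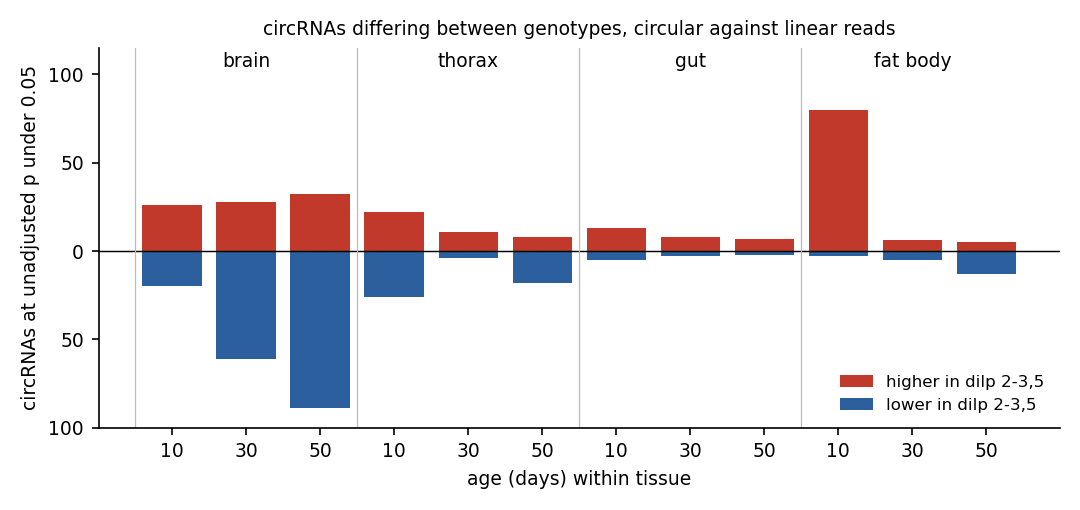
Number of circRNAs with a circular to linear ratio that differed between genotypes at an unadjusted p under 0.05 (y axis), by tissue and age in days (x axis), higher in dilp 2-3,5 above 0 and lower below 0. At day 10, 80 fat body circRNAs were higher and 3 lower; at day 50, 32 brain circRNAs were higher and 89 lower.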

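Single circRNAs were selected by a rule set in advance, up to 3 per tissue among those with an adjusted p under 0.05 at 1 age or more and the same direction at all 3 ages, ordered by their smallest p. In brain, the circRNA of unc-13-4A (3L, 7276964 to 7279357 of BDGP6) had 0 circular reads in wDah and 47 in dilp 2-3,5 at day 50, at least 8.95-fold higher relative to linear reads (adjusted p = 1.68e-04 from edgeR), after 10 and 51 reads at day 10 (adjusted p = 0.809). At day 30 it had 3 and 48 reads, a ratio of 6.65 (95% Clopper-Pearson interval of the counts 2.14 to 33.4; adjusted p = 0.121). The circRNA of CG42268 (3L, 9747135 to 9750299) rose by a log2 change of 2.62 (standard error 0.56, adjusted p = 0.0387) at day 10, with 11 circular reads in wDah and 72 in dilp 2-3,5; leaving out any of 5 single libraries moved this adjusted p above 0.05, up to 0.735. At day 30 it was at least 7.77-fold higher, with 0 and 25 reads (adjusted p = 0.00780). At day 50 it had 2 and 27 reads, a ratio of 16.0 (95% Clopper-Pearson interval 4.02 to 139, adjusted p = 0.00156). Leaving out 1 library raised these adjusted p values to at most 0.0567 at day 30 and 0.0610 at day 50. Over the alternatives they reached 0.0845 and 0.339. The circRNA of CG14082 (3L, 19110093 to 19112519) decreased, with a log2 change of -3.41 (standard error 0.70, adjusted p = 0.00780) at day 30, and the adjusted p was 0.330 without the second dilp 2-3,5 library; its changes of -0.81 at day 10 (adjusted p = 0.999) and -1.07 at day 50 (adjusted p = 0.473) did not pass the threshold. In thorax, the circRNA of Zasp66 (3L, 8635681 to 8637598) had log2 changes of -1.50 at day 10 (standard error 0.16, adjusted p = 6.27e-08) and of -1.35 at day 50 (adjusted p = 1.55e-05), but at day 30 one of -1.09 that did not pass the threshold (adjusted p = 0.981). Over the alternatives, the adjusted p of Zasp66 lay between 2.25e-17 and 0.0973 at day 10 and between 1.80e-08 and 0.972 at day 50, in both cases largest with DESeq2. The circRNA of wupA (X, 18113258 to 18114646) had a log2 change of -1.12 at day 10 (standard error 0.17, adjusted p = 5.57e-05); its circular reads, 222 in wDah and 180 in dilp 2-3,5, differed less than its linear reads, 1883 and 3307, and its adjusted p lay between 3.87e-07 and 0.812 over the alternatives, largest with DESeq2. At days 30 and 50 the changes of wupA were -0.38 (adjusted p = 0.998) and -0.73 (adjusted p = 0.305). In fat body, besides circSfl, the circRNA of Hsc70Cb (3L, 14039048 to 14040594) had a log2 change of 2.33 (adjusted p = 0.0219) at day 10. That of CG17646 (2L, 1741660 to 1742260) had one of 1.21 (adjusted p = 0.0431) at the same age. Both adjusted p values rose above 0.05 when the first dilp 2-3,5 library was left out (0.189 and 0.226). Leaving out 1 library gave up to 0.277 for CG17646. Over the alternatives, the adjusted p reached 0.325 for Hsc70Cb and 0.3655 for CG17646. At days 30 and 50 neither passed the threshold, with log2 changes of 0.96 (adjusted p = 0.919) and 0.42 (adjusted p = 0.943) for Hsc70Cb and of 0.32 and 0.17 with the same adjusted p values for CG17646. In gut no circRNA met the rule. Among circRNAs of genes that the paper names elsewhere, CaMKI was called at an adjusted p under 0.05 in 1 of 23 comparisons, Pdk1 and Pkn in 0 of 12 each (1 and 2 at an unadjusted p under 0.05), and btsz in 2 of 6.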

We identified a circRNA encoded by the *sulfateless* (*sfl*) gene as a prime target for *in vivo* characterization because circSfl was ubiquitously expressed and upregulated in almost all tissues and at almost all time points and was one of the most strongly regulated circRNAs. 

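circSfl is formed from sfl on chromosome 3L, between 6523030 and 6524096 of BDGP6. Its circular reads were detected in all 4 tissues of wDah, though in gut only 4, 2 and 0 reads were counted over the 3 libraries of days 10, 30 and 50. In thorax at day 10, 747 ± 75.1 circSfl reads per 1000000 linear reads (SD, n = 3) were counted in dilp 2-3,5 and 43.7 ± 15.4 in wDah, and the log2 change of the circular to linear ratio was 2.38 (standard error 0.34, adjusted p = 1.80e-05 from edgeR). In fat body at day 10, the numbers were 549 ± 166 and 59.6 ± 18.0 (SD, n = 3), with a log2 change of 2.37 (standard error 0.48, adjusted p = 2.55e-04), which is 1.56 above the median change of all fat body circRNAs at that age. In both comparisons every mutant library had more circSfl reads than every wDah library. In brain, the log2 change was 1.74 at day 10, 1.36 at day 30 and 0.89 at day 50, with adjusted p values of 0.269, 0.247 and 0.286. Thorax gave 2.26 at day 30 (adjusted p = 0.692) and 1.37 at day 50 (adjusted p = 0.102), and fat body 0.59 (adjusted p = 0.919) and 1.40 (adjusted p = 0.398). In gut, the log2 change at day 10 was 2.34 (adjusted p = 0.441). The ratio at day 30 was 5.21 (95% Clopper-Pearson interval of the counts 1.14 to 48.4). The 3 mutant gut libraries of day 30 had 3, 8 and 0 circSfl reads, so this ratio rests mostly on 1 library. At day 50 in gut, with 14 circular reads in the mutants, circSfl was at least 2.76-fold higher (adjusted p = 0.0797). circSfl was thus higher in dilp 2-3,5 in 12 of 12 comparisons, with an unadjusted p under 0.05 in 10 and an adjusted p under 0.05 in 2. Among all circRNAs tested at the same age, it ranked between 1 and 2 by p in thorax at days 10 and 30, gut at days 10 and 50, and fat body at day 10, 6 in thorax at day 50, 16 in gut at day 30, 41 and 8 in fat body at days 30 and 50, and between 7 and 48 in brain. The authors' deposited table gives circSfl a p under 0.05 in 10 of the 12 comparisons, the smallest 1.92e-05. The alternative that moved the values most was circular reads alone with every library given the same size, under which the log2 change in thorax at day 30 was 4.70 (adjusted p = 1.89e-04; over the alternatives, its adjusted p lay between 8.42e-13 and 1). Linear sfl reads were also higher in dilp 2-3,5 in all 12 comparisons, by log2 changes between 0.41 and 2.34 relative to all linear reads. From its expression and upregulation across tissues and ages, the paper concludes that circSfl was a prime target for characterization in vivo.

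**Figure D3:**
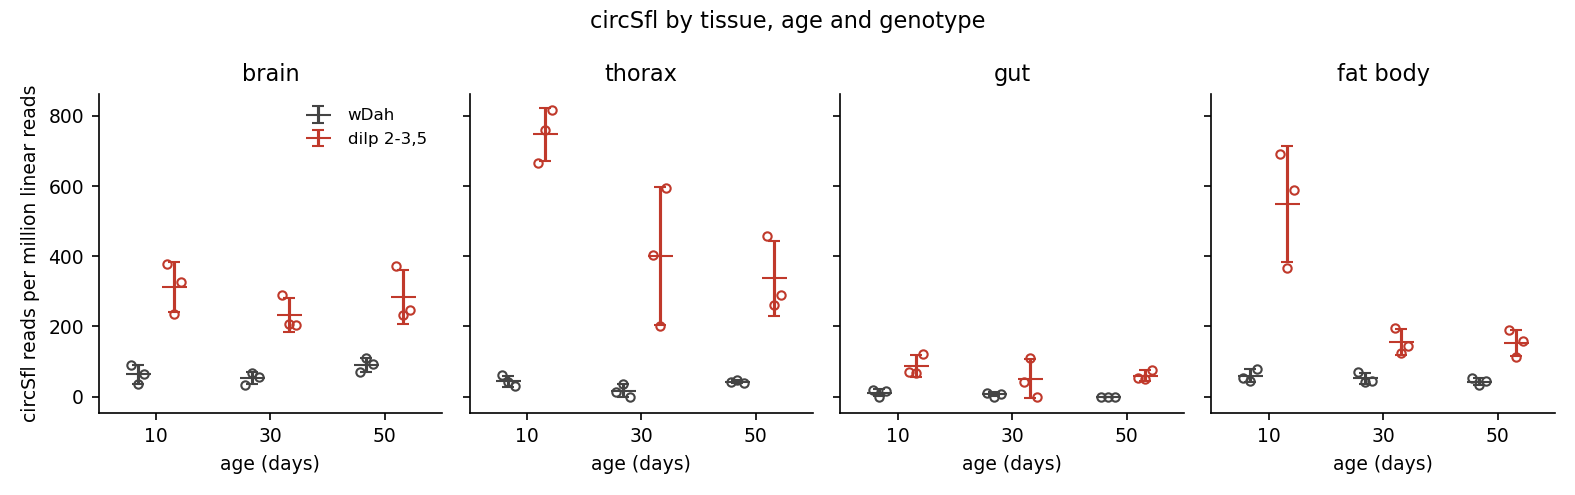
circSfl circular reads per 1000000 linear reads (y axis) against age in days, by tissue. Circles are libraries, bars are the mean ± SD of 3 replicates of wDah (grey) and dilp 2-3,5 (red). The mutants' means run from 50.6 in gut at day 30 to 747 in thorax at day 10, each above the mean of wDah.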

We verified that circSfl is indeed circular by RNase R treatment, which digests linear RNA species but not circular transcripts (Suzuki et al., 2006). As expected, RNase R digested the linear transcripts of *sfl*, but not circSfl (Figure S2A). Furthermore, Sanger sequencing verified the presence of the circRNA-specific backsplice junction (data not shown), demonstrating that circSfl is indeed a circular transcript. To verify our RNA sequencing data, we analyzed circSfl and linear transcripts from the *sfl* gene by qRT-PCR using specific primers to detect circSfl and the two different linear isoforms RA and RB, differing in a 37-bp long exon with unknown function in the 5′ untranslated region (UTR) of the *sfl* locus (Figure 2A). Our RNA sequencing data indicated that, in wild-type flies, Sfl RA is the predominant isoform and up to 5-fold more highly expressed than Sfl RB (Figure S2B), depending on the tissue and time point. 

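The transcript table gives 1 pooled FPKM per group for each isoform, so the ratios below have no replicate error, and only Cufflinks' limits describe their precision. In wDah, Sfl RA exceeded Sfl RB in 11 of the 12 combinations of tissue and age, and the ratio of RA to RB ranged from 0.678 in gut at day 50 to 9.98 in thorax at day 50, with a median of 3.74. Sfl RB was low in the groups with the highest ratios: in thorax at day 50 it was 0.899 FPKM (95% limits 0 to 3.49) beside 8.97 FPKM of Sfl RA (5.71 to 12.2). With 1 FPKM added to both isoforms, the alternative that moved the ratio most, the highest ratio over the 12 groups was 5.25. Sfl RA exceeded Sfl RB in dilp 2-3,5 mutants in 2 of 12 groups, and the ratio ranged from 0.203 to 1.13 with a median of 0.516. The FPKM of Sfl RB was higher in the mutants in 12 of 12 comparisons and that of Sfl RA lower in 12 of 12, or in 11 of 12 with the FPKM of all transcripts scaled to equal sums, where brain at day 50 had a log2 change of 0.48.

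**Figure D4:**
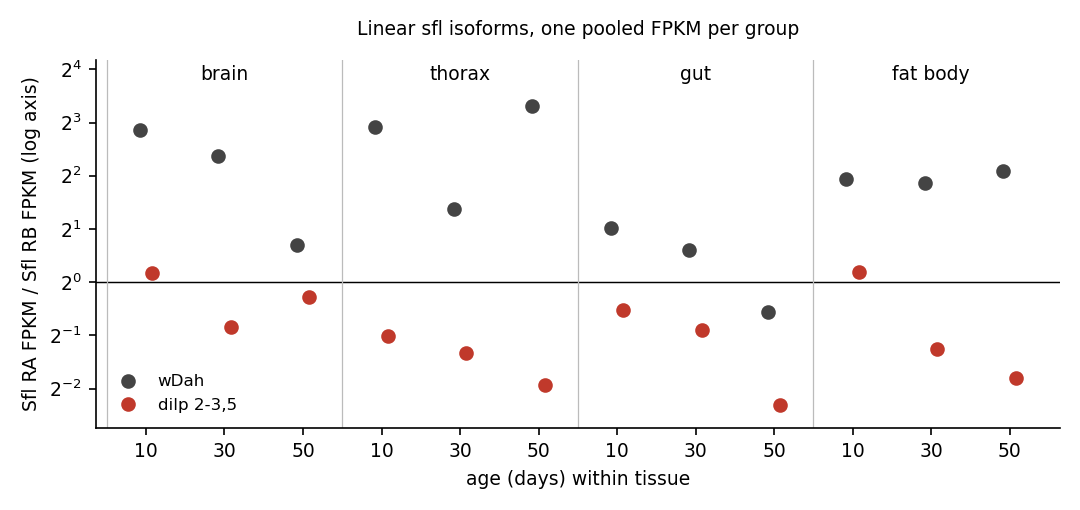
Ratio of Sfl RA to Sfl RB FPKM (y axis, log axis) by tissue and age in days (x axis) in wDah (grey) and dilp 2-3,5 (red), 1 pooled value per group and no error. The line marks equal FPKM; 11 of 12 wDah points lie above it and 2 of 12 dilp 2-3,5 points do.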

In line with our previous results, circSfl expression was increased up to 7-fold in all tissues of long-lived *dilp 2-3,5* female flies (Figure 2B). Interestingly, expression of the Sfl RB linear isoform, but not the RA isoform, correlated with the circSfl expression pattern in *dilp 2-3,5* mutants (Figure 2B), suggesting a link between splicing of the linear and circular isoforms. Furthermore, consistent upregulation of circSfl in the *dilp 2-3,5* mutant was also observed in male flies (Figure S2C), as well as in the heads of young, middle-aged, and old female flies (Figure S2D). In line with upregulation of circSfl in *dilp 2-3,5* mutants, circSfl expression was also upregulated in other long-lived insulin mutants: those with genetic ablation of median neurosecretory cells (MNCs), which produce insulin (Figure 2C; Broughton et al., 2005), or overexpression of *dFoxo* in muscles (Figure 2D; Demontis and Perrimon, 2010). In both cases, expression of circSfl, but not of the linear transcripts Sfl RA and RB, was upregulated. Interestingly, circSfl upregulation in MNC-ablated flies was also dependent on dFoxo (2-way ANOVA interaction term, p < 0.0001; Figure 2C), a downstream transcription factor of insulin signaling required for lifespan extension in MNC-ablated flies (Slack et al., 2011). Notably, circSfl expression was not increased in flies fed the lifespan-extending drug rapamycin (Figure S2E), which reduces TOR (target of rapamycin) signaling (Bjedov et al., 2010), or flies under dietary restriction (Chapman and Partridge, 1996; Figure S2F) and was even slightly downregulated in *mth*^*1*^ mutant flies (Lin et al., 1998; Figure S2G). Thus, circSfl expression was specifically increased in long-lived insulin mutant flies, and this increase was dependent on the transcription factor dFoxo, which is required for reduced insulin signaling to extend the lifespan.

**Figure 2:**
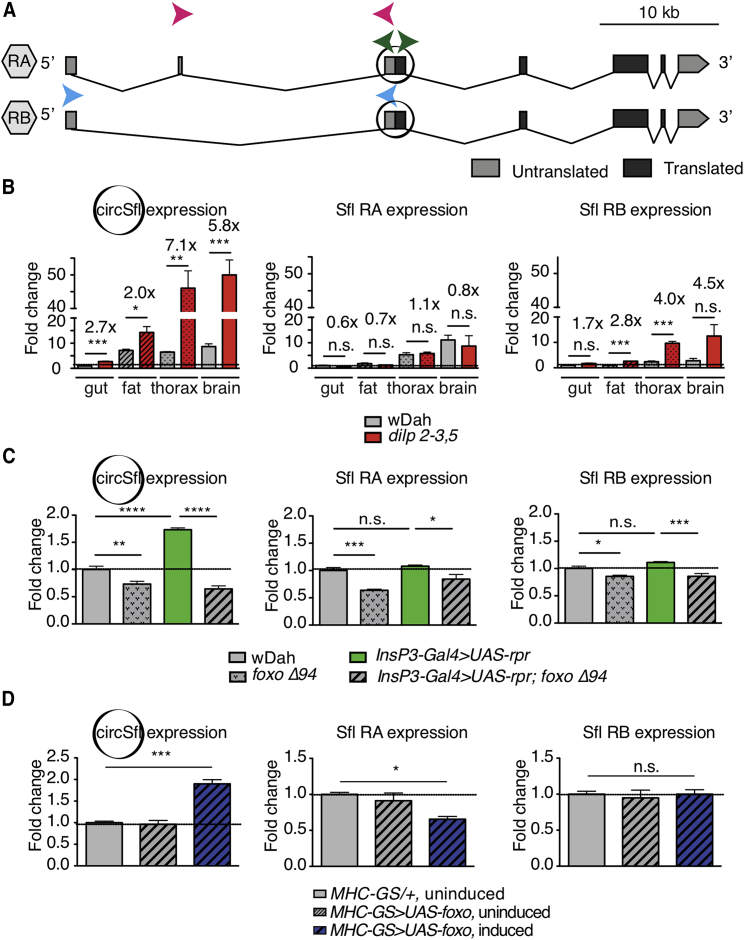
CircSfl Is Upregulated in Long-Lived Insulin Mutant Flies in a *dFoxo*-Dependent Manner (A) Scheme of the *sulfateless* gene locus, including primers used to differentiate between circSfl (green arrows), Sfl RA (pink arrows), and Sfl RB (blue arrows). (B) circSfl and Sfl RB, but not Sfl RA, were upregulated in all tissues of *dilp 2-3,5* mutants (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, Student’s t test, mean ± SEM). (C) circSfl, but not Sfl RA and RB, was upregulated in flies lacking insulin-producing cells (*InsP3>UAS-rpr*, whole female flies). Upregulation of circSfl was dependent on the *dFoxo* transcription factor (^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001; interaction MNC ablation and dFoxo, p < 0.0001; 2-way ANOVA with Bonferroni post hoc test, n = 3, mean ± SEM). (D) circSfl was upregulated in thoraces of flies overexpressing dFoxo in muscle (^∗∗∗^p < 0.001, 1-way ANOVA, n = 3, mean ± SEM), Sfl RA was downregulated, and expression of Sfl RB was unchanged. All flies were 10 days old. See also Figure S2.

### Generation of circRNA Overexpression Mutants

Next, we aimed to generate circSfl overexpression mutants. We tested three different constructs (Figure 3A) to overexpress circSfl: circSfl-exon (only the exon that gives rise to circSfl), circSfl-1,000 (the circSfl exon plus 1,000 bp of the endogenous upstream and downstream introns), and circSfl-inverted (circSfl-inv; 1,000 bp of the endogenous upstream intron, which was copied, reverse complemented, and inserted as an artificial downstream intron), similar to a previous approach to artificially express human CDR1as in zebrafish (Memczak et al., 2013). Strikingly, circSfl-inv, but not circSfl exon or circSfl-1,000, was able to induce strong overexpression of circSfl by around 120-fold using the ubiquitous *da-Gal4* driver (circSfl-inv mutants are hereafter referred to as circSfl overexpression mutants) (Figure 3B). The linear transcripts Sfl RA and RB were largely unaffected; we only noticed a small upregulation of Sfl RB in circSfl overexpression mutants, but this was not reproducible in other qRT-PCR experiments. To verify that our overexpression system is universally applicable to other circRNAs, we generated similar overexpression constructs for circBtsz. In line with our results for circSfl, circBtsz-inv mutants also strongly overexpressed circBtsz, in contrast to circBtsz-exon or circBtsz-1,000, which did not affect circBtsz expression levels (Figures S3A and S3B). Altogether, we strongly overexpressed specific circRNAs *in vivo* in *Drosophila* by using engineered reverse-complementary flanking introns.

**Figure 3:**
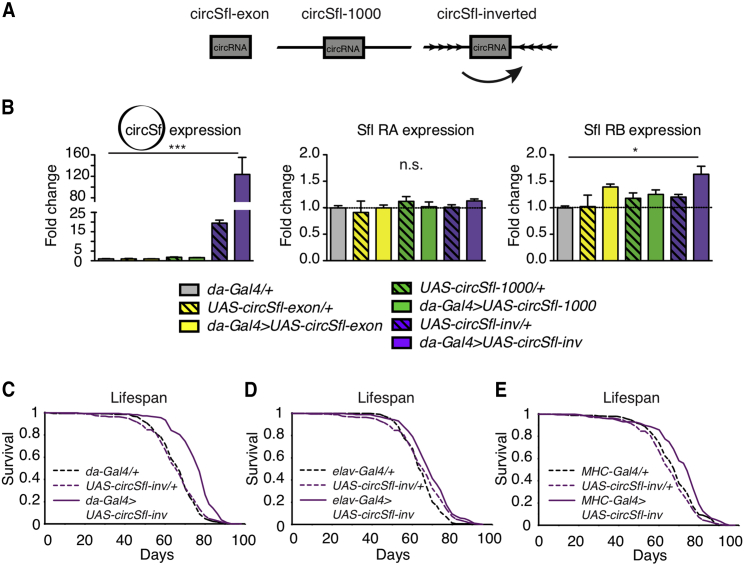
Overexpression of circSfl Extends the Lifespan (A) Three different overexpression constructs were designed to express circSfl *in vivo*: circSfl-exon (exon only), circSfl-1,000 (circSfl exon + 1,000-bp flanking introns upstream and downstream), and circSfl-inverted (circSfl-inv; circSfl exon + reverse complementary, inverted upstream intron). (B) circSfl expression was strongly upregulated in flies expressing circSfl-inv (^∗^p < 0.05, ^∗∗∗^p < 0.001, 1-way ANOVA, mean ± SEM) but not in circSfl-exon- or circSfl-1,000-expressing flies. The linear transcripts RA and RB of *sfl* were largely unaffected by expression of circSfl constructs. (C–E) The lifespan of female flies was extended significantly by overexpression of circSfl using the ubiquitous *da*-*Gal4* driver (C) (overexpressor versus driver or UAS control, ****p < 0.0001), the neuron-specific *elav*-*Gal4* driver (D) (overexpressor versus driver control, ****p < 0.0001; overexpressor versus UAS control, p < 0.05), and the muscle-specific *MHC*-*Gal4* driver (E) (overexpressor versus driver control, p < 0.001; overexpressor versus UAS control, ****p < 0.0001) (log rank test, n = ~ 200). See also Figures S3 and S4.

### Overexpression of circSfl Extends the Lifespan

Because circSfl was consistently upregulated in diverse long-lived insulin mutant flies, we wondered whether overexpression of circSfl alone is sufficient to extend the lifespan. circSfl was upregulated in all four tested tissues under low-insulin conditions but showed the strongest upregulation in muscle and brain tissue. Therefore, we chose the neuron-specific *elav-Gal4* and the muscle-specific *MHC-Gal4* for tissue-specific overexpression and the *da-Gal4* driver line for ubiquitous overexpression. Strikingly, overexpression of circSfl with all three Gal4 driver lines resulted in significant lifespan extension in female flies (Figure 3C). The strongest lifespan extension was observed with ubiquitous overexpression of circSfl, where the median lifespan was increased by 15%. A mild but significant lifespan extension (4.5%) was induced by overexpression of circSfl in neurons. Muscle-specific overexpression of circSfl increased the median lifespan by 12%. In contrast, gut-specific overexpression of circSfl by NP1-Gal4 in females or ubiquitous overexpression of circSfl in males did not significantly change the lifespan of flies (Figures S4A and S4B), suggesting tissue- and sex-specific effects of circSfl on lifespan. Noteworthy, although there was leaky expression of circSfl in upstream activating sequence (UAS) control flies (*UAS-circSfl/+*), as measured by qRT-PCR (Figure 3B), these flies were not long lived compared with the Gal4 control, suggesting that, in a wild-type background, strong overexpression of circSfl is required for lifespan extension. Interestingly, although circSfl-overexpressing flies were long lived, unlike insulin mutant flies, they did not show increased stress resistance or climbing ability, a smaller size, or delayed development (Figures S4C–S4G), suggesting that circSfl affects a mechanism that specifically affects the lifespan but not the other, pleiotropic consequences of reduced insulin signaling. In summary, we demonstrated that circSfl is functional *in vivo* and plays an important role in the aging process. Our study shows that circRNAs can extend the lifespan and will contribute to the understanding of circRNA function *in vivo*.

### Insulin-Mediated Lifespan Extension Is Dependent on Sfl RA and circSfl

Because circSfl overexpression was sufficient to extend the lifespan of fruit flies, we wondered whether circSfl is also required for lifespan extension of insulin mutant flies. Hence, we tried to knock down circSfl with small interfering RNAs (siRNAs) that target the circSfl-specific splice junction (Figure S5A), a strategy that has been used previously *in vitro* specifically to knock down circRNAs without affecting linear transcripts (Jeck et al., 2013). However, none of the three tested siRNAs was able to significantly reduce circSfl expression or to affect the linear transcripts RA and RB (Figure S5B). Although we did not identify a siRNA that downregulates circSfl, we were able to specifically knock down another circRNA we identified in our screen (circBtsz) with siRNAs (Figure S5C), indicating that siRNAs are, in principle, suitable for targeting circRNA expression *in vivo*. Because only the backsplice junction is unique to circRNA, siRNA design is very limited to this small area and might not always lead to successful knockdown. Next, we aimed to alter circSfl expression by affecting the alternative splicing of the host gene. circRNAs can compete or interact with splicing of the linear transcripts of their host genes (Ashwal-Fluss et al., 2014), and we found that circSfl backsplicing and alternative splicing of the linear Sfl RB transcript (but not RA) were correlated in the long-lived *dilp 2-3,5* mutants (Figure 2B). To address the link between circSfl backsplicing and alternative splicing of the linear Sfl transcripts and to test whether we can modulate the circRNA expression level by affecting alternative splicing, we generated *sfl*^*Δex2*^ mutant flies by CRISPR-Cas9. *sfl*^*Δex2*^ mutant flies lack ∼250 bp of the 5′ UTR, including the 37-bp-long exon 2, which is unique to Sfl RA (Figure 4A); therefore, *sfl*^*Δex2*^ mutants express only the Sfl RB isoform. qRT-PCR demonstrated that total linear Sfl transcript levels were not affected in *sfl*^*Δex2*^ or *dilp 2-3,5* mutants and, as expected, that the Sfl RA isoform was not detectable in *sfl*^*Δex2*^ mutants (Figure 4B). Moreover, we found a 4-fold upregulation of the Sfl RB isoform in *sfl*^*Δex2*^ mutants, potentially compensating for the loss of Sfl RA. Interestingly, *sfl*^*Δex2*^*, dilp 2-3,5* double-mutant flies showed even higher levels of the Sfl RB isoform compared with the single-mutant flies, indicating that upregulation of Sfl RB in *sfl*^*Δex2*^ and *dilp 2-3,5* mutant flies is regulated by independent mechanisms (Figure 4B). Finally, circSfl expression was reduced by 50% in *sfl*^*Δex2*^ mutant flies, and the upregulation of circSfl in *dilp 2-3,5* mutants was abolished in *sfl*^*Δex2*^*, dilp 2-3,5* double mutants (Figure 4B). Our results suggest that upregulation of circSfl in *dilp 2-3,5* mutants depends on Sfl RA, verifying that there is indeed a link between backsplicing of circSfl and alternative splicing of linear *sfl* transcripts. Furthermore, *sfl*^*Δex2*^mutants may be used as circSfl knockdown flies because circSfl expression is reduced in these mutants. Therefore, we characterized *sfl*^*Δex2*^ as well as *sfl*^*Δex2*^*, dilp 2-3,5* double-mutant flies to test for genetic epistasis between *sfl* and *dilp 2-3,5*. Interestingly, the *dilp 2-3,5*-mediated reduction in egg laying was partially rescued in *sfl*^*Δex2*^*, dilp 2-3,5* double-mutant flies (2-way ANOVA interaction, p < 0.01), although *sfl*^*Δex2*^ single mutants showed normal egg-laying behavior (Figure 4C). Similarly, the smaller size of *dilp 2-3,5* mutant flies was partially rescued in *sfl*^*Δex2*^*, dilp 2-3,5* double mutants (Figure S5D), suggesting that the fecundity and size phenotypes of *dilp 2-3,5* mutants are, in part, dependent on sfl RA and circSfl. In contrast, *sfl*^*Δex2*^ mutants were developmentally delayed, and the development of *sfl*^*Δex2*^*, dilp 2-3,5* mutant flies was even more prolonged compared with *dilp 2-3,5* mutants (Figure S5E), pointing toward independent underlying mechanisms. Finally, the lifespan extension of *dilp 2-3,5* mutants was strongly reduced in *sfl*^*Δex2*^*, dilp 2-3,5* double mutants (p < 0.0001, Cox proportional hazard analysis), although *sfl*^*Δex2*^ single mutants were not short lived but, rather, slightly long lived (Figure 4D). We demonstrated that the reduced size, reduced fecundity, and extended lifespan, but not the delayed development of *dilp 2-3,5* mutants, are dependent on Sfl RA and circSfl.

**Figure 4:**
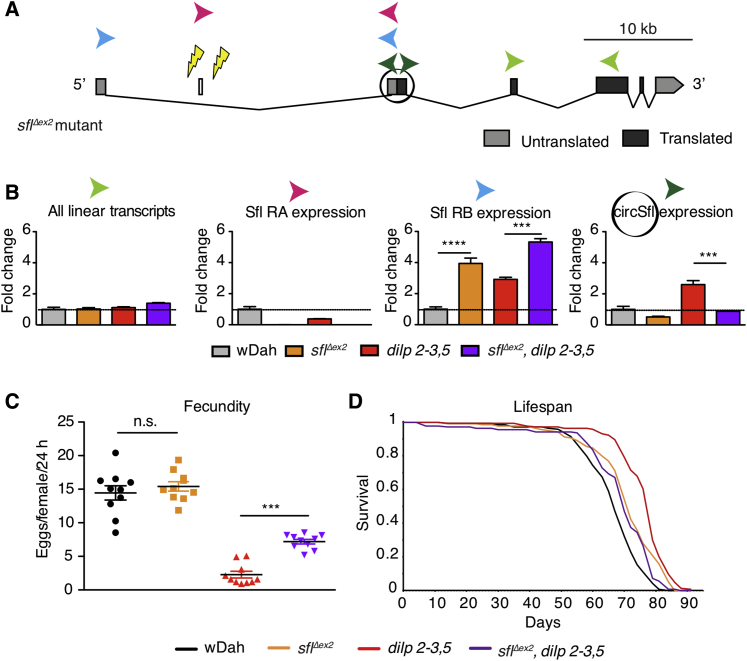
Backsplicing of the *sfl* circRNA Depends on the Presence of an Upstream Non-coding Exon, which Is Essential for IIS-Mediated Lifespan Extension (A) Scheme of the mutated *sfl*^*Δex2*^ gene locus. The sequence deleted by CRISPR-Cas9 in *sfl*^*Δex2*^ mutant flies is indicated by yellow flashes. The primers used for qRT-PCR in (B) of the different *sfl* transcripts are indicated by arrowheads. The exon forming circSfl is indicated by a circle. (B) Total linear Sfl RNA levels were not affected by removal of *sfl* exon 2. As expected, Sfl RA transcripts were absent in flies containing the *sfl*^*Δex2*^ deletion, and Sfl RB transcript levels were significantly upregulated in these flies. Importantly, circSfl expression was decreased in *sfl*^*Δex2*^ mutant flies, and the increased expression of circSfl in *dilp 2-3,5* mutants was reversed to wild-type levels in *sfl*^*Δex2*^*, dilp 2-3,5* double-mutant flies (^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001, 2-way-ANOVA with Bonferroni post hoc test, n = 3, mean ± SEM). (C and D) A block in circSfl upregulation upon deletion of *sfl* exon 2 rescued the reduced fecundity (C) and increased lifespan (D) of insulin mutant flies. (C) *sfl*^*Δex2*^ mutants showed wild-type fecundity. The low fecundity of *dilp 2-3,5* mutants was partially rescued in *sfl*^*Δex2*^*, dilp2-3,5* double mutants (^∗∗∗^p < 0.001; interaction, ^∗∗^p < 0.01; 2-way-ANOVA, Bonferroni post hoc test, n = 10, mean ± SEM). (D) Lifespan extension of *dilp 2-3,5* mutants was reduced in flies carrying the *sfl*^*Δex2*^ allele (wDah versus *dilp 2-3,5*: p < 0.0001, *sfl*^*Δex2*^ versus *dilp 2-3,5*: p < 0.0001 log rank test; interaction between *sfl*^*Δex2*^ and *dilp2-3,5*: p < 0.0001, Cox proportional hazard analysis). The *sfl*^*Δex2*^ lifespan of *sfl*^*Δex2*^ single mutants was not reduced. See also Figure S5.

### CircSfl Is Translated and Dynamically Regulated

We have demonstrated that circSfl is functional *in vivo* because overexpression of circSfl extends the lifespan and that circSfl biogenesis is linked to alternative splicing of its host gene. However, the molecular function of circSfl is still unclear. Some circRNAs have been suggested to sponge microRNAs (miRNAs); e.g., the human CDR1as circRNA contains around 70 binding sites for miR-7 (Hansen et al., 2013, Memczak et al., 2013). In contrast, we only identified 10 miRNA seed sequences of 9 different miRNAs in the sequence of circSfl (Figure S6A), which is a relatively low number compared with other *Drosophila* circRNAs (Figure S6B). This lack of enrichment of miRNA binding sites makes it unlikely that circSfl acts as a miRNA sponge. It has been shown recently that some circRNAs can be translated into proteins when they harbor the ATG start codon of their host genes and an in-frame stop codon after the backsplice junction (Legnini et al., 2017, Pamudurti et al., 2017). Interestingly, the ATG start codon of the canonical Sfl ORF is part of circSfl and could therefore be used for translation of circSfl (Figure 5A). In addition, the first codon in frame after the circRNA-specific splice junction is a stop codon. 

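In the BDGP6 sequence, circSfl spans 1067 bases of chromosome 3L on the plus strand, from 6523030 to 6524096, and the annotated start codon of Sfl, ATG, lies at 6523501 to 6523503. From the start codon to the splice junction the circle holds 596 bases of the reading frame.

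**Figure D5:**
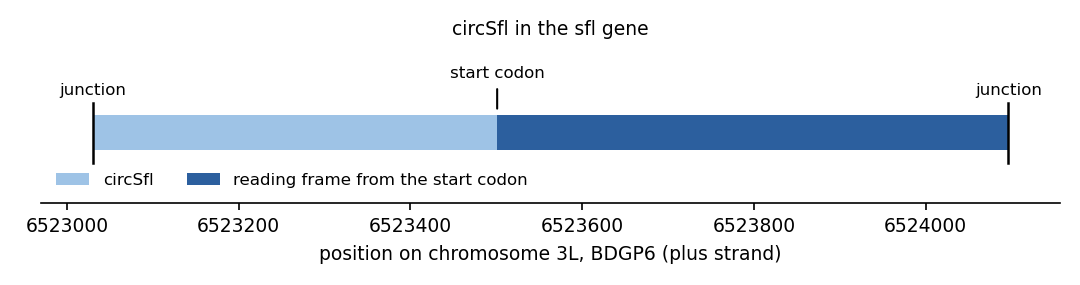
circSfl on chromosome 3L of BDGP6 (x axis, base position), drawn to scale. The light bar ends at the start codon at 6523501, the dark bar is the reading frame from the start codon to the junction at 6524096, 596 bases.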

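Read across the junction, the last 10 bases of the circSfl exon are TGTTTAATGG and the first 10 are ATAAGAGGAC. The reading frame from the start codon holds 199 codons; the last, GGA, spans the junction, and the next is the stop codon TAA, which ends 4 bases past the junction. The 12 genomic bases before the exon are TTTACTTTGCAG.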

Remarkably, the stop codon after the circRNA-specific splice junction is conserved in many *Drosophila* species (Figure 5B). The evolutionary conservation of this stop codon for several million years suggests that it might be functional. If circSfl was indeed translated, then it would be identical to the N terminus of the Sfl full-length protein encoded by the canonical, linear transcripts, including the complete transmembrane domain, but lack the enzymatically active domain at the C terminus of the Sfl full-length protein. To determine whether the circSfl RNA transcript is associated with the translation machinery, we analyzed its presence in polysome profiles compared with total RNA sequencing (RNA-seq) of wild-type and *dilp 2-3,5* fat bodies (Data S3). 

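Polysome-enriched RNA was prepared by the authors from fat bodies by sucrose gradient centrifugation, and 3 libraries per genotype were sequenced; the labels give day 10 as their age. They were compared with the 3 total RNA libraries per genotype of fat body at day 10. The deposited tables list circular and linear reads, counted as for total RNA and not normalized, for 206 circRNAs. Polysome-enriched libraries of wDah had between 1019 and 1287 circular reads over these circRNAs, with a median of 1080, and those of dilp 2-3,5 between 1254 and 2059, with a median of 1795. The total RNA libraries had between 2680 and 3614 circular reads in wDah, with a median of 2930, and between 4620 and 7517 in dilp 2-3,5, with a median of 5793. Linear reads ranged from 64309 to 98198 in polysome-enriched and from 82687 to 96159 in total RNA libraries. The methods state a depth of about 37500000 reads per sample here as well, and the values use the reads counted on circRNAs. The methods also state that circRNA reads were normalized to total RNA counts; the authors' test tables give 1 total count per library, which was tried as the library size in an alternative. Circular reads were scaled by TMM and tested with edgeR's quasi-likelihood test, and the share of a circRNA in all circular reads of a library served as its abundance. Of 206 circRNAs in dilp 2-3,5, 9 differed between polysome-enriched and total RNA at an adjusted p under 0.05, 4 of them higher in polysomes, and in wDah 0 of 204 did, with 23 at an unadjusted p under 0.05. The 3 smallest p values in dilp 2-3,5 belonged to 7SLRNA:CR32864, Plc21C and lcs, named here after their values were seen, with log2 changes of -2.20, 2.11 and 3.91. With all libraries given the same size, the alternative that moved these counts most, 150 circRNAs were called in dilp 2-3,5 and 76 in wDah.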

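In polysome-enriched RNA of wDah fat bodies, the circRNA with the largest share of circular reads was that of CaMKI (chromosome 4, 449924 to 450509 of BDGP6) with 6.01% ± 0.194 (SD, n = 3), followed by that of Pkn (2R, 9265490 to 9267976) with 4.41% ± 1.03 and that of Pdk1 (3L, 135458 to 136335) with 2.83% ± 0.490. In dilp 2-3,5 the largest shares were those of CaMKI with 8.79% ± 2.31 (SD, n = 3), Pkn with 5.38% ± 0.244 and Eps-15 (2R, 24771725 to 24772795) with 2.85% ± 0.326, and that of Pdk1, 2.56% ± 0.148, ranked 7. CaMKI and Pkn also ranked 1 and 2 in total RNA of dilp 2-3,5, and 1 and 3 in that of wDah. In polysome-enriched against total RNA, the log2 change of the CaMKI circRNA was -0.72 in wDah (standard error 0.21, adjusted p = 0.150 from edgeR) and -0.43 in dilp 2-3,5 (standard error 0.25, adjusted p = 0.428), and those of Pkn and Pdk1 were at most 0.28 in size. A start codon of the reference annotation lies inside the circRNAs of CaMKI and Pdk1 and not inside those of Pkn and Eps-15. Over all 206 circRNAs, 85 contained an annotated start codon between their genomic ends on the same strand. This count takes start codons of any gene and does not remove introns, so it is looser than the paper's mark for the host gene's start codon. Of the 20 with the largest polysome share, 9 did in wDah and 10 in dilp 2-3,5, a share in which no difference from the other 186 was detected (Fisher's exact test, two-sided, p = 0.812 and p = 0.476). The same numbers, 9 and 10 of 20, were found in total RNA.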

Similar to Pamudurti et al. (2017), we observed that circRNAs that include the ATG start codon of the host gene are among the most highly expressed circRNAs in polysome-enriched RNA samples; e.g., circCamKI, circPkn, and circPdk1 (Figures 5C and S6C). Furthermore, we detected circSfl transcripts in fat bodies of wild-type, polysome-enriched RNA samples (Figure S6C) and as one of the most highly detected circRNAs in polysome-enriched RNA samples in *dilp 2-3,5* fat bodies (Figure 5C), further suggesting that circSfl might be translated.

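In wDah polysome-enriched RNA, circSfl had 5, 2 and 8 circular reads in the 3 libraries, a share of 0.462% ± 0.294 (SD, n = 3) and rank 65 of 206. In dilp 2-3,5 polysome-enriched RNA it had 24, 29 and 34 reads, a share of 1.83% ± 0.795 (SD, n = 3) and rank 10. Every mutant library had a larger share than every wDah library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The log2 difference between genotypes in polysome-enriched RNA was 2.03 (standard error 0.49, adjusted p = 0.00823 from edgeR), and circSfl was the only circRNA called among 179. This call depended on the method and on single libraries: the adjusted p was 0.139 with DESeq2 and 0.486 without the second wDah library, and lay between 6.42e-04 and 0.486 over all alternatives. In total RNA of the same tissue and age, circSfl had a share of 0.381% ± 0.148 (SD, n = 3) and rank 68 in wDah and of 1.66% ± 0.0572 and rank 12 in dilp 2-3,5, a log2 difference of 2.21 (adjusted p = 6.59e-07). No difference between the polysome share and the total RNA share was detected in either genotype, with log2 changes of 0.09 in wDah (standard error 0.57, adjusted p = 0.992) and -0.01 in dilp 2-3,5 (standard error 0.26, adjusted p = 0.988). Relative to linear reads of the host gene, circSfl had a log2 change of -1.11 in dilp 2-3,5 polysomes against total RNA (adjusted p = 0.0179), but the median change of all 206 circRNAs was -1.52 in this fit, so circSfl was not lowered more than others. The authors' deposited table gives p values of 0.792 in dilp 2-3,5 and 0.425 in wDah for circSfl in polysome-enriched against total RNA. From its detection in polysome-enriched RNA, the paper proposes that circSfl might be translated.

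**Figure D6:**
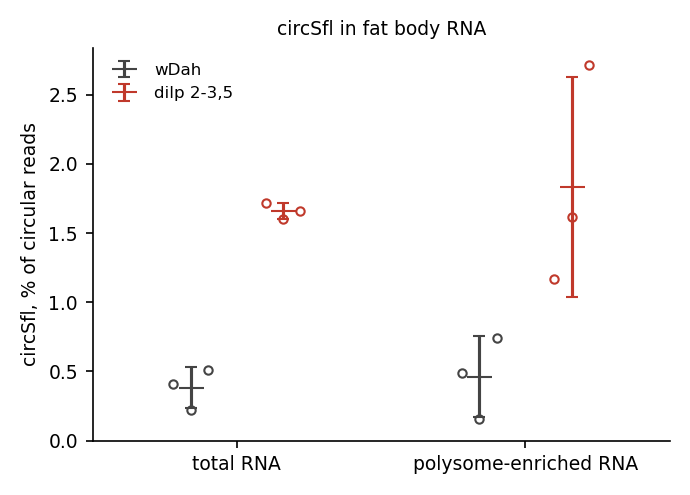
Share of circSfl in all circular reads of a library in % (y axis) in total and polysome-enriched RNA of fat bodies at day 10. Circles are libraries, bars are the mean ± SD of 3 replicates of wDah (grey) and dilp 2-3,5 (red). In polysome-enriched RNA the 3 mutant libraries lie between 1.17% and 2.71% and the wDah libraries between 0.155% and 0.741%.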

**Figure 5:**
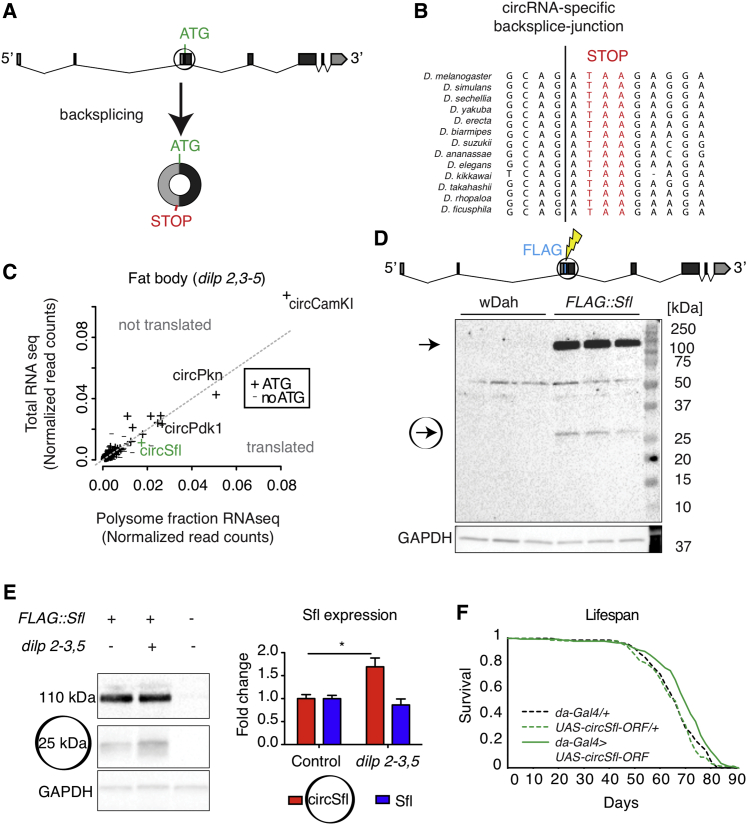
CircSfl Is Translated into a Protein that Is Upregulated in Insulin Mutant Flies (A) circSfl shares the ATG start codon with its linear RNA isoforms and encodes an in-frame stop codon directly after the backsplice junction. (B) Evolutionary conservation of the circSfl-specific stop codon among *Drosophila* species. (C) Polysome profiling of *dilp2-3,5* mutant flies identified circSfl as a potentially translated circRNA. (+) indicates circRNAs that include the ATG start codon of their host genes. (D) CRISPR-mediated knockin of a FLAG tag to the N terminus of Sfl and circSfl (*FLAG::Sfl* mutants) resulted in two specific bands in a western blot analysis that were absent in *wDah* wild-type flies that do not carry a FLAG tag (heads, n = 3). The 110-kDa band corresponds to the Sfl full-length protein, and the 25-kDa protein corresponds to the protein size encoded by circSfl. (E) The 25-kDa protein, but not the 110 kDa Sfl protein variant, was increased in insulin mutant flies (^∗^p < 0.05, Student’s t test, n = 4, mean ± SEM). (F) Ubiquitous overexpression of the circSfl open reading frame (ORF) from a linear transcript extends the lifespan of female flies (overexpressor versus *da*-Gal4 driver or UAS control, ^∗∗∗∗∗^p < 0.0001; log-rank test, n = ~150). See also Figure S6 and Data S3.

To test whether circSfl is indeed translated *in vivo*, we used CRISPR-Cas9 to generate *FLAG::Sfl* mutant flies. We inserted a FLAG tag into the endogenous *sfl* gene, tagging the full-length Sfl protein of the host gene at the N terminus and also the protein that might arise from circSfl (Figure 5D). Indeed, when analyzing *FLAG::Sfl* mutants by western blotting, we observed two distinct bands corresponding to a molecular weight of around 110 kDa (Sfl full-length) and 25 kDa (Figure 5D). Based on its sequence, translation of the circSfl ORF, including the FLAG tag, should result in a 24.75-kDa protein. However, this band might also arise from an unknown shorter isoform of Sfl or a Sfl degradation product. Therefore, we modified our previously generated circSfl-overexpressing flies and generated another mutant that overexpressed and FLAG-tagged only the circSfl protein but not the full-length Sfl protein (referred to as *FLAG::circSfl*). Western blotting demonstrated that, indeed, overexpression of *FLAG::circSfl* led to a detectable protein with a size of around 25 kDa (Figure S6D). However, we noticed that this protein band ran slightly faster on SDS-PAGE compared with the *FLAG::Sfl* knockin mutants, suggesting a smaller size of this protein or different post-translational modifications from the protein band originating from *FLAG::Sfl* knockin flies in comparison with the overexpressed protein. To further verify that the smaller band indeed corresponded to the translated circRNA and not to a degradation product of the canonical protein, we used *UAS-sfl* flies, as published previously (Yamamoto-Hino et al., 2012), which have an N-terminal hemagglutinin (HA) tag and express the cDNA of Sfl without flanking introns, generating only linear Sfl transcripts, but not circSfl (Figure S6E). Western blot analysis showed only one protein band, corresponding to the full-length protein, and no smaller band at around 25 kDa, even at high exposure, in *elav-Gal4>UAS-sfl* flies (Figure S6F). It is tempting to speculate that the circSfl protein might play a role in insulin-mediated lifespan extension because circSfl RNA was upregulated in insulin mutant flies based on qRT-PCR. Therefore, we tested whether the circSfl protein was also upregulated in *dilp 2-3,5* mutant flies, and, indeed, circSfl protein levels increased significantly in *dilp 2-3,5* mutants (Figure 5E). Finally, to test whether the protein, which is encoded by circSfl, is sufficient to extend the lifespan, we generated a transgenic fly line that overexpresses the circSfl ORF from a linear transcript. Remarkably, ubiquitous overexpression of the linear circSfl ORF significantly extend the lifespan of female flies. Thus, multiple lines of evidence indicate that circSfl is translated and that the encoded protein is sufficient for lifespan extension.

### Neuron-Specific Overexpression of Sfl Extends the Lifespan

If circSfl is indeed translated into a small protein, then it would be identical to the N terminus of the Sfl full-length protein originating from the canonical, linear transcripts. The *sfl* linear transcripts encode for an N-deacetylase/N-sulfotransferase (Ndst) that catalyzes synthesis of heparan sulfate (a glycosaminoglycan) by sulfation of the N and 6-O position of N-acetylglucosamine (GlcNAc) (Toyoda et al., 2000, Lin and Perrimon, 1999) in the Golgi apparatus (Yano et al., 2005). Interestingly, the circSfl ORF covers the full cytoplasmic N terminus of Sfl as well as the hydrophobic transmembrane domain but lacks the luminal enzymatic domain important for synthesis of heparan sulfate. Because overexpression of the protein encoded by circSfl extended the lifespan, we next tested whether overexpression of the Sfl full-length protein might also affect the lifespan. Using previously published *UAS-sfl* transgenic flies (Yamamoto-Hino et al., 2012) to overexpress Sfl in the muscle, gut, neurons, or ubiquitously, we found that overexpression of Sfl in the muscle or gut did not affect the lifespan and that ubiquitous overexpression was detrimental for the lifespan (Figures 6A, 6B, and S4A). However, neuron-specific overexpression of Sfl by *elav-Gal4* led to a lifespan extension of about 15% in females flies (Figure 6C). Consistent with the results obtained with circSfl, overexpression of Sfl did not increase the lifespan in male flies (Figure S4B). Surprisingly, neuron-specific overexpression of Sfl in the *dilp 2-3,5* mutant background decreased the lifespan (Figure 6D), suggesting that Sfl and *dilp 2-3,5* interact genetically with each other. However, similar to circSfl overexpression mutants, we did not observe any differences in starvation stress resistance, climbing ability, weight, or development in Sfl-overexpressing flies (Figures S7C–S7F). In contrast, we observed that ubiquitous knockdown of Sfl by *da-Gal4* is developmentally lethal in late pupal stages (data not shown), whereas adult-onset, ubiquitous knockdown of Sfl by *da-GeneSwitch* (*da-GS*) shortened the lifespan (Figure S7G). In summary, circSfl and Sfl can significantly extend the lifespan, but we observed tissue-specific differences. The strongest lifespan extension by circSfl was observed with ubiquitous overexpression, but the only, and strong, lifespan extension by Sfl was observed with neuron-specific overexpression. These results suggest that circSfl and Sfl might share some functions but also have independent roles, which is in line with the observation that circSfl protein is identical to the cytoplasmic and transmembrane domain of Sfl but lacks the C terminus in the Golgi.

**Figure 6:**
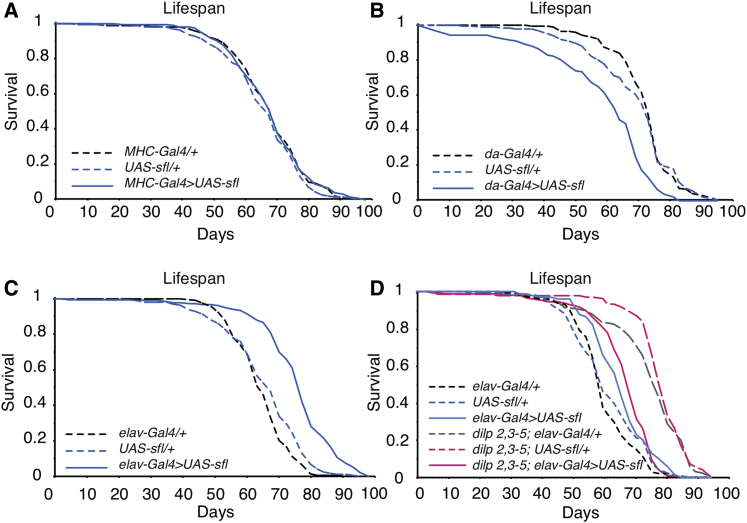
Neuron-Specific Overexpression of Sfl Extends the Lifespan of *Drosophila* (A) Muscle-specific overexpression of Sfl did not affect the lifespan. (B) Ubiquitous overexpression of Sfl shortened the lifespan (overexpressor versus driver or UAS control, p < 0.0001; log rank test, n = ~200). (C) Overexpression of Sfl in neurons by *elav*-*Gal4* extended the lifespan (overexpressor versus driver or UAS control, p < 0.0001; log rank test, n = ~200). (D) Neuron-specific overexpression of Sfl in the *dilp 2-3,5* mutant background shortened the *dilp 2-3,5*-mediated lifespan extension (interaction of Sfl overexpression with *dilp 2-3,5*, p < 0.0001; Cox proportional hazard analysis, n = ~80–150). Female flies were used. See also Figure S7.

### Does Dally Mediate Lifespan Extension Downstream of Sfl?

Sfl mediates synthesis of heparan sulfate, and in flies there are four heparan sulfate proteoglycans that are targeted by Sfl: Dally, Dally-like (Dlp), Syndecan (Sdc), and Perlecan (Lin and Perrimon, 1999, Baeg et al., 2004). To test whether heparan sulfate proteoglycans mediated the effect of Sfl on lifespan, we overexpressed Dally, Dlp, and Sdc in neurons using commercially available UAS lines. Strikingly, Dally but not Sdc or Dlp overexpression, extended the lifespan to a similar extent as Sfl (Figures 7A–7C), suggesting that Dally may be the target through which Sfl overexpression extends the lifespan. To verify this further, we conducted genetic epistasis experiments and used RNAi to knock down Dally in Sfl-overexpressing flies. Strikingly, Dally knockdown abolished the Sfl-induced lifespan extension (Figure 7D), suggesting that Dally is a crucial downstream target of Sfl that mediates the lifespan extension. In summary, we showed that circSfl and Sfl linear splicing is altered in insulin mutant flies and that circSfl and Sfl overexpression can extend the lifespan in a tissue-specific manner.

**Figure 7:**
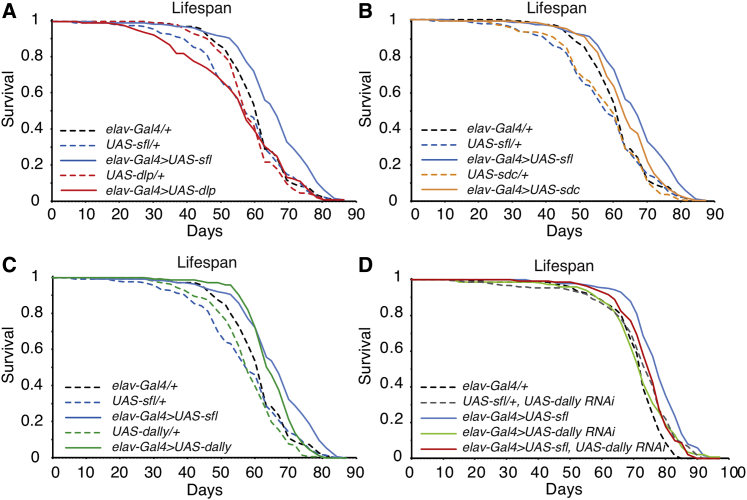
The Heparan Sulfate Proteoglycan Dally Mediates Sfl-Induced Lifespan Extension (A and B) Overexpression of the heparan sulfate proteoglycans (A) Dally-like protein (Dlp) and (B) Syndecan (Sdc) did not extend the lifespan compared with the *elav-Gal4/+* driver control. (C) Overexpression of Dally extended the lifespan (Dally overexpressor versus Gal4 control, p < 0.05; Dally overexpressor versus UAS control, p < 0.01; log rank test, n = ~150) to a similar extent as overexpression of Sfl. (D) Lifespan extension mediated by Sfl overexpression was partially rescued by Dally RNAi (*elav-Gal4>UAS-sfl* versus *elav-Gal4>UAS-sfl, dally RNAi*: p < 0.001; *elav-Gal4/+* versus *elav-Gal4>UAS-sfl, dally RNAi*: p < 0.001, log rank test; interaction between Sfl overexpression and Dally RNAi: p < 0.0001, Cox proportional hazard analysis; n = ~150). The lifespans shown in (A)–(C) were determined in parallel, and the same *elav-Gal4/+*, *UAS-sfl/+* and *elav-Gal4>UAS-sfl* control lifespans are shown in (A)–(C) to allow direct comparison.

## Discussion

One of the most striking discoveries about circRNAs is the observation that they accumulate with age in neuronal tissues of diverse species (Cortés-López et al., 2018, Gruner et al., 2016, Westholm et al., 2014, Hall et al., 2017). Several hypotheses regarding why circRNAs accumulate with age have been proposed. First, circRNAs are more stable compared with linear RNA molecules (Cocquerelle et al., 1993). Second, it has been suggested that circRNAs accumulate with age specifically in neuronal tissue because neurons are mostly post-mitotic, and, therefore, the more stable circRNAs are not degraded by proliferation or cell death (Knupp and Miura, 2018). However, if this theory holds true, then circRNAs should accumulate in most tissues of the fruit fly because *Drosophila* is a mainly post-mitotic organism. Third, alternative splicing is increased and more error prone with age (Mazin et al., 2013, Rodríguez et al., 2016), potentially resulting in more backsplicing of circRNAs. In our study, we showed that circRNA accumulation with age is slowed down in long-lived insulin mutants. This might point toward the third theory of why circRNAs accumulate with age and is supported by the finding that the splicing factor SFA-1 is required for dietary restriction-induced longevity in nematodes (Heintz et al., 2017), highlighting the importance of splicing for lifespan extension upon deregulated nutrient sensing. Our findings demonstrated that accumulation of circRNAs with age is malleable, suggesting that accumulation of circRNAs might be a potential aging biomarker.

In our study, we identified several circRNAs that were differentially regulated in response to reduced insulin signaling in *dilp 2-3,5* mutants, including circSfl. circSfl was also upregulated in two other insulin mutant flies that have an extended lifespan, and the upregulation is dependent on the dFoxo transcription factor, an essential mediator of longevity downstream of IIS (Grönke et al., 2010, Demontis and Perrimon, 2010, Broughton et al., 2005, Slack et al., 2011). Notably, the magnitude of upregulation of circSfl in these mutants was correlated with the magnitude of the lifespan extension, with strong, up to 7-fold upregulation in the very long-lived *dilp 2-3,5* mutants and only mildly upregulated in MNC-ablated flies and dFoxo overexpression flies (1.5- to 2-fold), which show a more mild lifespan extension (Grönke et al., 2010, Demontis and Perrimon, 2010, Broughton et al., 2005, Slack et al., 2011). Similarly, the linear transcript Sfl RB was only upregulated in *dilp2-3,5* mutant flies and not in the two other insulin mutants, suggesting that longevity and expression of the linear isoform can be uncoupled. Interestingly, neither circSfl nor the linear Sfl isoforms are upregulated upon rapamycin treatment (Bjedov et al., 2010) or dietary restriction (Chapman and Partridge, 1996) or in *mth*^*1*^ mutant flies (Lin et al., 1998), suggesting that upregulation of circSfl is not a general hallmark of lifespan-extending interventions in flies but specific to IIS-mediated longevity.

To overexpress circRNAs *in vivo*, we tested different UAS constructs based on previous publications (Ashwal-Fluss et al., 2014, Memczak et al., 2013, Pamudurti et al., 2017). As expected, overexpression of the circRNA exon without its flanking introns did not lead to increased circRNA expression because flanking introns are required for biogenesis of circRNAs (Kramer et al., 2015, Ashwal-Fluss et al., 2014). In contrast, introducing reverse complementary matching flanking introns strongly increased biogenesis of circRNAs *in vivo*. Our results are in line with previous studies that expressed circRNAs by engineering reverse complementary introns in zebrafish (Memczak et al., 2013) and *in vitro* (Liang and Wilusz, 2014, Tatomer et al., 2017, Kramer et al., 2015, Liu et al., 2018). However, the first study that overexpressed a circRNA (circMbl) *in vivo* in *Drosophila* used a minigene construct including the circMbl exon and around 100 bp of the natural flanking introns but no inverted repeats. CircMbl overexpression led to a 4-fold increase in the circMbl expression level (Pamudurti et al., 2017), much less than the strong overexpression we achieved by engineered flanking introns. In summary, our mutants demonstrate that circRNAs can be efficiently overexpressed in *Drosophila* using engineered, reverse complementary matches in flanking introns that increase circRNA biogenesis *in vivo*.

Furthermore, we generated *sfl*^*Δex2*^ mutant flies that lack the Sfl RA-specific exon 2 and demonstrated that circSfl biogenesis is dependent on Sfl RA. Combination of *sfl*^*Δex2*^ mutants with *dilp 2-3,5* mutants revealed that the lifespan extension of *dilp 2-3,5* mutants is partly dependent on the presence of this exon. The biogenesis of circRNAs is poorly understood, but several RNA binding proteins have been shown recently to inhibit or promote circularization, including Muscleblind, Quaking, and Adar1 (Conn et al., 2015, Ivanov et al., 2015, Rybak-Wolf et al., 2015, Ashwal-Fluss et al., 2014). It is tempting to speculate that an RNA binding protein might bind to the Sfl RA-specific exon and promote biogenesis of circSfl, which is abolished in *sfl*^*Δex2*^ mutant flies. Because *sfl*^*Δex2*^ mutants affect biogenesis of circSfl and expression of the linear Sfl RA isoform, we can currently not formally exclude a role of the linear splice variant in insulin-mediated longevity. However, several lines of evidence suggest circSfl as the causal factor in this context. First, although Sfl RA expression was lost in *sfl*^*Δex2*^ mutants, overall expression of linear Sfl was not affected. This is consistent with the finding that Sfl protein levels were not changed in *dilp 2-3,5* mutant flies despite differential alternative splicing of the RA and RB isoforms. Thus, modifying exon 2 expression levels does not seem to affect Sfl protein levels, which can affect the lifespan. In addition, overexpression of circSfl and a linear transcript encoding the circSfl protein was sufficient to extend the lifespan, directly linking circSfl expression with longevity regulation. Given that most circRNAs are embedded in a host gene, generation of specific circRNA mutants that do not affect the host gene has been very challenging in the field. Because siRNA-mediated knockdown was not efficient in the case of circSfl, in new strategies should be tested in the future (e.g., by modification or deletion of the flanking introns that affect circRNA biogenesis), which can then be used to verify our hypothesis.

We presented several lines of evidence showing that circSfl might be translated into a protein that is identical to the N terminus arising from linear Sfl transcripts. Sequence homology analysis showed that the in-frame stop codon after the circRNA-specific backsplice junction is conserved within *Drosophila* species that are separated by 10–20 million years of evolution, suggesting that the protein encoded by circSfl might also be conserved between these species. However, we were not able to detect the identical stop codon in more distantly related insect species, like honeybees or mosquitoes (data not shown), which could indicate that the circlSfl protein is specific to *Drosophila* species or that other stop codons more downstream are used in other insects. Pamudurti et al. (2017) previously identified 37 potentially translated circRNAs in *Drosophila* using ribosome footprinting on wild-type *Drosophila* heads; however, they failed to detect circSfl. Similarly, in our polysome profiling experiment, only very few circSfl reads were detected in wild-type fat bodies. In contrast, in *dilp 2-3,5* mutant fat bodies, circSfl was one of the most abundant circRNAs, consistent with the insulin-dependent increase in circSfl transcript and protein levels. Furthermore, we have shown that the protein encoded by circSfl and the protein arising from the linear Sfl transcripts can positively affect the lifespan of flies. This finding might indicate that both proteins affect the lifespan through overlapping mechanisms or by interacting with each other. Because the protein encoded by circSfl lacks the catalytic domain, it is unlikely that it acts as an active enzyme. Thus, circSfl may interact with proteins similar to the Sfl full-length protein in the cytoplasm or the membrane. For example, one could imagine that circSfl might interact with a repressor of the Sfl full-length protein, promoting the activity of Sfl and extending the lifespan. Alternatively, the truncated circSfl protein could also act as a dominant-negative protein because Sfl overexpression has also been suggested to cause a loss-of-function phenotype (Kamimura, Maeda and Nakato, 2011). Noteworthy is that overexpression of circSfl and Sfl caused tissue-specific effects on longevity, which could indicate that they work via different mechanisms or that different expression levels in different tissues are needed for the beneficial effects of the two proteins on lifespan. Interestingly, overexpression of circSfl and Sfl only extended the female but not the male lifespan despite upregulation of circSfl in dilp2-3,5 mutant males. This might reflect the gender bias in insulin-mediated longevity, in which females often show stronger effects than males (Austad and Fischer, 2016).

The *sfl* gene in *Drosophila* encodes for an Ndst and catalyzes synthesis of heparan sulfate (a glycosaminoglycan) by sulfation of the N and 6-O position of GlcNAc (Toyoda et al., 2000). Heparan sulfate is essential for wingless and fibroblast growth factor (FGF) receptor signaling, and full knockout of *sfl* is embryonic lethal (Lin and Perrimon, 1999). Sfl has been suggested to be localized to the Golgi apparatus (Yano et al., 2005, Yamamoto-Hino et al., 2012) and may be involved in the unfolded protein response (He et al., 2014). Furthermore, knockdown of Sfl increased the autophagy machinery and ubiquitinated proteins (Reynolds-Peterson et al., 2017) and reduced the climbing ability of flies (Webber et al., 2018), suggesting that Sfl is required for protein homeostasis and health. Similarly, we demonstrated that neuron-specific knockdown of Sfl is detrimental for the lifespan but that neuron-specific overexpression of Sfl extends the lifespan. Furthermore, we demonstrated, by genetic epistasis experiments, that Dally might contribute to the Sfl-mediated lifespan extension. Previous studies have demonstrated that overexpression of Sfl increases heparan sulfate levels and disrupts normal Wingless (Wg) and Decapentaplegic (Dpp) signaling (Kamimura, Maeda and Nakato, 2011), with the latter being controlled by Dally (Fujise et al., 2003). However, similar to Sfl, the role of Dally has been characterized extensively during development (Ferreira and Milán, 2015, Zhang et al., 2013, Lin and Perrimon, 1999) but has not yet been implicated in aging.

In summary, we demonstrated that neuronal circRNA accumulation with age is malleable and reduced in long-lived insulin mutants. Furthermore, we established an efficient method to overexpress circRNAs *in vivo* by using reverse complementary introns. Interestingly, we showed that a single circRNA (circSfl) can extend the lifespan in *Drosophila*. We propose that circSfl is translated into a protein that shares the same N terminus with the full-length protein arising from linear transcripts and potentially similar functions. Our study will help to further elucidate the molecular mechanisms underlying longevity and provides unique insights into the *in vivo* function of circRNAs.

### Limitations of the Study

A limitation of our study is that it is currently unclear whether the circRNA-derived peptide and the full-length Sfl protein affect the lifespan by the same or by independent mechanisms. Lifespan extension by the full-length Sfl protein is dependent on its direct downstream target, the Dally protein. Thus, to address whether lifespan extension upon circSfl overexpression works in a similar way and also requires Dally, we performed epistasis experiments by co-overexpression of the circSfl protein and dally RNAi and measured the lifespan of these flies. These experiments had to be terminated because of the current coronavirus crisis. In the future, it will be very interesting to further elucidate the mechanism of lifespan extension by circSfl and Sfl using genetic epistasis experiments.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

FLAG M2 (1:10000 diluted)	Sigma-Aldrich	Cat #F1804; RRID:AB_262044
Tubulin (1:5000 diluted)	Sigma-Aldrich	Cat #T9026; RRID:AB_477593
GAPDH (1:1000 diluted)	Santa Cruz	Cat #sc-25778; RRID:AB_10167668
anti-mouse HRP (1:10000 diluted)	Invitrogen	Cat #31430; RRID:AB_228307
anti-rabbit HRP (1:10000 diluted)	Invitrogen	Cat #21234; RRID:AB_2536530

**Chemicals, Peptides, and Recombinant Proteins**		

Rapamycin	LC Laboratories	Cat #R-5000

**Critical Commercial Assays**		

Superscript III first-strand synthesis kit	Invitrogen	Cat #18080051
PowerUp SYBR Green Master Mix	Thermo Fisher	Cat #4368706
Pierce BCA Protein Assay Kit	Thermo Fisher Scientific	Cat #23227
Gibson Assembly Cloning Kit	NEB	Cat #E5510S
RNase R	Biozym	Cat #172010

**Deposited Data**		

RNA seq data	This paper	GEO: GSE130158

**Experimental Models: Organisms/Strains**		

wDah	Grönke et al., 2010	N/A
da-Gal4	Partridge lab	N/A
elav-Gal4	Partridge lab	N/A
MHC-Gal4	Partridge lab	N/A
NP1-Gal4	Partridge lab	N/A
InsP3-Gal4	Slack et al., 2011	N/A
UAS-foxo	Partridge lab	N/A
UAS-rpr	Slack et al., 2011	N/A
dFoxoΔ94	Slack et al., 2011	N/A
dilp 2-3,5	Grönke et al., 2010	N/A
pValium Sfl RNAi	Bloomington	Cat #34601
UAS-Sfl-HA	Yamamoto-Hino et al., 2012	N/A
UAS-dally	Bloomington	Cat #5397
UAS-dally-like	Bloomington	Cat #9160
UAS-syndecan	Bloomington	Cat #8564
y^1^w^1^; vas-phiC31; attP40	Bischof et al., 2007	N/A
y^1^v^1^; nanos-phiC31; attP40	Bloomington	Cat #25709
nanos-Cas9	Bloomington	Cat #54591
UAS-dally RNAi	VDRC	v14136
mth1	Bloomington	27896
UAS-circBtsz-exon	This paper	N/A
UAS-circBtsz-1000	This paper	N/A
UAS-circBtsz-inv	This paper	N/A
pWalium20-circBtsz-1	This paper	N/A
UAS-circSfl-exon	This paper	N/A
UAS-circSfl-1000	This paper	N/A
UAS-circSfl-inv	This paper	N/A
UAS-FLAG::circSfl-inv	This paper	N/A
pCFD4 Sfl N term	This paper	N/A
FLAG::Sfl	This paper	N/A
pWalium20-circSfl-1	This paper	N/A
pWalium20-circSfl-2	This paper	N/A
pWalium20-circSfl-3	This paper	N/A
pCFD4 Sfl^ex2^	This paper	N/A
sfl^Δex2^	This paper	N/A
UAS-circSfl-ORF	This paper	N/A

**Oligonucleotides**		

See Tables S1 and S3	N/A	N/A

**Recombinant DNA**		

BAC clone *sfl* gene	PACMAN	CH321-22A12
BAC clone *btsz* gene	PACMAN	CH321-61F02
pUAST attb-circBtsz-exon	This paper	N/A
pUAST attb circBtsz-1000	This paper	N/A
pUAST attb circBtsz-inv	This paper	N/A
pWalium20 circBtsz-1	This paper	N/A
pUAST attb-circSfl-exon	This paper	N/A
pUAST attb-circSfl-1000	This paper	N/A
pUAST attb-circSfl-inv	This paper	N/A
pUAST attb FLAG::circSfl-inv	This paper	N/A
pCFD4 Sfl N Term	This paper	N/A
pBS FLAG::Sfl Donor	This paper	N/A
pWalium20-circSfl-1	This paper	N/A
pWalium20-circSfl-2	This paper	N/A
pWalium20-circSfl-3	This paper	N/A
pCFD4 sfl^Δex2^	This paper	N/A
pUAST-attb-circSfl-ORF	This paper	N/A

**Software and Algorithms**		

DCC	Cheng et al., 2016	N/A
Microsoft Excel	Microsoft	N/A
GraphPad Prism	GraphPad	https://www.graphpad.com/scientific-software/prism/
FIMO	The MEME Suite	http://meme-suite.org/tools/fimo

**Other**		

Criterion TGX Stain-Free Precast Gels, any kD	BioRad	Cat #5678123

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Linda Partridge ().

#### Materials Availability

Materials such as transgenic fly lines or plasmids will be available without further restrictions upon request to the Lead Contact ().

#### Data and Code Availability

The tissue-specific RNA sequencing of young, middle-aged and old-age flies was deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002). The accession number for the RNA sequencing data reported in this paper is GEO: GSE130158.

### Experimental Model and Subject Details

#### Fly husbandry

Fly stocks were kept at 25°C on a 12 h light and 12 h dark cycle and fed a sugar/yeast/agar diet (Bass et al., 2007). In all experiments, females and males were reared at controlled larval densities and allowed to mate for 48h (“once-mated”) before each experiment. If not indicated otherwise, female flies were used for all experiments. Flies were snap frozen with liquid nitrogen. Dissections were carried out in phosphate-buffered saline (PBS) and tissues were frozen in dry ice. Rapamycin food was prepared by adding Rapamycin to a concentration of 200 μM. Control food contained the same volume of the carrier EtOH (Bjedov et al., 2010). The outbred wild-type strain *white Dahomey* (*wDah*) (Grönke et al., 2010) that naturally carries the endosymbiontic bacterium *Wolbachia* was used for all experiments and maintained in large population cages with overlapping generations. All mutations and transgenic constructs were backcrossed into the white Dahomey (wDah) wild-type background for at least six generations.

### Method Details

#### Transgenic flies

The transgenic fly lines used in this study are shown in the Key Resources Table.

#### Lifespan analysis

Flies were reared at controlled larval density. Once-mated flies were anaesthetized by CO_2_, sorted by sex and transferred to vials (10 flies/vial). Three times a week, flies were transferred to fresh vials and deaths were scored. Standard SYA (sugar-yeast-agar) food was used throughout. 15-20 replicates ( = 150 – 200 flies in total) were used per condition. Female flies were used for all lifespan experiments if not indicated otherwise.

#### Fecundity assay

During lifespan experiments, fecundity was analyzed on day 7. Flies were transferred to fresh vials in the afternoon at around 5 pm. Each vial contained 10 flies. The next morning (16 h later), eggs were counted in 10 vials per condition. Egg laying was calculated for 24 h and the mean number of eggs is reported.

#### Stress assays

20 once-mated flies per vial were transferred to standard food and aged for 7 days. Stress assays were started on day 7 with different diets: Starvation assay (1% agarose in ddH_2_O) or Oxidative stress (5% H_2_O_2_, 5% sucrose, 1% agar in ddH_2_O). Deaths were scored 2-3 times a day. 5 replicates (n = 100 flies) were used per condition.

#### Development assay

25 eggs were manually placed in a food vial containing SYA medium and incubated at 25°C. 10 replicates (n = 250 eggs) per condition were used. Flies eclosing were scored twice a day to measure development time. Female flies were used for analysis. For each vial, number of eclosing females was scored and divided by the total number of eclosed females in each vial to calculate the mean eclosion day for each vial.

#### Climbing assay

Flies were placed half an hour prior to measurements in the Climbing assay plastic tubes for acclimation. Subsequently, flies were transferred to vial 1 of the six-compartment climbing apparatus (Greene et al., 2003) and tapped down to the bottom of the vial. Flies could climb to the upper vial ranging a distance of 15 cm for 20 s. Flies in the upper vial were transferred into vial 2 and tapped down again. This procedure was repeated 5 times. The climbing index (CI) was calculated based on the number of flies in each vial (lowest = 0 = all flies in vial 1, highest = 1 = all flies in vial 5). 20 flies per tube and 3 biological replicates were used per condition.

#### Molecular Cloning

All restriction digest reactions were performed with enzymes provided by NEB according to their user’s manual. T4 DNA Ligase (NEB) was used for ligation reactions. If necessary, plasmids were modified with the QuikChange II Site-Directed Mutagenesis Kit (Agilent). pCFD4 cloning for CRISPR was conducted according to Port et al. (2014). In brief, oligonucleotides including guideRNA sequences were introduced into the pCFD4 vector by PCR followed by Gibson assembly. Positive clones were identified by Sanger sequencing. pWalium20 cloning for siRNA-mediated knock-down constructs was conducted according to the TRiP protocol (Ni et al., 2009). In brief, oligonucleotides including the siRNA sequence and overhanging restriction sites were annealed and ligated into a pre-digested pWalium20 vector. Positive clones were identified by Sanger sequencing. Transgenic fly lines were generated using CRISPR/Cas9-mediated genomic engineering (Port et al., 2014) or the ϕC31 and attP/attB integration system (Bischof et al., 2007) using the attP40 landing-site. Embryos were injected with 400 ng/μL DNA at the Max Planck Institute for Biology of Aging. For CRISPR-mediated knock-in, nanos-Cas9 expressing flies were crossed with pCFD4 guideRNA expressing flies. The progeny were injected with the appropriate donor template and positive CRISPR events were identified by PCR and sequencing. Cloning strategies and primers used are described in Table S1. Transgenic flies generated in this study are summarized in Table S2.

#### RNA extraction, cDNA synthesis and q-RT-PCR

Total RNA was extracted using Trizol (Invitrogen) according to the manufacturer’s instructions, including a DNase (QIAGEN) treatment. cDNA of mRNA and circRNAs was generated using the SuperScript III first-strand synthesis kit (Invitrogen) using random hexamers. 600 ng total RNA was used for cDNA synthesis. For q-RT-PCR of mRNA or circRNAs PowerUp SYBR Green Master Mix (ThermoFisher) was used according to the manufacturer’s manual. q-RT-PCR was performed with a 7900HT real-time PCR system (Applied Biosystems) or with a QuantStudio7 (ThermoFisher). Relative expression (fold induction) was calculated using the ΔΔCT method and Rpl32 as normalization control. Primer sequences used for q-RT-PCR are shown in Table S3.

#### RNA sequencing

Flies were reared under controlled larval densities and aged until 10, 30 or 50 days. At each time point, adult fly tissues were manually dissected from female flies: brain, thorax (without gut), gut (without crop but with malpighian tubules), fat body (abdomen without the gut and without ovaries). Dissected tissues were immediately transferred to a tube on dry ice. 3 biological replicates were used per condition. Notably, day 10 samples were generated independently. Total RNA was extracted using Trizol (Invitrogen) according to the manufacturer’s instructions, including DNase treatment. Quality control was performed by Experion Automated Electrophoresis System (Biorad). Three biological replicates were used per condition. rRNA depleted libraries were generated at the Max Planck-Genome-Centre Cologne (Germany). RNA sequencing was performed with an Illumina HighSeq2500 and ∼37.5 million single-end reads/sample. For circRNA detection, raw reads were mapped to the *Drosophila* genome BDGP6 using STAR version 2.5.2b. CircRNAs were detected using DCC version 0.4.4 (Cheng et al., 2016). CircRNAs were annotated, if 5 reads were detected in at least 6 samples. Differential expression of circRNAs was tested by beta-binomial test (bb.test from R package “ibb”). CircRNAs were normalized to the linear spliced reads of their own host genes. For tissue-specific annotation of circRNAs, circRNAs that were detected in a tissue in at least one of the samples and at least one read were considered. For isoform-specific linear transcript analysis, raw reads were mapped to BDGP6 using HISAT version 2.0.4 (Kim et al., 2015) and transcripts were assembled with StringTie version 1.3.0 (Pertea et al., 2015). Transcripts were quantified, normalized and analyzed using Cufflinks version 2.2.1 (Trapnell et al., 2010, Trapnell et al., 2013).

#### circRNA sequence analysis

MEME Suite’s FIMO tool (Grant et al., 2011) was used to detect miRNA sequences within the circRNA sequence using “Drosophila_melanogaster_dme.dna_encoded” database. Stop codon conservation within circSfl was manually curated using UCSC genome browser (Kent et al., 2002).

#### RNase R treatment

1 μg of total RNA was incubated with 3 U RNase R (Biozym) at 37°C for 15 min. After isopropanol precipitation and washes with EtOH, the same volume of digested sample and mock treated sample was used for standard cDNA synthesis and q-RT-PCR.

#### Polysome profiling

Polysome profiling was performed as previously described with minor modifications (Dinkova et al., 2005). 300 μL of ice-cold polysome buffer (300 mM NaCl, 50 mM Tris-HCL (pH 8.0), 10 mM MgCl2, 1 mM, EGTA, 200 mg heparin/ml, 400 U RNAsin/ml, 1.0 mM, phenylmethylsulfonyl fluoride, 0.2mg cycloheximide/ml, 1% Triton X-100, 0.1% Sodium deoxycholate) were added to frozen tissues and homogenized for up to 10 s with a hand gun on ice. 700 μL polysome buffer were added, mixed and samples were incubated on ice for 10 min. To clarify lysate, samples were centrifuged at 13000 rpm and 4°C for 10 mins. Around 800 μL of supernatant were removed while avoiding the pellet and potential fat layer on top. Nucleic acid content of samples was measured by NanoDrop recording A260 units for normalization (5-10 units). 700 μL sample were layered on top of the 10%–50% sucrose in high salt resolving buffer (140 mM NaCl, 25 mM Tris-HCL (pH 8.0), 10 mM MgCl_2_) gradient and spun for 1.5 h at 38000 rpm using an Beckman SW41Ti rotor. After running the blank gradient (with 700 μL polysome buffer without sample), sample gradients were run. Samples were then collected dropwise as monosome fraction and polysome fraction. Profiles were monitored (Ab 252 nm) using a Teledyne density gradient fractionator. Total RNA from the polysome fraction was extracted using Trizol (Invitrogen) according to the manufacturer’s instructions, including DNase treatment (QIAGEN). Quality control was performed by Experion Automated Electrophoresis System (Biorad). Three biological replicates were used per condition. rRNA depleted libraries were generated at the Max Planck-Genome-Centre Cologne (Germany). RNA sequencing was performed with an Illumina HighSeq2500 and ∼37.5 million 100 bp single-end reads/sample. Bioinformatic analysis was performed similar to the total RNA sequencing data (see above), but circRNA reads were normalized to total RNA counts.

#### Western blotting

Proteins of mechanically separated heads (25 per replicate) were extracted with RIPA buffer (Pierce) supplemented with Complete mini protease inhibitor without EDTA (Roche). Proteins were quantified using BCA Protein Assay Kit (ThermoFisher), and 30 μg of protein was loaded on pre-stained SDS–PAGE gels (Bio-Rad). Proteins were transferred to 0.45 μm Nitrocellulose Membranes (GE Healthcare) using wet transfer for 30 min. Unspecific binding was blocked using 5% non-fat dry milk powder in TBST. Primary antibodies were diluted (see Key Resources Table) and incubated with the membrane over night at 4°C. HRP-coupled secondary antibodies (ThermoFisher) were used according to the primary antibody. Signal was developed using ECL Western Blotting Detection Reagents (GE Healthcare) and the ChemiDocImager (BioRad). To allow robust quantification, exposure time of the blots was adjusted to the expression level of each protein individually. Tubulin or GAPDH were used as normalization control. Antibodies used in this study are shown in the Key resource table.

### Quantification and Statistical Analysis

Statistical analysis was performed using GraphPad Prism and R. Individual statistical tests are mentioned in the respective figure legends. 1-way ANOVA was followed by Tukey post hoc test. 2-way ANOVA was always followed by Bonferroni post hoc test. Lifespan assays were recorded using Excel and survivorship was analyzed using log rank test and Cox proportional hazard analysis. Bar plot graphs represent the mean values ± SEM. The number of biological replicates (n) is stated in each figure legend. The number of flies in each biological replicate is depending on the method used and stated in the STAR Methods part. Significance was determined according to the p value: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001.

# Supplementary material for: An Insulin-Sensitive Circular RNA that Regulates Lifespan in Drosophila
**Source:** Mol Cell. 2020 Jul 16;79(2):268–279.e5. doi: 10.1016/j.molcel.2020.06.011
**Supplement:** Document S1. Figures S1–S7 and Tables S1–S3

**Molecular Cell, Volume 79**

**Supplemental Information**

**An Insulin-Sensitive Circular RNA  
that Regulates Lifespan in *Drosophila***

**Carina Marianne Weigelt, Rohan Sehgal, Luke Stephen Tain, Jun Cheng, Jacqueline Eßer, André Pahl, Christoph Dieterich, Sebastian Grönke, and Linda Partridge**

## Supplemental Figures

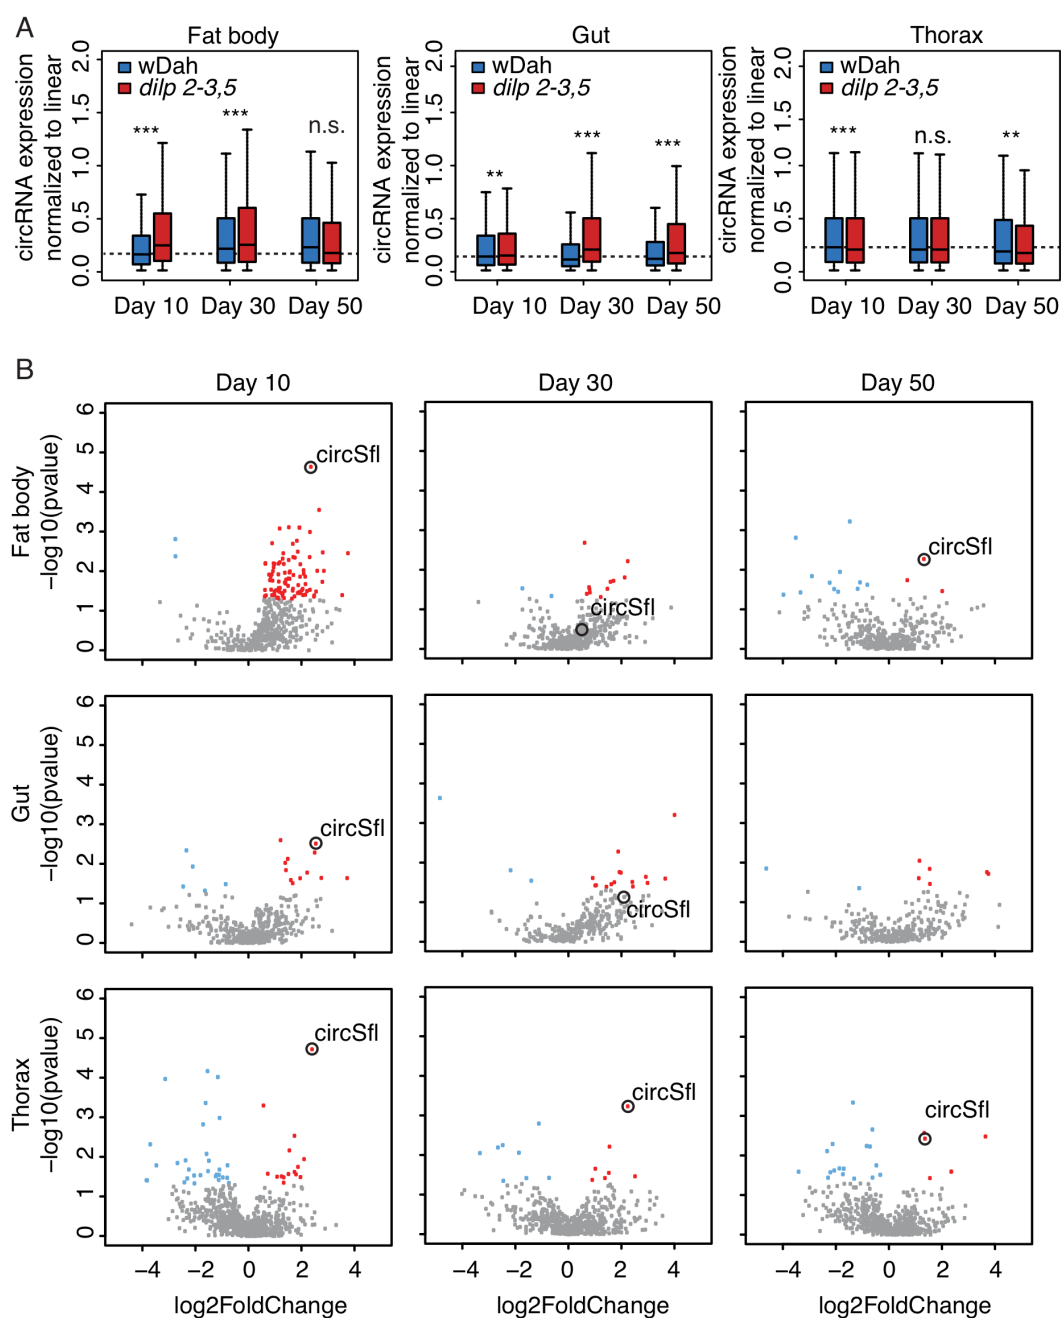

**Figure S1: Differentially expressed circRNAs in the fat body, gut and thorax of *dilp 2-3,5* mutant flies, Related to Figure 1.** (A) Global circRNA expression was only mildly increased during ageing in the fat body, unchanged in the gut and mildly decreased in the thorax of *wDah* wildtype flies. Global circRNA levels were up-regulated in fat body and gut of *dilp 2-3,5* mutants (fat body: genotype  $p < 0.05$ , interaction with age:  $p < 0.0001$ ; gut: genotype:  $p < 0.0001$ , interaction with age:  $p < 0.0001$ , 2-way ANOVA,  $n=3$ ) and not significantly changed in the thorax of *dilp2-3,5* mutants ( $n=3$ ). (B) *CircSfl* was up-regulated in most tissues and at all ages in *dilp2-3,5* mutants ( $p < 0.05$ , beta-binomial test,  $n=3$ ).

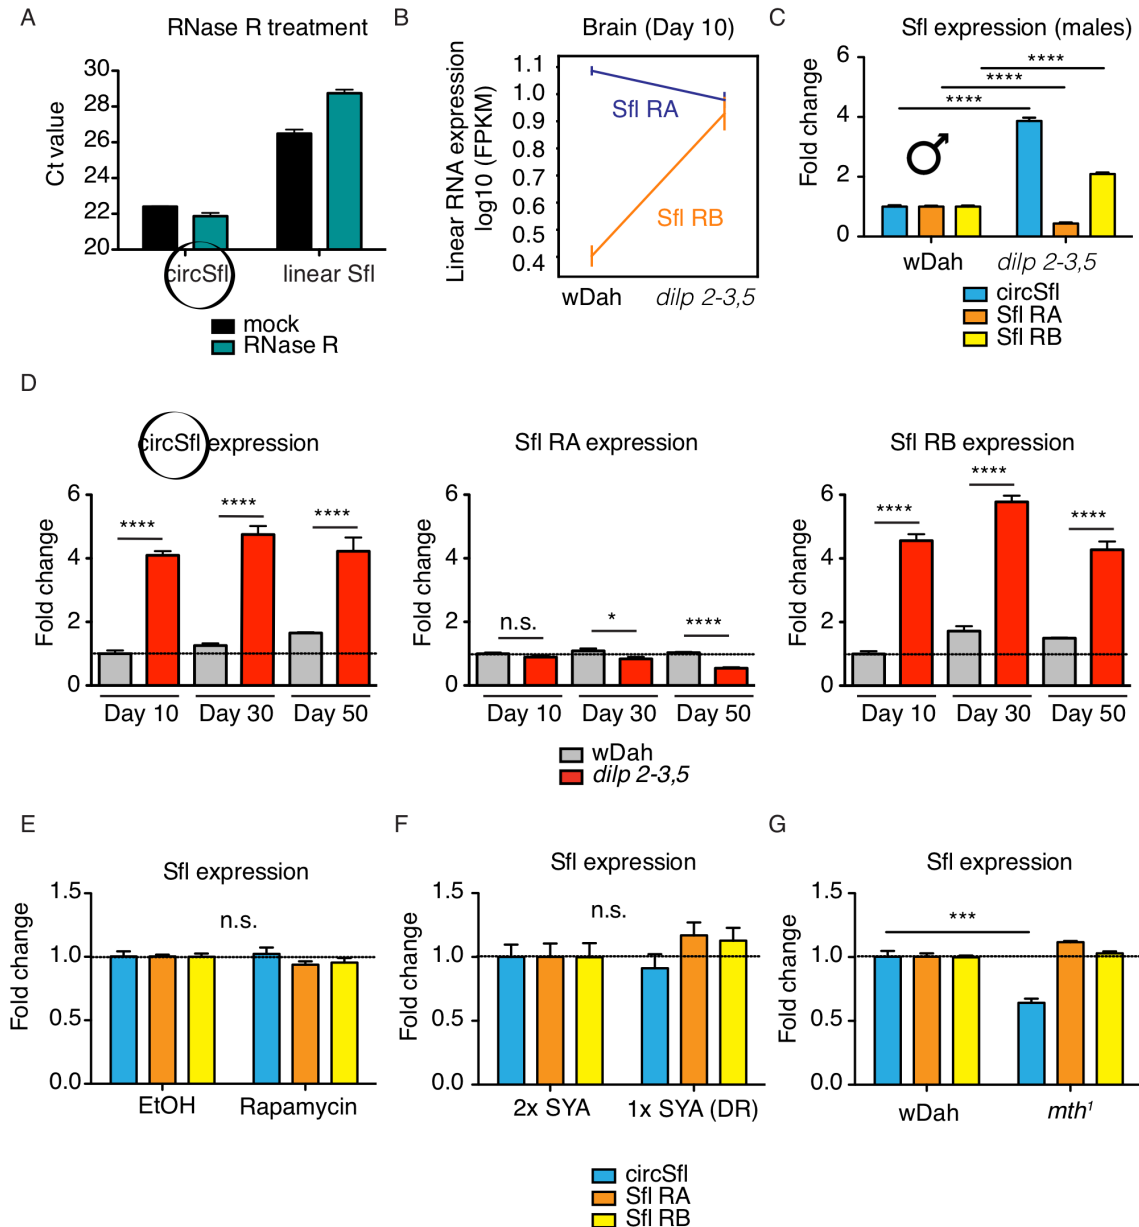

**Figure S2: Verification and regulation of circSfl, Related to Figure 2.** (A) RNase R treatment did not affect circSfl stability, but degraded linear Sfl transcripts as indicated by higher Ct values as measured by q-RT-PCR and normalized to input. (B) RNA sequencing on brains showed that Sfl RA was the predominantly expressed linear isoform in wildtype flies. In contrast, *dilp 2-3,5* mutants expressed Sfl RA and RB at similar levels. (C) CircSfl was also up-regulated in male *dilp 2-3,5* mutants (whole flies), while Sfl RA was decreased and Sfl RB increased compared to wDah control flies (Student's t-test,  $n = 4$ ). (D) CircSfl was up-regulated in young, middle-aged and old *dilp2-3,5* mutant fly heads. While Sfl RA transcript levels were not increased in insulin mutant flies, Sfl RB transcript levels were increased at all investigated timepoints (\* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , 2-way ANOVA with Bonferroni post-hoc test). (E) Reduction of TOR signalling by application of rapamycin did

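In wDah brains at day 10, Sfl RA was at 11.2 FPKM (Cufflinks' 95% limits 8.00 to 14.4) and Sfl RB at 1.55 FPKM (0.178 to 2.92). Mutant brains at day 10 had Sfl RA at 8.56 FPKM (3.37 to 13.8) and Sfl RB at 7.64 FPKM (2.82 to 12.5), a ratio of 1.12. At days 30 and 50, the ratio of Sfl RA to Sfl RB in brain was 5.15 and 1.63 in wDah and 0.554 and 0.827 in dilp 2-3,5.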

not affect circSfl or linear Sfl expression levels in fly heads (Student's t-test, n=4). (F) Dietary restriction (1x SYA) did not affect transcript levels of circSfl, Sfl RA or Sfl RB in comparison to control fully fed female flies (2x SYA) (Student's t-test, n = 4). (G) CircSfl expression was decreased in *mth<sup>1</sup>* mutant female flies (Student's t-test, n = 4).

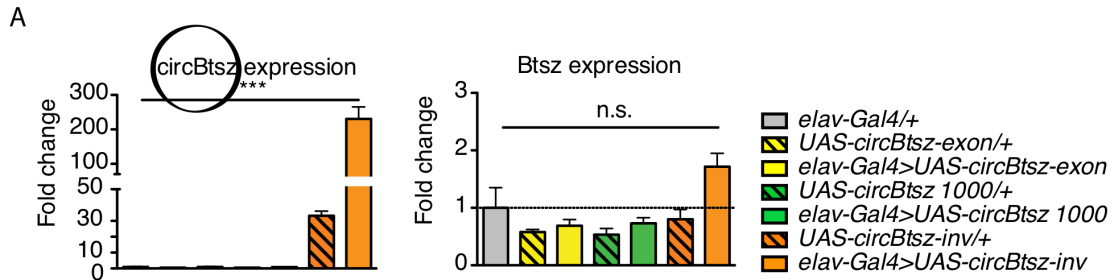

**Figure S3: Generation of circBtsz over-expression mutants, Related to Figure 3. (A)** CircBtsz was strongly over-expressed in *elav-Gal4>UAS-circBtsz-inv* flies, but not in the other transgenic lines tested (\*\*p<0.01, \*\*\*p<0.001, 1-way ANOVA with Tukey post-hoc test, n=3).

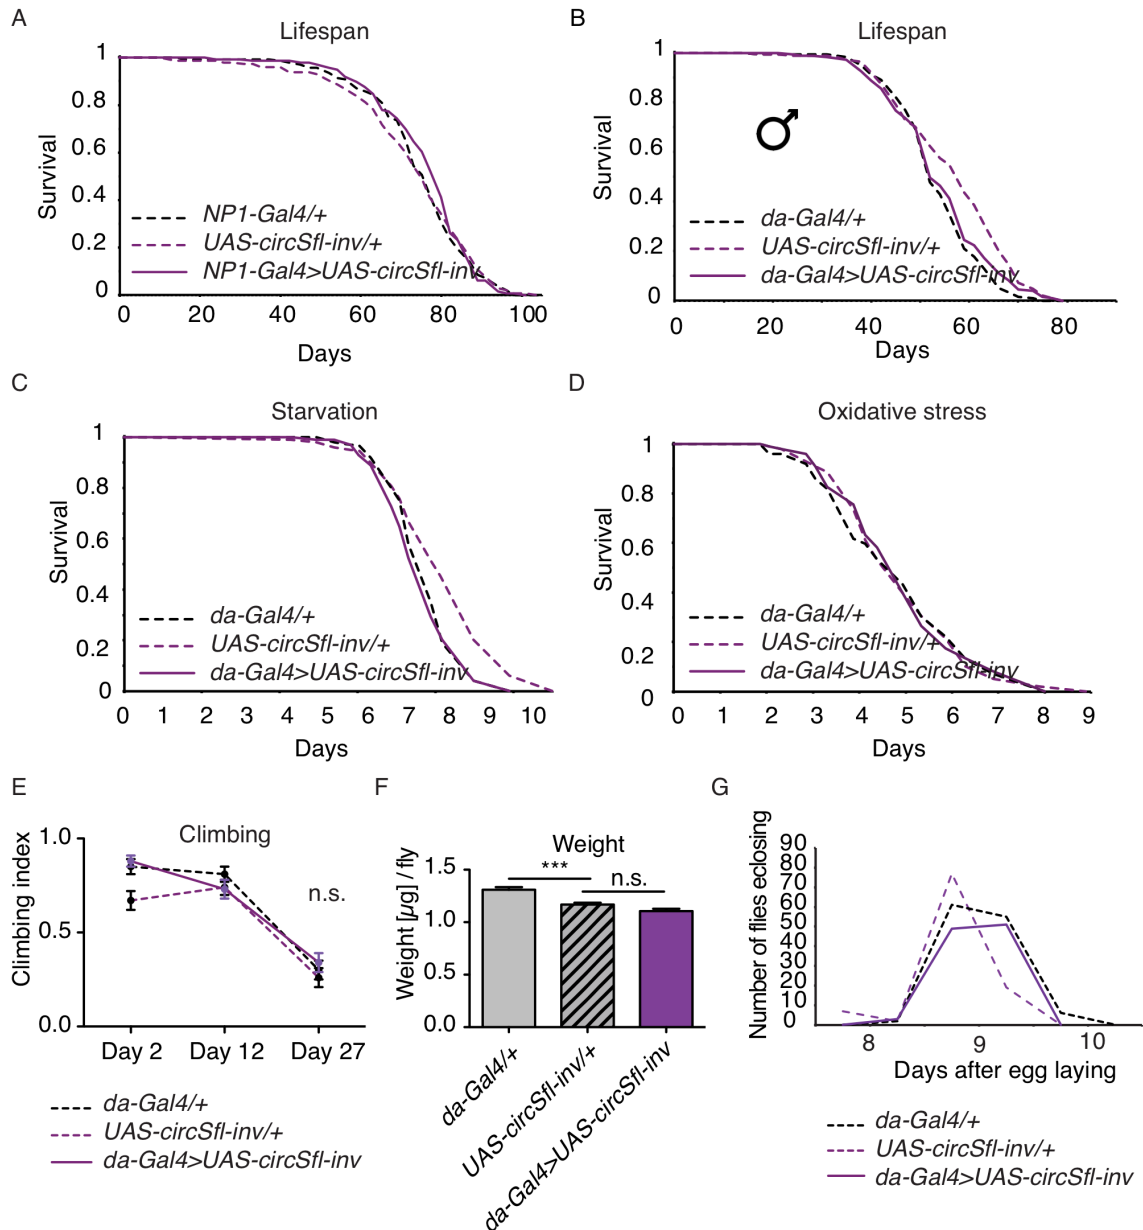

**Figure S4: Overexpression of circSfl does not affect stress resistance, body weight or development, Related to Figure 3.** (A) Gut-specific over-expression of circSfl by NP1-Gal4 did not affect female lifespan. (B) Ubiquitous over-expression of circSfl did not affect lifespan of male flies. (C-D) CircSfl over-expression mutants showed a normal response to (C) starvation (n~100) and (D) to oxidative stress (log-rank test, n~100). (E) CircSfl over-expression mutants showed normal climbing abilities (2-way ANOVA, n~60). (F) Body weight of circSfl over-expression mutants was not different to the *UAS-circSfl/+* control (1-way ANOVA with Tukey post-hoc test, n=10). (G) Mean development time of circSfl over-expression mutants was not different compared to the *da-Gal4/+* control (1-way ANOVA).

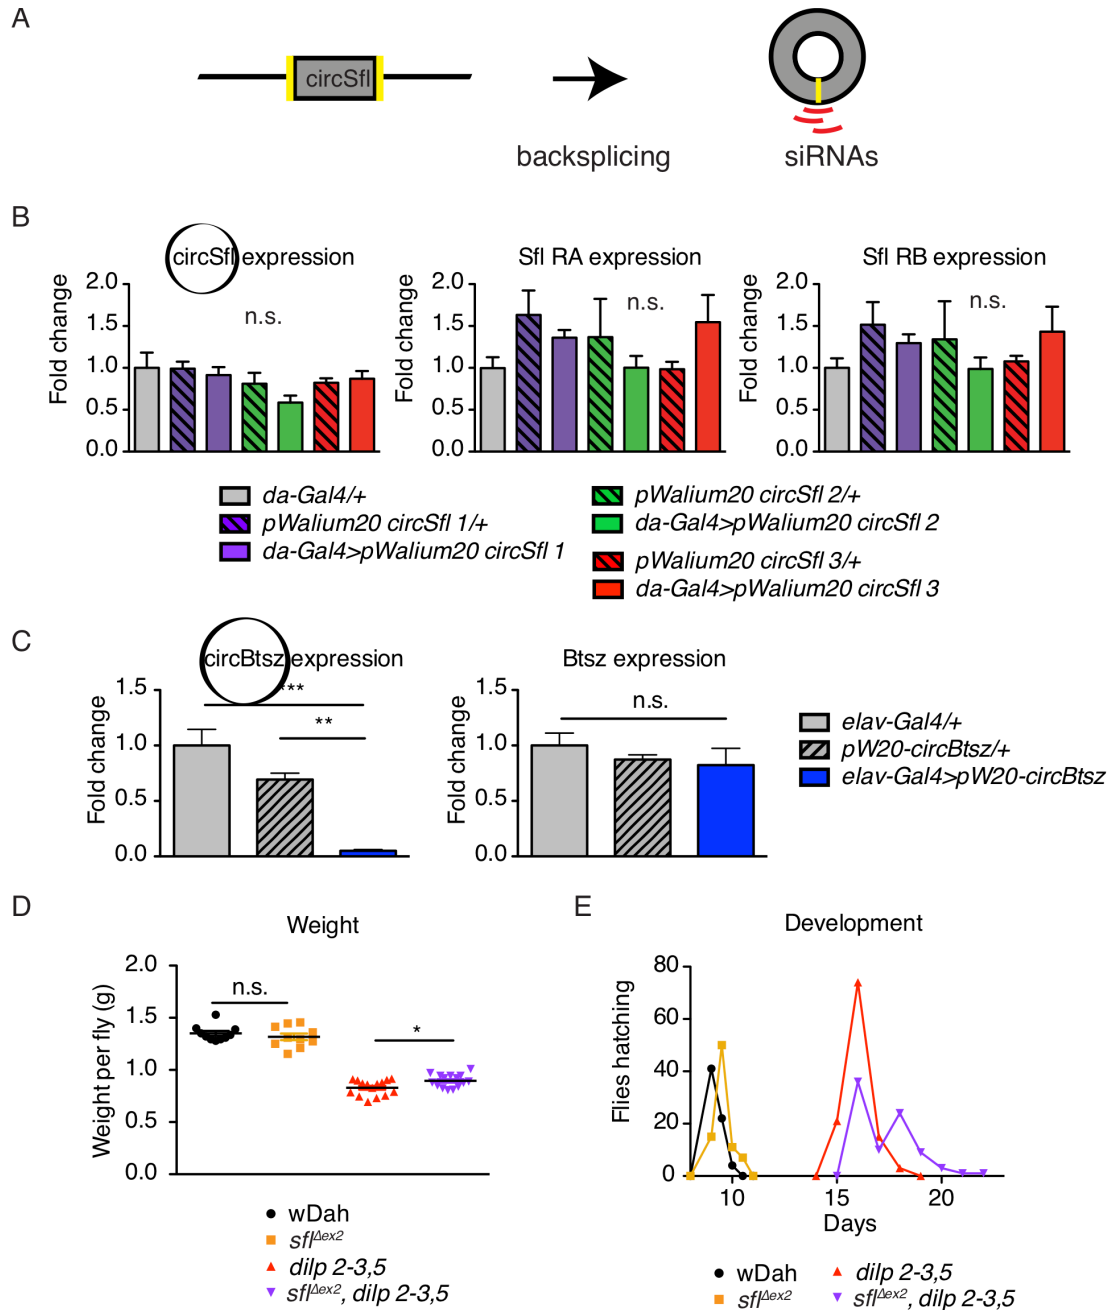

**Figure S5: SiRNA mutants to knock-down circRNAs and weight and development of *sfl*<sup>Δex2</sup> mutants, Related to Figure 4.** (A) Three different siRNAs were used to target the circRNA-specific backsplice junction. (B) circSfl expression levels were not significantly decreased in fly lines expressing siRNAs against the circSfl-specific splice junction. (C) CircBtsz expression was strongly reduced in flies expressing siRNAs targeting the circBtsz-specific backsplice junction, but not the linear Btsz transcript. (D) Weight of *sfl*<sup>Δex2</sup> mutants was similar to wDah control flies. The reduced weight of *dilp* 2-3,5 mutants was partially rescued in *sfl*<sup>Δex2</sup>, *dilp* 2-3,5 double mutants (*sfl*<sup>Δex2</sup>: n.s., *dilp* 2-3,5: \*\*\*\*p<0.0001, interaction: \*p<0.05, 2-way ANOVA with Bonferroni post-hoc test, n = 10-15). (E) *sfl*<sup>Δex2</sup>, *dilp* 2-3,5 double mutants were even more developmentally delayed as *dilp* 2-3,5 mutants (Mean

eclosion day: *sfl*<sup>Δex2</sup>, *dilp* 2-3,5 vs. *dilp* 2-3,5:  $p < 0.0001$ , interaction between *sfl*<sup>Δex2</sup> and *dilp* 2-3,5:  $p < 0.0001$ , 2-way ANOVA with Bonferroni post-hoc test,  $n \sim 60-130$ ).

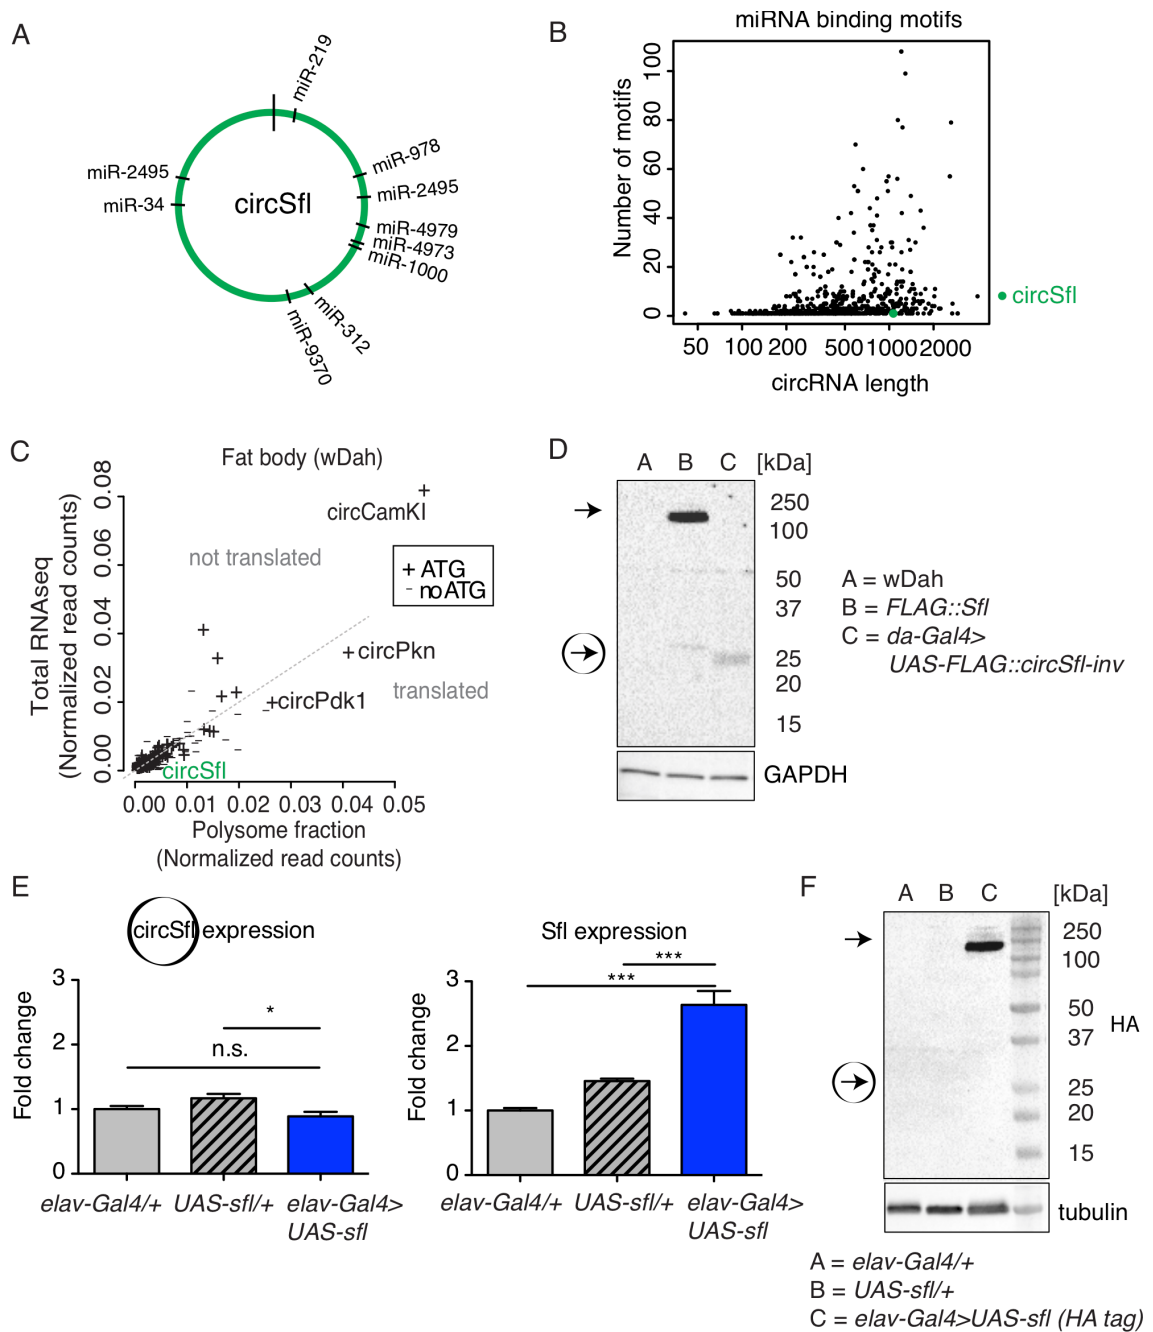

**Figure S6: The 25kDa Sfl protein isoform does result from proteolytic cleavage of the full length Sfl protein, Related to Figure 5.** (A) 10 different miRNA seed sequences were identified in the circSfl transcript. (B) Number of miRNA binding motifs in circSfl (green) compared to all other circRNAs in *Drosophila*. Note, the number of identified miRNA binding sites in circSfl is lower in this analysis compared to (A), as all circRNAs were analysed in parallel, which reduces the power to detect individual sites. (C) Low levels of circSfl were detected by polysome-profiling in wildtype flies indicative for low levels of circSfl translation.

(D) Over-expression of FLAG::circSfl-inv resulted in a single band of around 25 kDa similar to the smaller band observed in *FLAG::Sfl* knock-in flies. (E) Over-expression of an HA-tagged Sfl cDNA (*elav-Gal4>UAS-sfl*) increased linear Sfl transcript levels but not circSfl levels (\*\**p*<0.001, \**p*<0.05, 1-way ANOVA with Tukey post-hoc test, *n* =3). (F) Western blot analysis identified a single band of around 110 kDa corresponding to the full-length Sfl protein in HA-tag Sfl cDNA over-expressor flies. No protein was detected at the size of 25kDa.

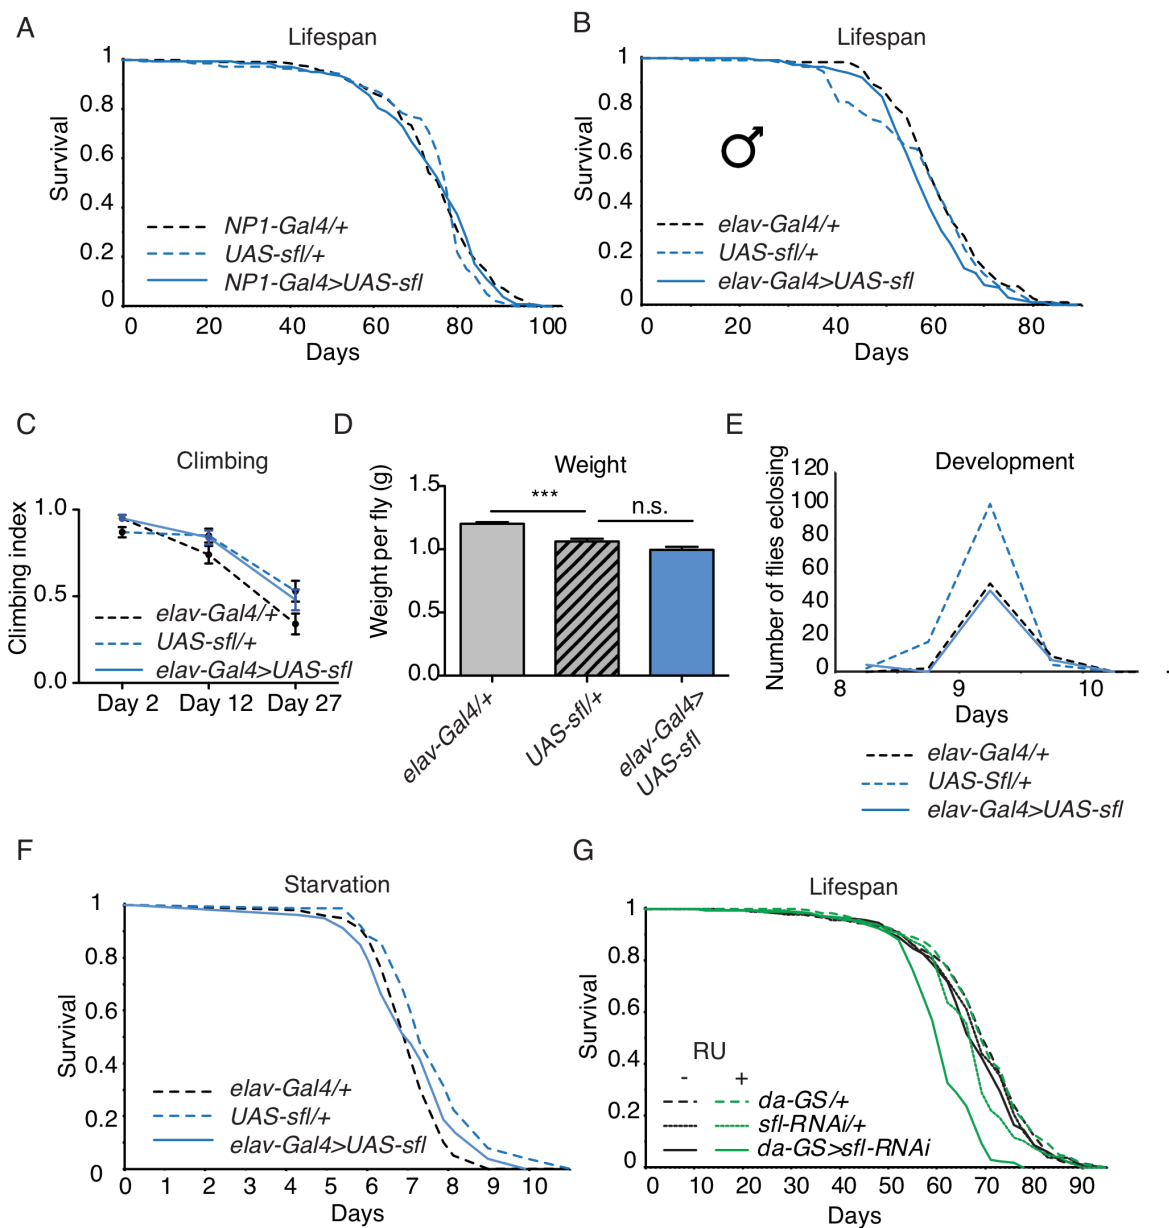

**Figure S7: Sfl over-expression mutants have a normal starvation response, climbing ability, weight and development, Related to Figure 6.** (A) Over-expression of Sfl in the gut by NP1-Gal4 did not affect lifespan of female flies. (B) Neuron-specific over-expression of

Sfl did not affect lifespan of male flies. (C) Female Sfl over-expression (*elav-Gal4>UAS-sfl*) mutants showed normal climbing ability. (D) The body weight of Sfl over-expression mutants was not different to *UAS-sfl/+* controls (1-way ANOVA with Tukey post-hoc test, n=10). (E) Development time of Sfl over-expression mutants was not changed compared to both controls (1-way ANOVA). (F) Over-expression of Sfl in neurons did not alter starvation resistance. (G) Adult-onset knock-down of Sfl by RU induction shortened lifespan (*da-GS>sfl RNAi* uninduced vs. induced: p<0.0001, log rank test, n~200).

## Supplemental Tables

**Table S1: Cloning strategy for vectors generated in this study including primers used., Related to STAR Methods.** Underlined bases highlight the restriction site used. **Fat** bases highlight siRNA or guideRNA sequences within the primers.

| Vector name              | Vector backbone | Primer names | Primer sequences                                                                     | Method                                                                                               |
|--------------------------|-----------------|--------------|--------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------|
| pUAST attb-circBtsz-exon | pUAST attb      | CW113        | ATGAATTC <u>CGTATCA</u> ATTTG<br>CCCACCGGCAGG                                        | Restriction digest via EcoRI and NotI (EcoRI is naturally present)                                   |
|                          |                 | CW114        | ATGCGGCCGCATCATTCTA<br>GTGGCATCTCTCTGCC                                              |                                                                                                      |
| pUAST attb circBtsz-1000 | pUAST attb      | CW102        | AGTGAATTCTCATTGAATT<br>GGCTTTGGA                                                     | Restriction digest via EcoRI and NotI (EcoRI is naturally present)                                   |
|                          |                 | CW103        | ATGCGGCCGC <u>CGGCAACA</u> A<br>TTTTCCGCGCATATCA                                     |                                                                                                      |
| pUAST attb circBtsz-inv  | pUAST attb      | CW102        | AGTGAATTCTCATTGAATT<br>GGCTTTGGA                                                     | 1) Restriction digest via EcoRI + NotI (CW102 + 192)<br>2) Restriction digest via NotI (CW193 + 194) |
|                          |                 | CW192        | ATGCGGCCGCCTTCGGTC<br>GATATATGTGGCTCTAA                                              |                                                                                                      |
|                          |                 | CW193        | ATGCGGCCGCCTCATTGAAT<br>TGGCTTTGGA                                                   |                                                                                                      |
|                          |                 | CW194        | ATGCGGCCGC <u>CCCCCTACA</u><br>ATTCCCTGTTCAATTT                                      |                                                                                                      |
| pWalium20 circBtsz-1     | pWalium 20      | CW168        | CTAGCAGTCACTAGAAATG<br>ATGTATCAATTTAGTTAT<br>ATTCAAGCATAAATTGAT<br>ACATCATTCTAGTGGCG | pWalium cloning<br><br>Ni et al. (2008)                                                              |
|                          |                 | CW169        | AATTCGCCACTAGAAATGA<br>TGTATCAATTTATGCTTGA<br>ATATAACTAAATTGATAC<br>ATCATTCTAGTACTG  |                                                                                                      |
|                          |                 | CW187        | ATGAGCTCTTTAATTAGGA<br>AAGCAAGGGAGAGGCGG                                             |                                                                                                      |
| pUAST                    | pUAST           | CW090        | ATGCGGCCGCATAAGAGG                                                                   | Restriction digest                                                                                   |

|                                     |                                   |                       |                                                                                                      |                                                                                                                                                                                                                |
|-------------------------------------|-----------------------------------|-----------------------|------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| attb-circSfl-exon                   | attb                              |                       | ACGACCCACTGGGACG                                                                                     | with NotI and KpnI                                                                                                                                                                                             |
|                                     |                                   | CW091                 | ATGGTACCCCATTAACAC<br>GCCCGTATCGACAT                                                                 |                                                                                                                                                                                                                |
| pUAST<br>attb-circSfl-1000          | pUAST<br>attb                     | CW085                 | ATGCGGCCGCCAAACATT<br>GTTGGCCATCTAAACT                                                               | Restriction digest via<br>NotI and KpnI                                                                                                                                                                        |
|                                     |                                   | CW086                 | ATGGTACCGCTTGCACCAA<br>ATGAGTTTTATTCT                                                                |                                                                                                                                                                                                                |
| pUAST<br>attb-circSfl-inv           | pUAST<br>attb                     | CW085                 | ATGCGGCCGCCAAACATT<br>GTTGGCCATCTAAACT                                                               | 1) Restriction digest<br>via NotI and KpnI<br>(CW085 + 088)<br>2) Restriction digest<br>via KpnI (CW087 +<br>CW089)                                                                                            |
|                                     |                                   | CW088                 | ATGGTACCTGTCTCCACA<br>TAGTTTCAAATCCCA                                                                |                                                                                                                                                                                                                |
|                                     |                                   | CW087                 | ATGGTACCCAAACATTGTT<br>GGCCATCTAAACT                                                                 |                                                                                                                                                                                                                |
|                                     |                                   | CW089                 | ATGGTACCTCTAATCAGGT<br>CAAAAGTTGTTAGCCT                                                              |                                                                                                                                                                                                                |
| pUAST attb<br>FLAG::circ<br>Sfl-inv | pUAST<br>attb-<br>circSfl-<br>inv | Gene<br>Synthe<br>sis | Add FLAG tag before circSfl<br>ORF                                                                   | 1) Restriction digest<br>via NotI and KpnI<br>2) Subclone in pBS<br>SK<br>3) Insert<br>GeneSynthesis<br>product via XbaI +<br>NsiI<br>4) Clone into pUAST<br>attb via NotI + KpnI<br>5) Add intron via<br>KpnI |
| pCFD4 Sfl<br>N Term                 | pCFD4                             | CW224                 | TATATAGGAAAGATATCC<br>GGGTGAACCTTCGTCGCTC<br><b>TGTTTAGTCAATATGTTTT</b><br>AGAGCTAGAAATAGCAAG        | pCFD4 Cloning<br><br>Port et al. (2014)                                                                                                                                                                        |
|                                     |                                   | CW225                 | ATTTTAACTTGCTATTTCT<br>AGCTCTAAAAC <b>TGACCGG</b><br><b>CACCCAAACGGATCGACG</b><br>TTAAATTGAAAATAGGTC |                                                                                                                                                                                                                |
| pBS<br>FLAG::Sfl<br>Donor           | pBluescri<br>pt SK+               | CW265                 | ATGGTACCACCGAAATGC<br>CACCATCAATTAGTT                                                                | 1) Restriction Digest<br>via KpnI + NotI<br>2) Insert Gene<br>Synthesis Product via<br>EcoRI and HindIII                                                                                                       |
|                                     |                                   | CW266                 | ATGCGGCCGCCAAACCGAG<br>CAGACTGAAGTGCATT                                                              |                                                                                                                                                                                                                |
| pWalium20-<br>circSfl-1             | pWalium<br>20                     | CW164                 | CTAGCAGTGTGTTTAATG<br><b>GATAAGAGGACTAGTTAT</b><br>ATTCAAGCATAGTCCTCT<br><b>TATCCATTAAACACGCG</b>    | pWalium cloning<br><br>Ni et al. (2008)                                                                                                                                                                        |
|                                     |                                   | CW165                 | AATTCGCGTGTTTAATGG<br><b>ATAAGAGGACTATGCTTG</b><br>AATATAACTAGTCCTCTT<br><b>ATCCATTAAACACACTG</b>    |                                                                                                                                                                                                                |
| pWalium20-<br>circSfl-2             | pWalium<br>20                     | CW360                 | CTAGCAGTGCGTGTTTAA<br><b>TGGATAAGAGGTAGTTAT</b><br>ATTCAAGCATACCTCTTA                                | pWalium cloning<br><br>Ni et al. (2008)                                                                                                                                                                        |

|                                |               |       |                                                                                                      |                                         |
|--------------------------------|---------------|-------|------------------------------------------------------------------------------------------------------|-----------------------------------------|
|                                |               |       | <b>TCCATTAAACACGCGCG</b>                                                                             |                                         |
|                                |               | CW361 | <b>AATTCGCGCGTGTTTAAT<br/>GGATAAGAGGTATGCTTG<br/>AATATAACTACCTCTTAT<br/>CCATTAAACACGCACTG</b>        |                                         |
| pWalium20-<br>circSfl-3        | pWalium<br>20 | CW362 | <b>CTAGCAGTGTTTAATGGA<br/>TAAGAGGACGATAGTTAT<br/>ATTCAAGCATATCGTCCT<br/>CTTATCCATTAAACGCG</b>        | pWalium cloning<br><br>Ni et al. (2008) |
|                                |               | CW363 | <b>AATTCGCGTTTAATGGAT<br/>AAGAGGACGATATGCTTG<br/>AATATAACTATCGTCCTC<br/>TTATCCATTAAACACTG</b>        |                                         |
| pCFD4<br>sfl <sup>Δex2</sup>   | pCFD4         | CW184 | <b>TATATAGGAAAGATATCC<br/>GGGTGAACTTCGACCAGC<br/>TTGCGGAGATTCGCGTTT<br/>TAGAGCTAGAAATAGCAA<br/>G</b> | pCFD4 Cloning<br><br>Port et al. (2014) |
|                                |               | CW185 | <b>ATTTTAACTTGCTATTTCT<br/>AGCTCTAAAACAATTTTA<br/>TCCAGTAATGAAACGACG<br/>TTAAATTGAAAATAGGTC</b>      |                                         |
| pUAST-<br>attb-circSfl-<br>ORF | pUAST<br>attb | CW273 | <b>ATGCGGCCGCATGACAAT<br/>ATCGGGCGGCAATCA</b>                                                        | Restriction digest via<br>NotI + KpnI   |
|                                |               | CW274 | <b>ATGGTACCTTATCCATTAA<br/>ACACGCCCGTATCG</b>                                                        |                                         |

**Table S2: Transgenic flies generated in this study, Related to STAR Methods.**

| <b>Transgenic fly line</b> | <b>Vector used</b>              | <b>Injected into</b>                                 |
|----------------------------|---------------------------------|------------------------------------------------------|
| UAS-circBtsz-exon          | pUAST attb circBtsz-exon        | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| UAS-circBtsz-1000          | pUAST-circBtsz-1000             | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| UAS-circBtsz-inv           | pUAST-circBtsz-inv              | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| pWalium20-circBtsz-1       | pWalium20-circBtsz-1            | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| UAS-circSfl-exon           | pUAST attb circSfl-exon         | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| UAS-circSfl-1000           | pUAST attb circSfl-1000         | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| UAS-circSfl-inv            | pUAST attb circSfl-inv          | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| UAS-FLAG::circSfl-inv      | pUAST attb<br>FLAG::circSfl-inv | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| pCFD4 Sfl N term           | pCFD4 Sfl N term                | y <sup>1</sup> v <sup>1</sup> ; nanos-phiC31; attP40 |
| FLAG::Sfl                  | pBS FLAG::Sfl                   | Progeny of nos-Cas9 x pCFD4 Sfl<br>N term            |
| pWalium20-circSfl-1        | pWalium20-circSfl-1             | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| pWalium20-circSfl-2        | pWalium20-circSfl-2             | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |
| pWalium20-circSfl-3        | pWalium20-circSfl-3             | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40   |

|                                  |                                  |                                                        |
|----------------------------------|----------------------------------|--------------------------------------------------------|
| pCFD4 <i>sfl</i> <sup>Δex2</sup> | pCFD4 <i>sfl</i> <sup>Δex2</sup> | y <sup>1</sup> v <sup>1</sup> ; nanos-phiC31; attP40   |
| <i>sfl</i> <sup>Δex2</sup>       | -                                | Progeny of nos-Cas9 x pCFD4 <i>sfl</i> <sup>Δex2</sup> |
| UAS-circSfl-ORF                  | pUAST attb circSfl-ORF           | y <sup>1</sup> w <sup>1</sup> ; vas-phiC31; attP40     |

**Table S3: Oligonucleotides used for q-RT-PCR in this study, Related to STAR Methods.**

| <b>Targ<br/>et<br/>gene</b> | <b>Forwar<br/>d<br/>primer</b> | <b>Sequence (for)</b>         | <b>Rever<br/>se<br/>prime<br/>r</b> | <b>Sequence (rev)</b>      |
|-----------------------------|--------------------------------|-------------------------------|-------------------------------------|----------------------------|
| Rpl32                       | SOL268                         | ATATGCTAAGCTGTCGCACAA<br>ATGG | SOL26<br>9                          | GATCCGTAACCGATGTTGG<br>GCA |
| circSfl                     | CW061                          | ATGTCGATACGGGCGTGTTT          | CW062                               | CCAGACTGTCCACTCGCAA<br>T   |
| Sfl<br>RA                   | CW170                          | ATTGAAGCTGTCGATTTGAGT         | CW062                               | CCAGACTGTCCACTCGCAA<br>T   |
| Sfl<br>RB                   | CW171                          | TGTGCGACAGATAAGAGGACG         | CW062                               | CCAGACTGTCCACTCGCAA<br>T   |
| Sfl all                     | CW078                          | TCCCACGGCGATGTTATAGC          | CW079                               | CAGATCCTTCAGTGCCCTC<br>G   |
| circ-<br>Btsz               | CW049                          | AGTCGGTGAGGCAGAGAGAT          | CW050                               | CTGCTTTGCGGCCGAAATG        |
| Btsz                        | CW049                          | AGTCGGTGAGGCAGAGAGAT          | CW071                               | GGTTGTTGTGTGGCATCGA<br>G   |

# Supplementary material for: An Insulin-Sensitive Circular RNA that Regulates Lifespan in Drosophila
**Source:** Mol Cell. 2020 Jul 16;79(2):268–279.e5. doi: 10.1016/j.molcel.2020.06.011
**Supplement:** Document S2. Article plus Supplemental Information

# An Insulin-Sensitive Circular RNA that Regulates Lifespan in *Drosophila*

## Graphical Abstract

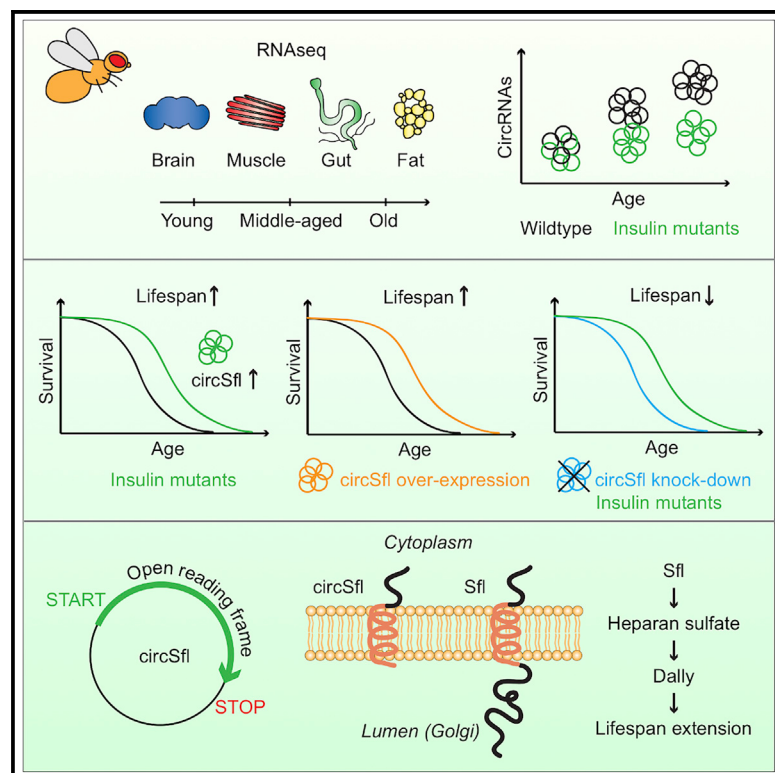

## Authors

Carina Marianne Weigelt,  
Rohan Sehgal, Luke Stephen Tain, ...,  
Christoph Dieterich, Sebastian Grönke,  
Linda Partridge

## In Brief

Circular RNAs are a poorly characterized class of non-coding RNAs that accumulate with age in diverse species. In this study, Weigelt et al. identify a circular RNA that is specifically regulated in long-lived insulin mutant flies and extends the lifespan of fruit flies.

## Highlights

- Accumulation of circRNAs with age is slowed down in long-lived insulin mutant flies
- A circRNA encoded by the *sulfateless* gene is induced in long-lived insulin mutants
- Overexpression of circSfl extends the lifespan of fruit flies
- CircSfl is translated, and the resulting peptide is sufficient to extend lifespan

Article

# An Insulin-Sensitive Circular RNA that Regulates Lifespan in *Drosophila*

Carina Marianne Weigelt,<sup>1</sup> Rohan Sehgal,<sup>1</sup> Luke Stephen Tain,<sup>1</sup> Jun Cheng,<sup>1</sup> Jacqueline Eßer,<sup>1</sup> André Pahl,<sup>1</sup> Christoph Dieterich,<sup>1,2</sup> Sebastian Grönke,<sup>1,\*</sup> and Linda Partridge<sup>1,3,4,\*</sup>

<https://doi.org/10.1016/j.molcel.2020.06.011>

## SUMMARY

Circular RNAs (circRNAs) are abundant and accumulate with age in neurons of diverse species. However, only few circRNAs have been functionally characterized, and their role during aging has not been addressed. Here, we use transcriptome profiling during aging and find that accumulation of circRNAs is slowed down in long-lived insulin mutant flies. Next, we characterize the *in vivo* function of a circRNA generated by the *sulfateless* gene (circSfl), which is consistently upregulated, particularly in the brain and muscle, of diverse long-lived insulin mutants. Strikingly, lifespan extension of insulin mutants is dependent on circSfl, and over-expression of circSfl alone is sufficient to extend the lifespan. Moreover, circSfl is translated into a protein that shares the N terminus and potentially some functions with the full-length Sfl protein encoded by the host gene. Our study demonstrates that insulin signaling affects global circRNA accumulation and reveals an important role of circSfl during aging *in vivo*.

## INTRODUCTION

Circular RNAs (circRNAs) were originally identified more than 30 years ago, but for a long time they were thought to be by-products of the mRNA splicing process without a specific function; hence, they were not investigated further (Grabowski et al., 1981; Capel et al., 1993; Nigro et al., 1991; Cocquerelle et al., 1993). Recently, circRNAs have been discovered in fungi, protists, and plants (Wang et al., 2014); *C. elegans* (Memczak et al., 2013); *Drosophila* (Salzman et al., 2013); mice (Jeck et al., 2013); and humans (Salzman et al., 2012). The majority of circRNA are generated by backsplicing of exons of protein-coding genes (“host genes”) (Figure 1A), and reverse complementary regions in the introns flanking circRNA-producing exons are crucial for circularization (Ashwal-Fluss et al., 2014; Ivanov et al., 2015; Starke et al., 2015). Despite the high abundance and expression of certain circRNAs (Salzman et al., 2012), only a few circRNAs have been functionally characterized; for instance, human CDR1as, which acts as an effective microRNA sponge (Kleaveland et al., 2018; Piwecka et al., 2017; Memczak et al., 2013; Hansen et al., 2013). More recently, two independent reports have shown that a subset of circRNAs might be translated (Legnini et al., 2017; Pamudurti et al., 2017). circRNAs are enriched in neuronal tissues such as *Drosophila* heads (Westholm et al., 2014) and the mammalian brain (Rybak-Wolf

et al., 2015). Furthermore, circRNAs have been shown to accumulate with age in *C. elegans* (Cortés-López et al., 2018), in *Drosophila* heads and photoreceptor neurons (Westholm et al., 2014; Hall et al., 2017), and in the mouse cortex and hippocampus but not in mouse heart tissue (Gruner et al., 2016). However, a function of circRNAs in the aging process has not yet been revealed.

The nutrient-sensing insulin/insulin-like growth factor signaling (IIS) pathway is a key regulator of aging, metabolism, reproduction, and growth and is evolutionarily conserved from worms and flies to mice and humans. Downregulation of IIS pathway activity pharmacologically or by genetic modification extends the lifespan in *C. elegans* (Kenyon et al., 1993), *Drosophila* (Clancy et al., 2001), and mice (Selman et al., 2008). In *Drosophila*, simultaneous knockout of three of the seven insulin-like peptides (*dilp2-3,5*) results in a robust lifespan extension of 30%–50% (Grönke et al., 2010) and ameliorates the age-related decline in sleep quality (Metaxakis et al., 2014), suggesting that the healthspan is also extended. Proteome analysis of long-lived insulin mutants (genetic ablation of insulin-producing cells) revealed that the response to reduced insulin signaling and lifespan extension are highly tissue specific (Tain et al., 2017).

In this study, we characterized the functional link between circRNAs and insulin-mediated lifespan extension and aging.

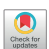

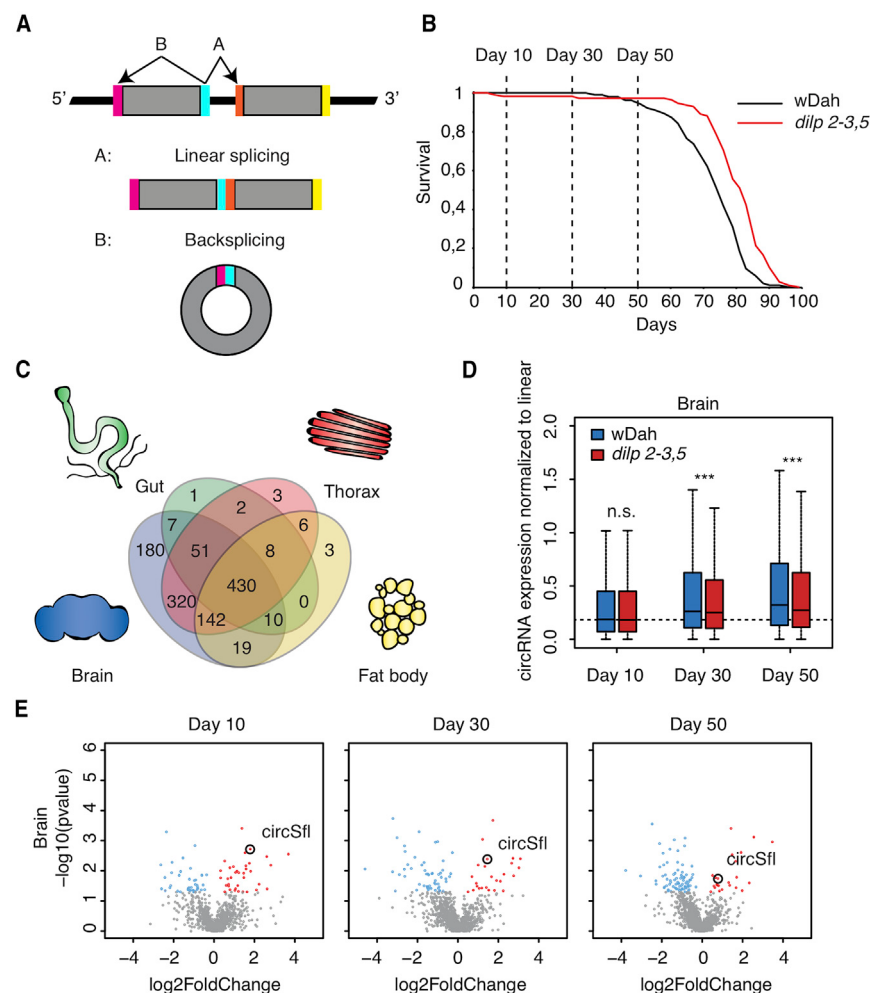

**Figure 1. Tissue-Specific circRNA Profiling in Long-Lived Insulin Mutant Flies during Aging**

(A) Schematic overview of circRNA biogenesis by backsplicing.

(B) For circRNA profiling, tissues of wild-type wDah flies and long-lived *dilp 2-3,5* mutants were collected from young (day 10), middle-aged (day 30), and old (day 50) female flies.

(C) circRNAs were highly enriched in the brain of wDah control flies compared with the thorax, gut, and fat body.

(D) Global accumulation of circRNAs in the brain with age was reduced in long-lived *dilp 2-3,5* mutant flies (age,  $p < 0.0001$ ; genotype,  $p < 0.001$ ; interaction,  $p < 0.05$ ; 2-way ANOVA,  $n = 3$ , median with 25th/75th percentile [box] and minimum/maximum [error bars]).

(E) Volcano plots of differentially expressed circRNAs in brains of *dilp 2-3,5* mutant flies at days 10, 30, and 50. Significantly upregulated circRNAs are highlighted in red and significantly down-regulated circRNAs in blue ( $p < 0.05$ , beta-binomial test,  $n = 3$ ). CircRNA expression was normalized to its host gene. circSfl was consistently upregulated in *dilp 2-3,5* mutant flies.

See also Figure S1 and Data S1 and S2.

We used tissue-specific, genome-wide, next-generation sequencing of wild-type and *dilp2-3,5* mutant flies and identified hundreds of differentially expressed circRNAs, including the circRNA encoded by the *sulfateless* (*sfl*) gene (hereafter referred to as circSfl). circSfl was highly upregulated in all tissues of several long-lived insulin mutants, and overexpression of circSfl alone was sufficient to extend the lifespan. Finally, we provide evidence that circSfl is translated into a small protein that may share some function with the protein encoded by the linear *sfl* transcripts. Importantly, overexpression of just the circSfl open reading frame (ORF) from a linear transcript was sufficient to extend longevity, implicating the protein encoded by circSfl in lifespan regulation. We demonstrated that circRNAs are actively involved in the aging process and can influence the lifespan.

## RESULTS

### circRNA Accumulation with Age in Neuronal Tissue Is Slowed Down in Insulin Mutants

circRNAs accumulate with age in various organisms (Cortés-López et al., 2018; Gruner et al., 2016; Westholm et al., 2014; Hall et al., 2017). However, the function of circRNAs *in vivo* during ag-

ing is still elusive. To study the dynamics of circRNA expression with age, we conducted transcriptome-wide deep sequencing of wild-type (wDah) *Drosophila* flies and long-lived *dilp 2-3,5* mutants (Figure 1B). We dissected the four main adult fly tissues (brain, gut with malpighian tubules, thorax, and fat body) in young (day 10), middle-aged (day 30), and old (day 50) flies to study the aging process in a tissue-specific manner. Using sequencing reads that spanned the circRNA-specific back-splice junction to detect and quantify circRNAs by DCC (Cheng et al., 2016), we identified, in total, 1,182 circRNAs in wild-type flies (Data S1). In line with previous publications (Westholm et al., 2014), we found a strong bias for circRNAs to be expressed in the brain of wild-type flies (Figure 1C). 1,159 of 1,182 circRNAs were detected in the brain, and 180 of these were brain-specific and not expressed in any other tissue. In contrast, only a few circRNAs were specifically expressed in the gut, thorax, or fat body. Next, we looked at global changes in circRNA expression levels with age relative to their host genes. As expected, global circRNA expression increased with age in brain tissue (Figure 1D), in contrast to the other tissues, where we observed only very mild accumulation (fat body), no global changes (gut), or slightly reduced circRNA levels (thorax) (Figure S1A). Strikingly, circRNAs also accumulated in *dilp 2-3,5* mutant brains but to a significantly lower extent than in wild-type flies (interaction:  $*p < 0.05$ , 2-way ANOVA) (Figure 1D), suggesting that circRNA accumulation with age is slowed down by reduced insulin signaling. We noticed that lowered insulin signaling also affected global circRNA level at various time points in the other tissues; e.g., increased circRNA levels in

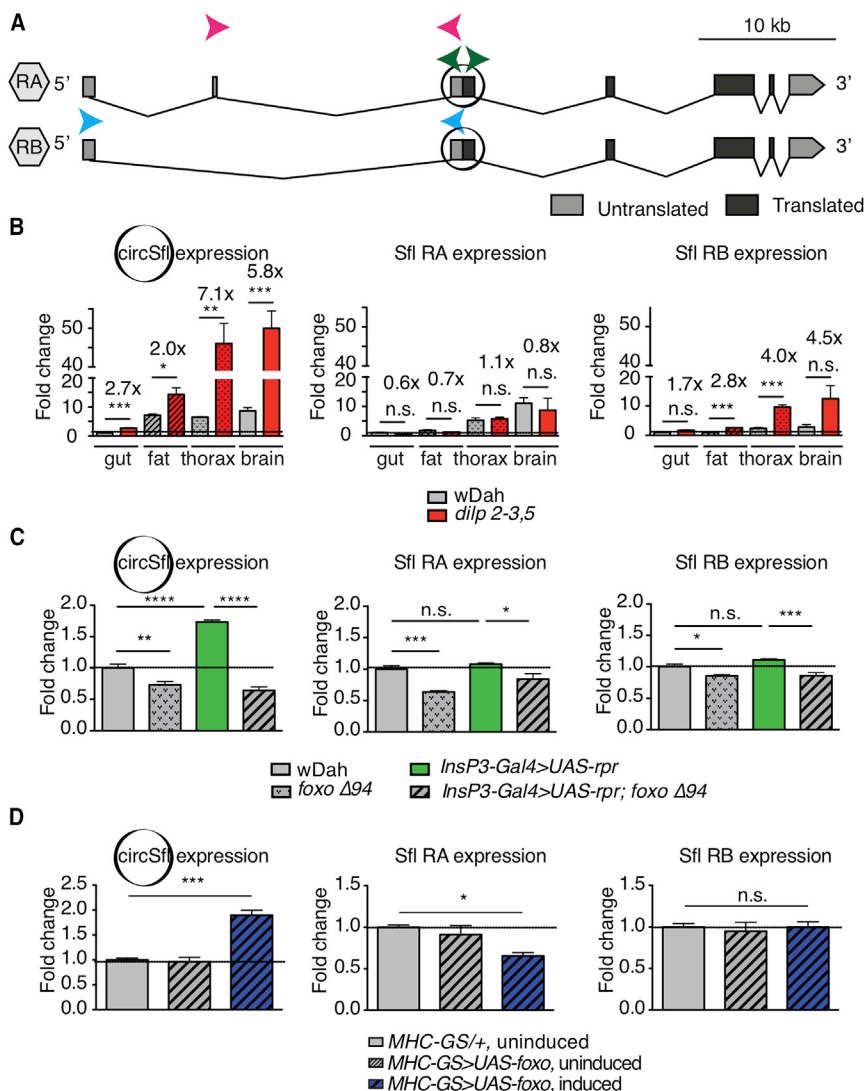

**Figure 2. CircSfl Is Upregulated in Long-Lived Insulin Mutant Flies in a *dFoxo*-Dependent Manner**

(A) Scheme of the *sulfateless* gene locus, including primers used to differentiate between circSfl (green arrows), Sfl RA (pink arrows), and Sfl RB (blue arrows).

(B) circSfl and Sfl RB, but not Sfl RA, were upregulated in all tissues of *dilp 2-3,5* mutants ( $p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ , Student's *t* test, mean  $\pm$  SEM).

(C) circSfl, but not Sfl RA and RB, was upregulated in flies lacking insulin-producing cells (*InsP3>UAS-rpr*, whole female flies). Upregulation of circSfl was dependent on the *dFoxo* transcription factor ( $**p < 0.01$ ,  $****p < 0.0001$ ; interaction MNC ablation and *dFoxo*,  $p < 0.0001$ ; 2-way ANOVA with Bonferroni post hoc test,  $n = 3$ , mean  $\pm$  SEM).

(D) circSfl was upregulated in thoraces of flies overexpressing *dFoxo* in muscle ( $***p < 0.001$ , 1-way ANOVA,  $n = 3$ , mean  $\pm$  SEM), Sfl RA was downregulated, and expression of Sfl RB was unchanged. All flies were 10 days old.

See also Figure S2.

and upregulated in almost all tissues and at almost all time points and was one of the most strongly regulated circRNAs. We verified that circSfl is indeed circular by RNase R treatment, which digests linear RNA species but not circular transcripts (Suzuki et al., 2006). As expected, RNase R digested the linear transcripts of *sfl*, but not circSfl (Figure S2A). Furthermore, Sanger sequencing verified the presence of the circRNA-specific back-splice junction (data not shown), demonstrating that circSfl is indeed a circular transcript. To verify our RNA sequencing data, we analyzed circSfl and linear transcripts from the *sfl* gene by qRT-PCR using

*dilp 2-3,5* gut samples and decreased circRNA levels in *dilp 2-3,5* thoraces but no consistent changes during aging (Figure S1A). In summary, we observed striking differences in circRNA expression not only in a tissue-specific but also in a time-specific manner, supporting the importance of studying the role of circRNAs in the aging process.

### CircSfl Is Upregulated in Different Long-Lived Insulin Mutant Flies

Next, we looked at individual circRNAs that were differentially regulated in *dilp 2-3,5* mutants independent of the host gene (Data S2) because this would suggest that regulation of the circRNA is specific and not merely co-regulation with the host gene. The majority of differentially expressed circRNAs were detected in the brain and fat body of *dilp 2-3,5* mutant flies (Figures 1E and S1B), with only a few circRNAs differentially regulated in *dilp 2-3,5* gut and thorax tissues. We identified a circRNA encoded by the *sulfateless* (*sfl*) gene as a prime target for *in vivo* characterization because circSfl was ubiquitously expressed

using specific primers to detect circSfl and the two different linear isoforms RA and RB, differing in a 37-bp long exon with unknown function in the 5' untranslated region (UTR) of the *sfl* locus (Figure 2A). Our RNA sequencing data indicated that, in wild-type flies, Sfl RA is the predominant isoform and up to 5-fold more highly expressed than Sfl RB (Figure S2B), depending on the tissue and time point. In line with our previous results, circSfl expression was increased up to 7-fold in all tissues of long-lived *dilp 2-3,5* female flies (Figure 2B). Interestingly, expression of the Sfl RB linear isoform, but not the RA isoform, correlated with the circSfl expression pattern in *dilp 2-3,5* mutants (Figure 2B), suggesting a link between splicing of the linear and circular isoforms. Furthermore, consistent upregulation of circSfl in the *dilp 2-3,5* mutant was also observed in male flies (Figure S2C), as well as in the heads of young, middle-aged, and old female flies (Figure S2D). In line with upregulation of circSfl in *dilp 2-3,5* mutants, circSfl expression was also upregulated in other long-lived insulin mutants: those with genetic ablation of median neurosecretory cells (MNCs), which produce insulin (Figure 2C; Broughton et al.,

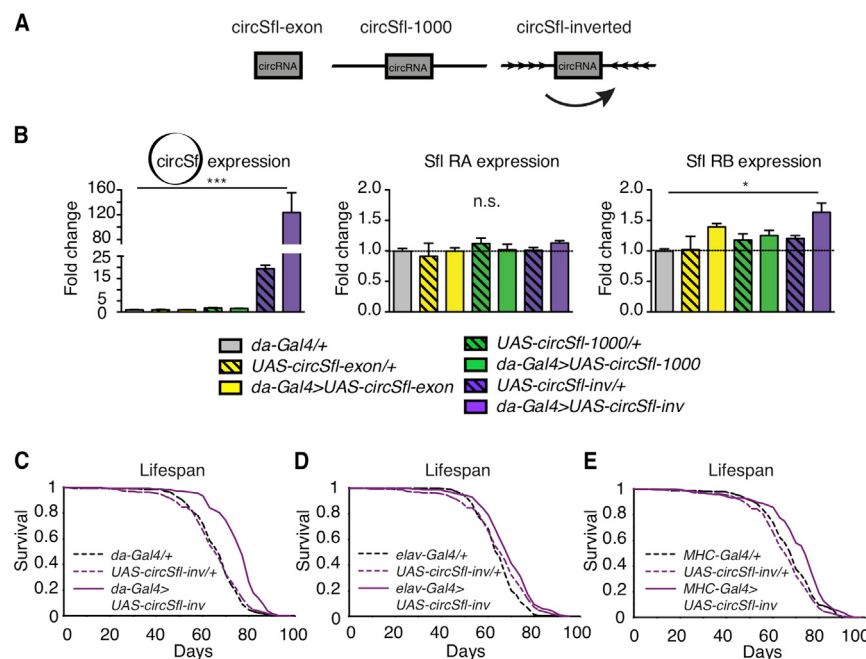

**Figure 3. Overexpression of circSfl Extends the Lifespan**

(A) Three different overexpression constructs were designed to express circSfl *in vivo*: circSfl-exon (exon only), circSfl-1,000 (circSfl exon + 1,000-bp flanking introns upstream and downstream), and circSfl-inverted (circSfl-inv; circSfl exon + reverse complementary, inverted upstream intron).

(B) circSfl expression was strongly upregulated in flies expressing circSfl-inv (\* $p < 0.05$ , \*\*\* $p < 0.001$ , 1-way ANOVA, mean  $\pm$  SEM) but not in circSfl-exon- or circSfl-1,000-expressing flies. The linear transcripts RA and RB of *sfl* were largely unaffected by expression of circSfl constructs.

(C–E) The lifespan of female flies was extended significantly by overexpression of circSfl using the ubiquitous *da-Gal4* driver (C) (overexpressor versus driver or UAS control, \*\*\*\* $p < 0.0001$ ), the neuron-specific *elav-Gal4* driver (D) (overexpressor versus driver control, \*\*\*\* $p < 0.0001$ ; overexpressor versus UAS control,  $p < 0.05$ ), and the muscle-specific *MHC-Gal4* driver (E) (overexpressor versus driver control,  $p < 0.001$ ; overexpressor versus UAS control, \*\*\*\* $p < 0.0001$ ) (log rank test,  $n \sim 200$ ).

See also Figures S3 and S4.

2005), or overexpression of *dFoxo* in muscles (Figure 2D; Demontis and Perrimon, 2010). In both cases, expression of circSfl, but not of the linear transcripts Sfl RA and RB, was upregulated. Interestingly, circSfl upregulation in MNC-ablated flies was also dependent on *dFoxo* (2-way ANOVA interaction term,  $p < 0.0001$ ; Figure 2C), a downstream transcription factor of insulin signaling required for lifespan extension in MNC-ablated flies (Slack et al., 2011). Notably, circSfl expression was not increased in flies fed the lifespan-extending drug rapamycin (Figure S2E), which reduces TOR (target of rapamycin) signaling (Bjedov et al., 2010), or flies under dietary restriction (Chapman and Partridge, 1996; Figure S2F) and was even slightly downregulated in *mth*<sup>1</sup> mutant flies (Lin et al., 1998; Figure S2G). Thus, circSfl expression was specifically increased in long-lived insulin mutant flies, and this increase was dependent on the transcription factor *dFoxo*, which is required for reduced insulin signaling to extend the lifespan.

### Generation of circRNA Overexpression Mutants

Next, we aimed to generate circSfl overexpression mutants. We tested three different constructs (Figure 3A) to overexpress circSfl: circSfl-exon (only the exon that gives rise to circSfl), circSfl-1,000 (the circSfl exon plus 1,000 bp of the endogenous upstream and downstream introns), and circSfl-inverted (circSfl-inv; 1,000 bp of the endogenous upstream intron, which was copied, reverse complemented, and inserted as an artificial downstream intron), similar to a previous approach to artificially express human CDR1as in zebrafish (Memczak et al., 2013). Strikingly, circSfl-inv, but not circSfl exon or circSfl-1,000, was able to induce strong overexpression of circSfl by around 120-fold using the ubiquitous *da-Gal4* driver (circSfl-inv mutants are hereafter referred to as circSfl overexpression mutants) (Figure 3B). The

linear transcripts Sfl RA and RB were largely unaffected; we only noticed a small upregulation of Sfl RB in circSfl overexpression mutants, but this was not reproducible in other qRT-PCR experiments. To verify that our overexpression system is universally applicable to other circRNAs, we generated similar overexpression constructs for circBtsz. In line with our results for circSfl, circBtsz-inv mutants also strongly overexpressed circBtsz, in contrast to circBtsz-exon or circBtsz-1,000, which did not affect circBtsz expression levels (Figures S3A and S3B). Altogether, we strongly overexpressed specific circRNAs *in vivo* in *Drosophila* by using engineered reverse-complementary flanking introns.

### Overexpression of circSfl Extends the Lifespan

Because circSfl was consistently upregulated in diverse long-lived insulin mutant flies, we wondered whether overexpression of circSfl alone is sufficient to extend the lifespan. circSfl was upregulated in all four tested tissues under low-insulin conditions but showed the strongest upregulation in muscle and brain tissue. Therefore, we chose the neuron-specific *elav-Gal4* and the muscle-specific *MHC-Gal4* for tissue-specific overexpression and the *da-Gal4* driver line for ubiquitous overexpression. Strikingly, overexpression of circSfl with all three Gal4 driver lines resulted in significant lifespan extension in female flies (Figure 3C). The strongest lifespan extension was observed with ubiquitous overexpression of circSfl, where the median lifespan was increased by 15%. A mild but significant lifespan extension (4.5%) was induced by overexpression of circSfl in neurons. Muscle-specific overexpression of circSfl increased the median lifespan by 12%. In contrast, gut-specific overexpression of circSfl by NP1-Gal4 in females or ubiquitous overexpression of circSfl in males did not significantly change the lifespan of flies (Figures S4A and S4B), suggesting tissue- and sex-specific

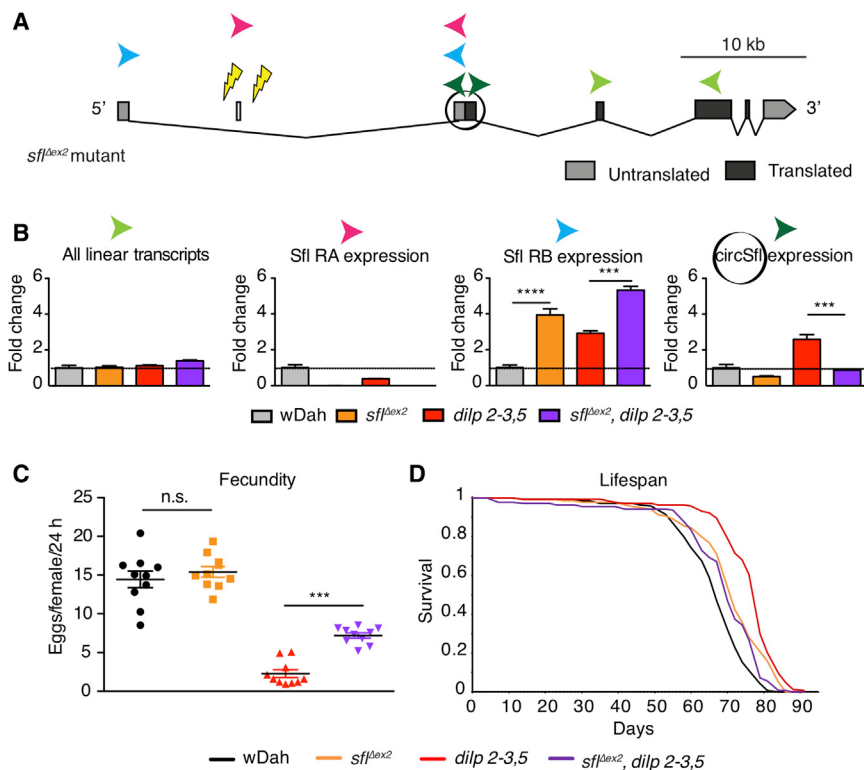

versus *dilp 2-3,5*; p < 0.0001, *sfl*<sup>dex2</sup> versus *dilp 2-3,5*; p < 0.0001 log rank test; interaction between *sfl*<sup>dex2</sup> and *dilp2-3,5*; p < 0.0001, Cox proportional hazard analysis). The *sfl*<sup>dex2</sup> lifespan of *sfl*<sup>dex2</sup> single mutants was not reduced. See also Figure S5.

effects of circSfl on lifespan. Noteworthy, although there was leaky expression of circSfl in upstream activating sequence (UAS) control flies (*UAS-circSfl/+*), as measured by qRT-PCR (Figure 3B), these flies were not long lived compared with the Gal4 control, suggesting that, in a wild-type background, strong overexpression of circSfl is required for lifespan extension. Interestingly, although circSfl-overexpressing flies were long lived, unlike insulin mutant flies, they did not show increased stress resistance or climbing ability, a smaller size, or delayed development (Figures S4C–S4G), suggesting that circSfl affects a mechanism that specifically affects the lifespan but not the other, pleiotropic consequences of reduced insulin signaling. In summary, we demonstrated that circSfl is functional *in vivo* and plays an important role in the aging process. Our study shows that circRNAs can extend the lifespan and will contribute to the understanding of circRNA function *in vivo*.

### Insulin-Mediated Lifespan Extension Is Dependent on Sfl RA and circSfl

Because circSfl overexpression was sufficient to extend the lifespan of fruit flies, we wondered whether circSfl is also required for lifespan extension of insulin mutant flies. Hence, we tried to knock down circSfl with small interfering RNAs (siRNAs) that target the circSfl-specific splice junction (Figure S5A), a strategy that has been used previously *in vitro* specifically to knock down circRNAs without affecting linear transcripts (Jeck et al., 2013).

However, none of the three tested siRNAs was able to significantly reduce circSfl expression or to affect the linear transcripts RA and RB (Figure S5B). Although we did not identify a siRNA that down-regulates circSfl, we were able to specifically knock down another circRNA we identified in our screen (circBtsz) with siRNAs (Figure S5C), indicating that siRNAs are, in principle, suitable for targeting circRNA expression *in vivo*. Because only the backsplice junction is unique to circRNA, siRNA design is very limited to this small area and might not always lead to successful knock-down. Next, we aimed to alter circSfl expression by affecting the alternative splicing of the host gene. circRNAs can compete or interact with splicing of the linear transcripts of their host genes (Ashwal-Fluss et al., 2014), and we found that circSfl backsplicing and alternative splicing of the linear Sfl RB transcript (but not RA) were correlated in the long-lived *dilp 2-3,5* mutants (Figure 2B). To address the link between circSfl backsplicing and alternative splicing of the linear Sfl transcripts and to test whether we can modulate the circRNA expression level by affecting alternative splicing, we generated *sfl*<sup>dex2</sup> mutant flies by CRISPR-Cas9. *sfl*<sup>dex2</sup> mutant flies lack ~250 bp of the 5' UTR, including the 37-bp-long exon 2, which is unique to Sfl RA (Figure 4A); therefore, *sfl*<sup>dex2</sup> mutants express only the Sfl RB isoform. qRT-PCR demonstrated that total linear Sfl transcript levels were not affected in *sfl*<sup>dex2</sup> or *dilp 2-3,5* mutants and, as expected, that the Sfl RA isoform was not detectable in *sfl*<sup>dex2</sup> mutants (Figure 4B). Moreover, we found a 4-fold upregulation of the Sfl RB isoform in *sfl*<sup>dex2</sup>

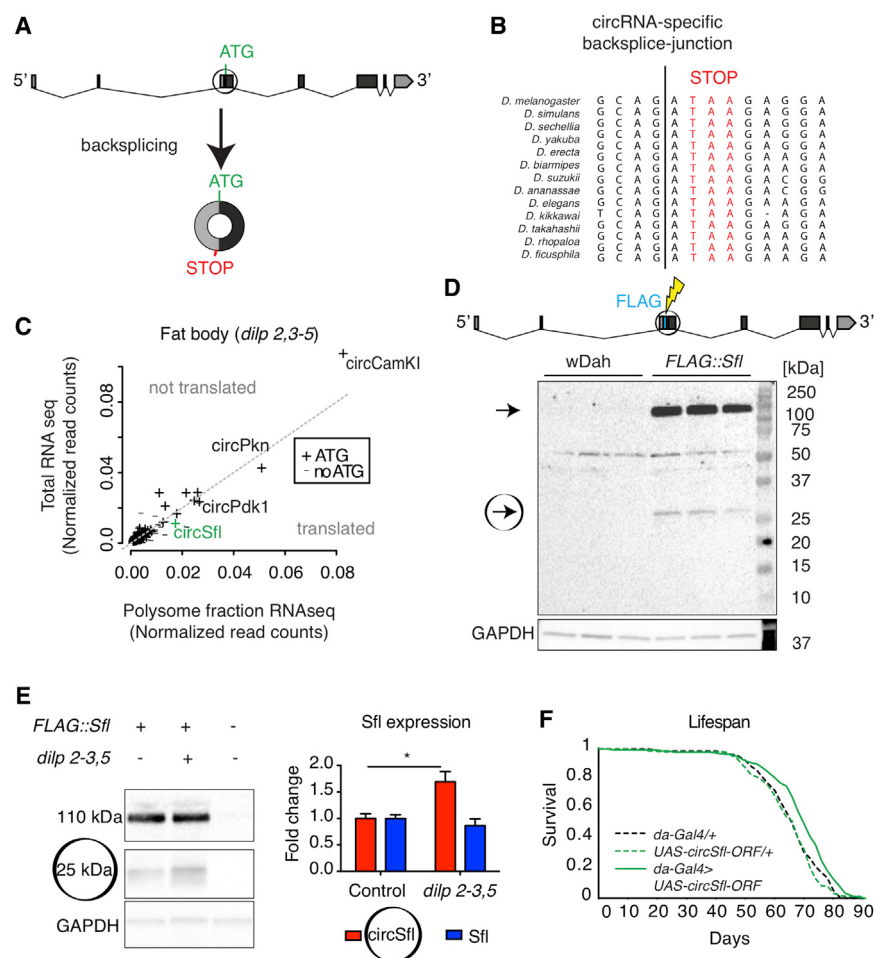

**Figure 5. CircSfl Is Translated into a Protein that Is Upregulated in Insulin Mutant Flies**

(A) circSfl shares the ATG start codon with its linear RNA isoforms and encodes an in-frame stop codon directly after the backsplice junction.

(B) Evolutionary conservation of the circSfl-specific stop codon among *Drosophila* species.

(C) Polysome profiling of *dilp2-3,5* mutant flies identified circSfl as a potentially translated circRNA. (+) indicates circRNAs that include the ATG start codon of their host genes.

(D) CRISPR-mediated knockin of a FLAG tag to the N terminus of Sfl and circSfl (*FLAG::Sfl* mutants) resulted in two specific bands in a western blot analysis that were absent in *wDah* wild-type flies that do not carry a FLAG tag (heads,  $n = 3$ ). The 110-kDa band corresponds to the Sfl full-length protein, and the 25-kDa protein corresponds to the protein size encoded by circSfl.

(E) The 25-kDa protein, but not the 110 kDa Sfl protein variant, was increased in insulin mutant flies (\* $p < 0.05$ , Student's  $t$  test,  $n = 4$ , mean  $\pm$  SEM).

(F) Ubiquitous overexpression of the circSfl open reading frame (ORF) from a linear transcript extends the lifespan of female flies (overexpressor versus *da-Gal4* driver or UAS control, \*\*\*\* $p < 0.0001$ ; log-rank test,  $n \sim 150$ ).

See also Figure S6 and Data S3.

mutants, potentially compensating for the loss of Sfl RA. Interestingly, *sfl<sup>Δex2</sup>*, *dilp2-3,5* double-mutant flies showed even higher levels of the Sfl RB isoform compared with the single-mutant flies, indicating that upregulation of Sfl RB in *sfl<sup>Δex2</sup>* and *dilp2-3,5* mutant flies is regulated by independent mechanisms (Figure 4B). Finally, circSfl expression was reduced by 50% in *sfl<sup>Δex2</sup>* mutant flies, and the upregulation of circSfl in *dilp2-3,5* mutants was abolished in *sfl<sup>Δex2</sup>*, *dilp2-3,5* double mutants (Figure 4B). Our results suggest that upregulation of circSfl in *dilp2-3,5* mutants depends on Sfl RA, verifying that there is indeed a link between backsplicing of circSfl and alternative splicing of linear *sfl* transcripts. Furthermore, *sfl<sup>Δex2</sup>* mutants may be used as circSfl knockdown flies because circSfl expression is reduced in these mutants. Therefore, we characterized *sfl<sup>Δex2</sup>* as well as *sfl<sup>Δex2</sup>*, *dilp2-3,5* double-mutant flies to test for genetic epistasis between *sfl* and *dilp2-3,5*. Interestingly, the *dilp2-3,5*-mediated reduction in egg laying was partially rescued in *sfl<sup>Δex2</sup>*, *dilp2-3,5* double-mutant flies (2-way ANOVA interaction,  $p < 0.01$ ), although *sfl<sup>Δex2</sup>* single mutants showed normal egg-laying behavior (Figure 4C). Similarly, the smaller size of *dilp2-3,5* mutant flies was partially rescued in *sfl<sup>Δex2</sup>*, *dilp2-3,5* double mutants (Figure S5D), suggesting that the fecundity and size phenotypes of *dilp2-3,5* mutants are, in part, dependent on sfl RA and circSfl. In contrast, *sfl<sup>Δex2</sup>* mutants were developmentally delayed, and the develop-

ment of *sfl<sup>Δex2</sup>*, *dilp2-3,5* mutant flies was even more prolonged compared with *dilp2-3,5* mutants (Figure S5E), pointing toward independent underlying mechanisms. Finally, the lifespan extension of *dilp2-3,5* mutants was strongly reduced in *sfl<sup>Δex2</sup>*, *dilp2-3,5* double mutants ( $p < 0.0001$ , Cox proportional hazard analysis), although *sfl<sup>Δex2</sup>* single mutants were not short lived but, rather, slightly long lived (Figure 4D). We demonstrated that the reduced size, reduced fecundity, and extended lifespan, but not the delayed development of *dilp2-3,5* mutants, are dependent on Sfl RA and circSfl.

### CircSfl Is Translated and Dynamically Regulated

We have demonstrated that circSfl is functional *in vivo* because overexpression of circSfl extends the lifespan and that circSfl biogenesis is linked to alternative splicing of its host gene. However, the molecular function of circSfl is still unclear. Some circRNAs have been suggested to sponge microRNAs (miRNAs); e.g., the human CDR1as circRNA contains around 70 binding sites for miR-7 (Hansen et al., 2013; Memczak et al., 2013). In contrast, we only identified 10 miRNA seed sequences of 9 different miRNAs in the sequence of circSfl (Figure S6A), which is a relatively low number compared with other *Drosophila* circRNAs (Figure S6B). This lack of enrichment of miRNA binding sites makes it unlikely that circSfl acts as a miRNA sponge. It has been shown recently that some circRNAs can be translated into proteins when they harbor the ATG start codon of their host genes and an in-frame stop codon after the backsplice junction (Legnini et al., 2017; Pamudurti et al., 2017). Interestingly, the ATG start codon of the canonical Sfl ORF is part of circSfl and could therefore be

used for translation of circSfl (Figure 5A). In addition, the first codon in frame after the circRNA-specific splice junction is a stop codon. Remarkably, the stop codon after the circRNA-specific splice junction is conserved in many *Drosophila* species (Figure 5B). The evolutionary conservation of this stop codon for several million years suggests that it might be functional. If circSfl was indeed translated, then it would be identical to the N terminus of the Sfl full-length protein encoded by the canonical, linear transcripts, including the complete transmembrane domain, but lack the enzymatically active domain at the C terminus of the Sfl full-length protein. To determine whether the circSfl RNA transcript is associated with the translation machinery, we analyzed its presence in polysome profiles compared with total RNA sequencing (RNA-seq) of wild-type and *dilp 2-3,5* fat bodies (Data S3). Similar to Pamudurti et al. (2017), we observed that circRNAs that include the ATG start codon of the host gene are among the most highly expressed circRNAs in polysome-enriched RNA samples; e.g., circCamKI, circPkn, and circPdk1 (Figures 5C and S6C). Furthermore, we detected circSfl transcripts in fat bodies of wild-type, polysome-enriched RNA samples (Figure S6C) and as one of the most highly detected circRNAs in polysome-enriched RNA samples in *dilp 2-3,5* fat bodies (Figure 5C), further suggesting that circSfl might be translated.

To test whether circSfl is indeed translated *in vivo*, we used CRISPR-Cas9 to generate *FLAG::Sfl* mutant flies. We inserted a FLAG tag into the endogenous *sfl* gene, tagging the full-length Sfl protein of the host gene at the N terminus and also the protein that might arise from circSfl (Figure 5D). Indeed, when analyzing *FLAG::Sfl* mutants by western blotting, we observed two distinct bands corresponding to a molecular weight of around 110 kDa (Sfl full-length) and 25 kDa (Figure 5D). Based on its sequence, translation of the circSfl ORF, including the FLAG tag, should result in a 24.75-kDa protein. However, this band might also arise from an unknown shorter isoform of Sfl or a Sfl degradation product. Therefore, we modified our previously generated circSfl-overexpressing flies and generated another mutant that overexpressed and FLAG-tagged only the circSfl protein but not the full-length Sfl protein (referred to as *FLAG::circSfl*). Western blotting demonstrated that, indeed, overexpression of *FLAG::circSfl* led to a detectable protein with a size of around 25 kDa (Figure S6D). However, we noticed that this protein band ran slightly faster on SDS-PAGE compared with the *FLAG::Sfl* knockin mutants, suggesting a smaller size of this protein or different post-translational modifications from the protein band originating from *FLAG::Sfl* knockin flies in comparison with the overexpressed protein. To further verify that the smaller band indeed corresponded to the translated circRNA and not to a degradation product of the canonical protein, we used *UAS-sfl* flies, as published previously (Yamamoto-Hino et al., 2012), which have an N-terminal hemagglutinin (HA) tag and express the cDNA of Sfl without flanking introns, generating only linear Sfl transcripts, but not circSfl (Figure S6E). Western blot analysis showed only one protein band, corresponding to the full-length protein, and no smaller band at around 25 kDa, even at high exposure, in *elav-Gal4>UAS-sfl* flies (Figure S6F). It is tempting to speculate that the circSfl protein might play a role in insulin-mediated lifespan extension

because circSfl RNA was upregulated in insulin mutant flies based on qRT-PCR. Therefore, we tested whether the circSfl protein was also upregulated in *dilp 2-3,5* mutant flies, and, indeed, circSfl protein levels increased significantly in *dilp 2-3,5* mutants (Figure 5E). Finally, to test whether the protein, which is encoded by circSfl, is sufficient to extend the lifespan, we generated a transgenic fly line that overexpresses the circSfl ORF from a linear transcript. Remarkably, ubiquitous overexpression of the linear circSfl ORF significantly extend the lifespan of female flies. Thus, multiple lines of evidence indicate that circSfl is translated and that the encoded protein is sufficient for lifespan extension.

### Neuron-Specific Overexpression of Sfl Extends the Lifespan

If circSfl is indeed translated into a small protein, then it would be identical to the N terminus of the Sfl full-length protein originating from the canonical, linear transcripts. The *sfl* linear transcripts encode for an N-deacetylase/N-sulfotransferase (Ndst) that catalyzes synthesis of heparan sulfate (a glycosaminoglycan) by sulfation of the N and 6-O position of N-acetylglucosamine (GlcNAc) (Toyoda et al., 2000; Lin and Perrimon, 1999) in the Golgi apparatus (Yano et al., 2005). Interestingly, the circSfl ORF covers the full cytoplasmic N terminus of Sfl as well as the hydrophobic transmembrane domain but lacks the luminal enzymatic domain important for synthesis of heparan sulfate. Because overexpression of the protein encoded by circSfl extended the lifespan, we next tested whether overexpression of the Sfl full-length protein might also affect the lifespan. Using previously published *UAS-sfl* transgenic flies (Yamamoto-Hino et al., 2012) to overexpress Sfl in the muscle, gut, neurons, or ubiquitously, we found that overexpression of Sfl in the muscle or gut did not affect the lifespan and that ubiquitous overexpression was detrimental for the lifespan (Figures 6A, 6B, and S4A). However, neuron-specific overexpression of Sfl by *elav-Gal4* led to a lifespan extension of about 15% in female flies (Figure 6C). Consistent with the results obtained with circSfl, overexpression of Sfl did not increase the lifespan in male flies (Figure S4B). Surprisingly, neuron-specific overexpression of Sfl in the *dilp 2-3,5* mutant background decreased the lifespan (Figure 6D), suggesting that Sfl and *dilp 2-3,5* interact genetically with each other. However, similar to circSfl overexpression mutants, we did not observe any differences in starvation stress resistance, climbing ability, weight, or development in Sfl-overexpressing flies (Figures S7C–S7F). In contrast, we observed that ubiquitous knockdown of Sfl by *da-Gal4* is developmentally lethal in late pupal stages (data not shown), whereas adult-onset, ubiquitous knockdown of Sfl by *da-GeneSwitch* (*da-GS*) shortened the lifespan (Figure S7G). In summary, circSfl and Sfl can significantly extend the lifespan, but we observed tissue-specific differences. The strongest lifespan extension by circSfl was observed with ubiquitous overexpression, but the only, and strong, lifespan extension by Sfl was observed with neuron-specific overexpression. These results suggest that circSfl and Sfl might share some functions but also have independent roles, which is in line with the observation that circSfl protein is identical to the cytoplasmic and transmembrane domain of Sfl but lacks the C terminus in the Golgi.

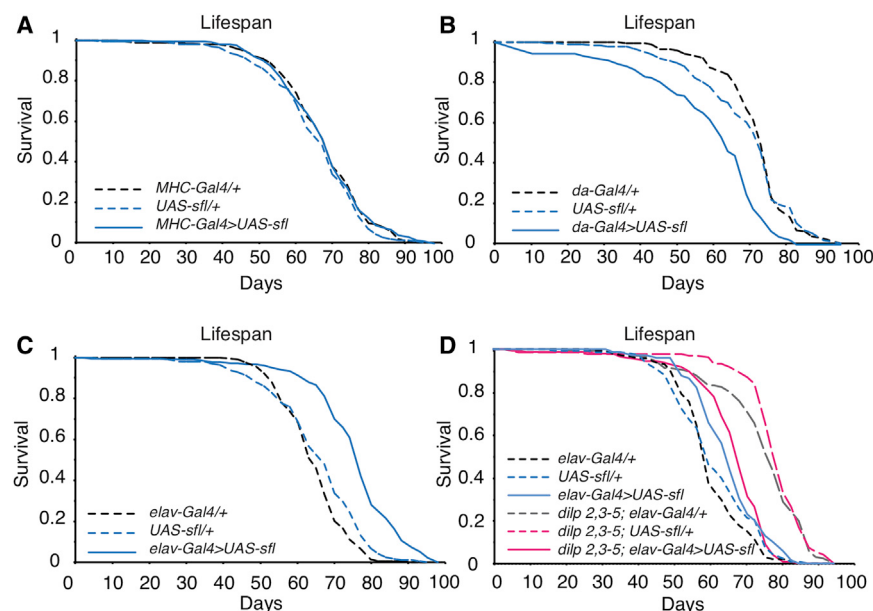

**Figure 6. Neuron-Specific Overexpression of Sfl Extends the Lifespan of *Drosophila***

(A) Muscle-specific overexpression of Sfl did not affect the lifespan.

(B) Ubiquitous overexpression of Sfl shortened the lifespan (overexpressor versus driver or UAS control,  $p < 0.0001$ ; log rank test,  $n \sim 200$ ).

(C) Overexpression of Sfl in neurons by *elav-Gal4* extended the lifespan (overexpressor versus driver or UAS control,  $p < 0.0001$ ; log rank test,  $n \sim 200$ ).

(D) Neuron-specific overexpression of Sfl in the *dilp 2-3,5* mutant background shortened the *dilp 2-3,5*-mediated lifespan extension (interaction of Sfl overexpression with *dilp 2-3,5*,  $p < 0.0001$ ; Cox proportional hazard analysis,  $n \sim 80-150$ ).

Female flies were used. See also Figure S7.

### Does Daily Mediate Lifespan Extension Downstream of Sfl?

Sfl mediates synthesis of heparan sulfate, and in flies there are four heparan sulfate proteoglycans that are targeted by Sfl: Dally, Dally-like (Dlp), Syndecan (Sdc), and Perlecan (Lin and Perrimon, 1999; Baeg et al., 2004). To test whether heparan sulfate proteoglycans mediated the effect of Sfl on lifespan, we overexpressed Dally, Dlp, and Sdc in neurons using commercially available UAS lines. Strikingly, Dally but not Sdc or Dlp overexpression, extended the lifespan to a similar extent as Sfl (Figures 7A–7C), suggesting that Dally may be the target through which Sfl overexpression extends the lifespan. To verify this further, we conducted genetic epistasis experiments and used RNAi to knock down Dally in Sfl-overexpressing flies. Strikingly, Dally knockdown abolished the Sfl-induced lifespan extension (Figure 7D), suggesting that Dally is a crucial downstream target of Sfl that mediates the lifespan extension. In summary, we showed that circSfl and Sfl linear splicing is altered in insulin mutant flies and that circSfl and Sfl overexpression can extend the lifespan in a tissue-specific manner.

### DISCUSSION

One of the most striking discoveries about circRNAs is the observation that they accumulate with age in neuronal tissues of diverse species (Cortés-López et al., 2018; Gruner et al., 2016; Westholm et al., 2014; Hall et al., 2017). Several hypotheses regarding why circRNAs accumulate with age have been proposed. First, circRNAs are more stable compared with linear RNA molecules (Cocquerelle et al., 1993). Second, it has been suggested that circRNAs accumulate with age specifically in neuronal tissue because neurons are mostly post-mitotic, and, therefore, the more stable circRNAs are not degraded by proliferation or cell death (Knapp and Miura, 2018). However, if this theory holds true, then circRNAs should accumulate in most tissues of the fruit fly because *Drosophila* is a mainly post-mitotic organism. Third, alternative splicing is increased and more error prone with age

mutants. This might point toward the third theory of why circRNAs accumulate with age and is supported by the finding that the splicing factor SFA-1 is required for dietary restriction-induced longevity in nematodes (Heintz et al., 2017), highlighting the importance of splicing for lifespan extension upon deregulated nutrient sensing. Our findings demonstrated that accumulation of circRNAs with age is malleable, suggesting that accumulation of circRNAs might be a potential aging biomarker.

In our study, we identified several circRNAs that were differentially regulated in response to reduced insulin signaling in *dilp 2-3,5* mutants, including circSfl. circSfl was also upregulated in two other insulin mutant flies that have an extended lifespan, and the upregulation is dependent on the dFoxo transcription factor, an essential mediator of longevity downstream of IIS (Grönke et al., 2010; Demontis and Perrimon, 2010; Broughton et al., 2005; Slack et al., 2011). Notably, the magnitude of upregulation of circSfl in these mutants was correlated with the magnitude of the lifespan extension, with strong, up to 7-fold upregulation in the very long-lived *dilp 2-3,5* mutants and only mildly upregulated in MNC-ablated flies and dFoxo overexpression flies (1.5- to 2-fold), which show a more mild lifespan extension (Grönke et al., 2010; Demontis and Perrimon, 2010; Broughton et al., 2005; Slack et al., 2011). Similarly, the linear transcript Sfl RB was only upregulated in *dilp2-3,5* mutant flies and not in the two other insulin mutants, suggesting that longevity and expression of the linear isoform can be uncoupled. Interestingly, neither circSfl nor the linear Sfl isoforms are upregulated upon rapamycin treatment (Bjedov et al., 2010) or dietary restriction (Chapman and Partridge, 1996) or in *mth<sup>1</sup>* mutant flies (Lin et al., 1998), suggesting that upregulation of circSfl is not a general hallmark of lifespan-extending interventions in flies but specific to IIS-mediated longevity.

To overexpress circRNAs *in vivo*, we tested different UAS constructs based on previous publications (Ashwal-Fluss et al., 2014; Memczak et al., 2013; Pamudurti et al., 2017). As expected, overexpression of the circRNA exon without its flanking introns did not lead to increased circRNA expression because

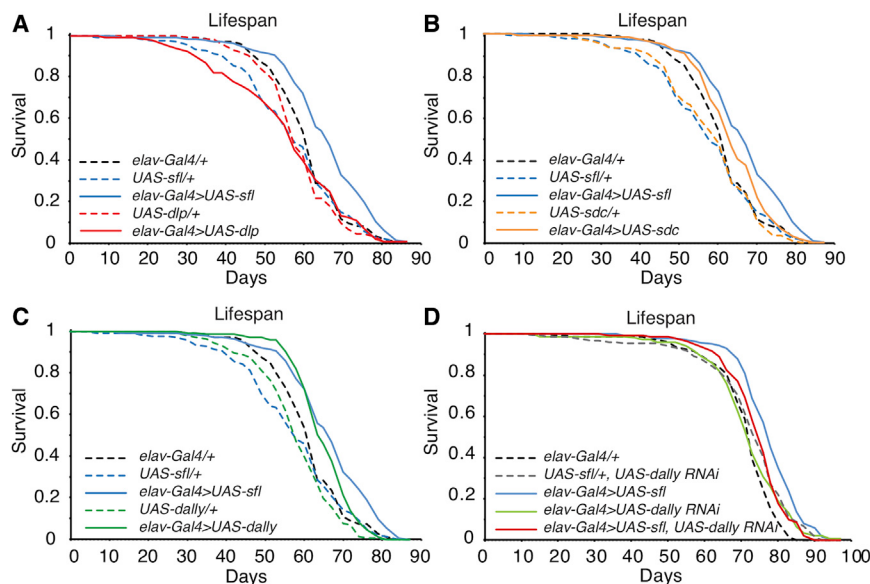

**Figure 7. The Heparan Sulfate Proteoglycan Daily Mediates Sfl-Induced Lifespan Extension**

How the deposited data were processed for this re-analysis (not part of the article)

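Total RNA of 4 tissues (brain, thorax, gut, fat body) from female wDah and dilp 2-3,5 flies at days 10, 30 and 50 was sequenced by the authors in 72 libraries, 3 biological replicates per group, and polysome-enriched RNA of fat bodies at day 10 in 6 libraries, 3 per genotype. The authors mapped the reads to BDGP6 with STAR 2.5.2b and detected circRNAs with DCC 0.4.4. Their tables hold counts: circular reads over the backsplice junction and linear reads spliced at the same positions, per circRNA and library, not normalized, for 1194 circRNAs in total RNA and 206 in the polysome experiment. A transcript table holds FPKM made with HISAT 2.0.4, StringTie 1.3.0 and Cufflinks 2.2.1, as 1 pooled value with 95% limits per genotype, tissue and age. Tables of the authors' beta-binomial tests hold p values, which were used for comparison only. Every library was assigned to its group by its label.

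Start codons were read from the annotation of BDGP6 and the bases of circSfl from the reference genome of the same assembly. A start codon counted for a circRNA if it lay on its strand between its genomic ends, of whatever gene and with introns kept. The coordinates of the circRNAs were used unchanged after the bases and the start codon of circSfl had been checked against them.

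Circular and linear reads of a library entered edgeR 4.0.16 (R 4.3.3) as 2 columns, with a term per library, a term for circular against linear reads and its difference between genotypes, tested with the quasi-likelihood F test. circRNAs with at least 10 circular and 10 linear reads over the 6 libraries of a tissue and age were tested, and p values were adjusted after Benjamini and Hochberg within each comparison at a threshold of 0.05. In the polysome experiment, circular reads were normalized by TMM. The fits were tested on simulated data made from the mean counts and sizes of these libraries, with a 4-fold change in part of the circRNAs. The dispersion was fixed at the same value in all simulations. Where a group had 0 circular reads, a fold change was computed against 3 reads, and where it had 1 to 3 reads, the ratio was given with the exact Clopper-Pearson interval at 95%. Intervals of this kind and such limits cover the counting error only.

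The global circRNA level of a library was the median of circular divided by linear reads over the circRNAs with a circular read in the tissue, without those that had no linear reads in that library. Changes with age were tested by exact permutation of the age labels within genotype. Differences between genotypes, in the level and in the change with age, were tested by exact permutation of the genotype labels within age. These tests and the correlations used scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15. Correlations had 100000 resamples.

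The circRNAs named one by one were chosen by a rule: in each tissue, up to 3 circRNAs with an adjusted p under 0.05 at 1 age or more and the same direction at all 3 ages, ordered by their smallest p, together with circRNAs of the genes that the paper names, and in polysomes, per genotype, the 3 circRNAs with the highest mean share of circular reads. This rule, the comparisons and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 with the same design, circular reads alone with TMM or with equal library sizes, no minimum or a minimum of 30 reads, leaving out circRNAs with linear counts over 7000, 1 fit over the 18 libraries of a tissue, a replicate block, a beta-binomial test written for this purpose because the package used by the authors was not available, other measures of the global level, libraries thinned to equal depth, other pseudocounts for FPKM, and leaving out each library in turn. The replicate numbers did not pair the libraries: in 0 of 15 comparisons did all pairs with the same number correlate above 0.1. Other splits of the libraries were counted with 100 draws per tissue and all 10 splits of 6 libraries.

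Left out were the qRT-PCR, lifespan and protein experiments, which have no deposited files, the conservation of the stop codon, for which no other genome was at hand, and the sequencing reads themselves.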

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

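The comparison of genotype differences between ages for single circRNAs, and the tests of batch, of depth and of other splits in this part, were chosen only after the results were seen.

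In fat body, the change of the global circRNA level from day 10 to day 50 differed between the genotypes by -0.0978 (exact permutation of the genotype labels within age, two-sided p = 0.005, the smallest that 400 arrangements can give, adjusted p = 0.02 over the 4 tissues). It is listed here because this test of a difference between 2 groups passed its threshold. At day 10 the 3 mutant libraries, at 0.0476 to 0.136, lay above the 3 wDah libraries, at 0.0116 to 0.0307, and at day 50 they lay below them, at 0 to 0.0294 against 0.0345 to 0.0476. A difference in depth is argued against as the whole cause, since after thinning all fat body libraries to 1 depth the difference was -0.0787 (exact p = 0.025). Once circRNAs with linear counts over 7000 were left out, the difference was -0.105 (exact p = 0.005). Only 25 circRNAs of the whole table have such counts, beside the 967 circRNAs with circular reads from which these medians were drawn. Leaving them out can hardly move a median, so this says little about transcripts with very high linear counts. The size of the difference depended on the measure: with sums of reads it was -0.0180 (exact p = 0.055) and with at least 10 linear reads in every library -0.0358 (exact p = 0.09). Across the fits without 1 library it lay between -0.119 and -0.0741, with an exact p of at most 0.025. Because the day 10 samples were generated independently and the difference between days 30 and 50 was -0.0120 (exact p = 0.745), a batch effect on the day 10 libraries of 1 genotype and a difference in the biology of young flies cannot be told apart here. RNA from other tissues and GC content were not tested. A different course of circRNA levels with age in flies with reduced insulin signaling stays open as untested.

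Single fat body circRNAs are listed because an interaction of genotype and age passed an adjusted p of 0.05 in edgeR; they were named after their values were seen. The genotype difference at day 10 exceeded that at day 30 by a log2 value of 2.92 for 7SLRNA:CR32864 (3R, 6822673 to 6822732 of BDGP6, adjusted p = 0.00404, 0.00317 to 0.251 over its alternatives) and of 2.48 for Ndae1 (2L, 7234527 to 7234997, adjusted p = 0.0493, 0.00317 to 0.873). It exceeded that at day 50 by 2.85 for Ndae1 (adjusted p = 0.0248, 3.46e-04 to 0.321), 3.39 for CG34166 (2L, 14743482 to 14743541, adjusted p = 0.0385, 0.0307 to 0.321) and 1.95 for Lsd-2 (X, 15073341 to 15074374, adjusted p = 0.0385, 0.00759 to 0.443). For ed (2L, 4079504 to 4080022) the fitted value was 8.85 (adjusted p = 0.0385, 0.0491 to 0.321), but with 0, 0 and 4 circular reads in wDah and 9, 2 and 0 in dilp 2-3,5 at days 10, 30 and 50 this value rests on the prior count and is no bound. At day 10, the 3 dilp 2-3,5 libraries had 75 to 145 circular reads of 7SLRNA:CR32864 against 25 to 31 in wDah, and 36 to 58 of Ndae1 against 10 to 30. CG34166 had 4 circular reads over the wDah libraries at day 10 and 29 over those of dilp 2-3,5. Part of each value is shared by all fat body circRNAs, whose median log2 change was 0.81 at day 10, 0.14 at day 30 and -0.09 at day 50.

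Of 495 fat body circRNAs, 34 had an unadjusted p under 0.05 between days 10 and 30 and 68 between days 10 and 50, with 2 and 4 past the adjusted threshold. In 4 and 3 of 100 splits with the genotype labels exchanged within age, the real one included, there were as many past the adjusted threshold, which argues against an arbitrary division of the libraries for these few. The numbers at an unadjusted p under 0.05 were reached in 12 and 5 of the 100 splits, so they do not stand out from those of arbitrary divisions. Between days 30 and 50, 20 circRNAs had an unadjusted p under 0.05 and 0 passed the adjustment. As day 10 is also a batch, a batch effect and an effect of age cannot be told apart for these circRNAs. The calls depended on single libraries: without the first or the third wDah replicate or the third dilp 2-3,5 replicate 0 circRNAs were called in either comparison, without the first dilp 2-3,5 replicate 1 and 0, and without the second wDah replicate 4 and 6. Without the circRNAs with linear counts over 7000, 0 and 1 were called. At day 10, the linear reads of 7SLRNA:CR32864, 22644 in wDah and 22471 in dilp 2-3,5 over 3 libraries, average above 7000 per library, where linear counts crowd, so its ratio at day 10 may follow the circular reads alone. At days 30 and 50 they were 20107 to 21991, with an average under 7000 in 3 of the 4 groups. The linear reads of CG34166 at day 10 were 23611 in dilp 2-3,5 and 13512 in wDah. Those of dilp 2-3,5 also average above 7000 per library, so the ratio of CG34166 is open to the same limit. Above 7000 linear reads the median difference in linear counts between genotypes was 0.0193 in log2. Reads shared between the 7SL genes were not tested, and neither was a biological difference between young and old mutants.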

How the results depend on the processing

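Among the tests in this part, those on the genotype difference between ages in single fat body circRNAs, on the authors' total counts as library sizes in polysomes and on start codons among the most abundant circRNAs were chosen only after the results were seen. A planned test of start codon status from the deposited tables was not run, since the tables used here do not hold it, and for the FPKM values, pooled over replicates, leaving out a replicate and the replicate block could not be run. With a minimum of 30 reads, circSfl in gut at days 30 and 50 gave no value. For every change below the cause was not tested, except that leaving out libraries or circRNAs also leaves fewer of them.

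The number of circRNAs detected in wDah, over all tissues and in brain, stayed within 1.5 times its value under each of the 7 alternatives, whereas the tissue-specific numbers moved. With at least 2 reads in 1 library, 291 circRNAs were brain-specific, 5 specific to thorax, 1 to gut and 1 to fat body, and with at least 1 read in 3 libraries 313, 6, 1 and 1. After thinning to equal depth 197 were brain-specific and 3 specific to thorax. Leaving out 1 replicate of all groups gave 98 (without replicate 2) to 113 (without replicate 1) brain-specific circRNAs. The low number of circular reads in gut and fat body libraries limits what tissue specificity can mean here.

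Between days 30 and 50 alone, which leaves out the day 10 libraries, the change of the global circRNA level was 0.0635 (exact p = 0.4) in wDah brain, 0.0277 (exact p = 0.4) in dilp 2-3,5 brain, 0.0123 (exact p = 0.4) in wDah thorax, where the direction reversed, 2.88e-04 (exact p = 1) in dilp 2-3,5 thorax, 0.0113 (exact p = 1) in dilp 2-3,5 gut and -0.00685 (exact p = 0.8) in dilp 2-3,5 fat body. The genotype difference in this change was -0.0120 (exact p = 0.85) in thorax, reversed, and -0.0120 (exact p = 0.745) in fat body. For the changes within a genotype, the exact test of 3 libraries against 3 cannot give less than 0.1, so their p values say nothing about stability.

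With sums of reads in place of the median ratio, the genotype difference in level was 0.0210 (exact p = 0.0452) in brain, reversed, 0.00459 (exact p = 0.034) in thorax and 0.00409 (exact p = 0.046) in gut, the change with age was -0.00896 (exact p = 0.0881) in wDah thorax, -0.00938 (exact p = 0.00595) in wDah gut and -0.00180 (exact p = 0.515) in wDah fat body, reversed, and the genotype difference in the change was -0.00474 (exact p = 0.865) in brain, -0.00179 (exact p = 0.635) in thorax, reversed, and -0.0180 (exact p = 0.055) in fat body. With at least 10 linear reads in every library, the change was -0.0119 (exact p = 0.177) in wDah thorax, -0.0150 (exact p = 0.00476) in wDah gut and -0.0319 (exact p = 0.0619) in dilp 2-3,5 fat body, and the genotype difference in the change -0.00251 (exact p = 0.72) in thorax, reversed, and -0.0358 (exact p = 0.09) in fat body. Thinned to equal depth, the change was 0.0764 (exact p = 0.0536) in dilp 2-3,5 brain, -0.0396 (exact p = 0.0607) in wDah thorax, 0 in wDah gut and 0.0139 (exact p = 0.667) in dilp 2-3,5 gut, reversed, and the thorax genotype difference in the change -0.00464 (exact p = 0.775), reversed. As a mean log2 ratio, the level differed by -0.0820 (exact p = 0.207) in thorax, reversed, and 0.34 (exact p = 0.025) in gut, and the change was 0.15 (exact p = 0.681) in dilp 2-3,5 gut, reversed, 0.58 (exact p = 0.0286) in wDah fat body and -0.20 (exact p = 0.451) in dilp 2-3,5 fat body. Without circRNAs with linear counts over 7000, the wDah gut change was -0.0114 (exact p = 0.0238).

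Across the fits that each left out 1 library, the change with age ranged from 0.0993 to 0.147 in wDah brain, from 0.0449 to 0.0980 in dilp 2-3,5 brain, from -0.0686 to -0.0503 in wDah thorax, from -0.00921 to -0.00151 in wDah gut, from -0.0159 to 0.00436 in dilp 2-3,5 gut and from -0.0977 to -0.0533 in dilp 2-3,5 fat body, the genotype difference in the change from -0.00979 to 0.0105 in gut and the genotype difference in level from -0.00113 to 0.0153 in fat body. The exact p was 0.05 or above without 1 of these libraries: in wDah brain day 10 replicate 3 (0.0607), day 50 replicate 1 (0.0679), in dilp 2-3,5 brain day 10 replicate 2 (0.114), day 30 replicate 1 (0.05), day 50 replicate 1 (0.0893), day 50 replicate 2 (0.0768), day 50 replicate 3 (0.127), in wDah thorax day 10 replicate 1 (0.0554), day 10 replicate 3 (0.0554), day 30 replicate 2 (0.0643), day 50 replicate 1 (0.136), day 50 replicate 2 (0.0768) and in dilp 2-3,5 fat body day 50 replicate 1 (0.0589), day 50 replicate 2 (0.0857), day 50 replicate 3 (0.0946). The direction reversed in dilp 2-3,5 gut to 0.00436 without dilp 2-3,5 day 10 replicate 3, 0.00102 without dilp 2-3,5 day 50 replicate 1, 0.00102 without dilp 2-3,5 day 50 replicate 3, in the gut genotype difference in the change to -0.00312 without wDah day 10 replicate 3, -0.00645 without dilp 2-3,5 day 10 replicate 2, -0.00979 without dilp 2-3,5 day 50 replicate 2, and in the fat body genotype difference in level to -0.00113 without dilp 2-3,5 day 10 replicate 1, and the wDah gut change passed 0.05 without day 10 replicate 1 (-0.00921, exact p = 0.0357).

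The number of circRNAs called at an unadjusted p under 0.05 was 118 in brain, 30 in thorax, 23 in gut, 50 in fat body with DESeq2, 408 in brain with circular reads alone under TMM, 142 in thorax with equal library sizes, 134 in thorax, 63 in gut without a minimum, 52 in thorax, 19 in gut with a minimum of 30 reads and 63 in fat body with a replicate block. At an adjusted p under 0.05 it was 3 in brain, 2 in thorax, 0 in gut, 1 in fat body with DESeq2, 98 in brain, 24 in thorax, 7 in gut under TMM, 60 in brain, 5 in gut, 44 in fat body with equal library sizes, 11 in brain, 9 in thorax, 24 in fat body with 1 fit over the 18 libraries of a tissue, 5 in brain, 6 in thorax, 8 in fat body with the beta-binomial test, 1 in gut, 3 in fat body without a minimum, 1 in gut with a minimum of 30 reads and 0 in gut, 5 in fat body with a replicate block, where gut had 36 at an unadjusted p. Leaving out 1 replicate of a genotype at all ages gave 12 (without dilp 2-3,5 replicate 2) to 20 (without dilp 2-3,5 replicate 3) adjusted calls in brain, 6 (without dilp 2-3,5 replicate 2) to 12 (without wDah replicate 1 or wDah replicate 3) in thorax, 0 (without wDah replicate 1 or dilp 2-3,5 replicate 1 or dilp 2-3,5 replicate 3) to 3 (without dilp 2-3,5 replicate 2) in gut and 1 (without dilp 2-3,5 replicate 1) to 71 (without wDah replicate 2) in fat body, and 28 (without dilp 2-3,5 replicate 1) to 64 (without dilp 2-3,5 replicate 2) unadjusted calls in gut and 62 (without wDah replicate 3) to 140 (without wDah replicate 2) in fat body.

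The direction of circSfl, higher in dilp 2-3,5, held in each of the 12 comparisons under all 176 alternatives that gave a value, whereas its side of the threshold did not: in 10 comparisons the adjusted p was above 0.05, and of the 2 below it, thorax and fat body at day 10, fat body crossed it with a replicate block. These alternatives moved the other comparisons past the threshold: under circular reads alone with TMM the log2 change was 2.11 (adjusted p = 2.48e-06) in brain at day 10, 1.97 (adjusted p = 3.18e-04) in brain at day 30, 1.51 (adjusted p = 9.79e-05) in brain at day 50, 4.01 (adjusted p = 8.42e-13) in thorax at day 30, 2.65 (adjusted p = 5.05e-13) in thorax at day 50, 1.73 (adjusted p = 0.00416) in fat body at day 30, 1.80 (adjusted p = 0.0143) in fat body at day 50. With equal library sizes it was 2.29 (adjusted p = 8.22e-09) in brain at day 10, 1.68 (adjusted p = 7.98e-04) in brain at day 50, 4.70 (adjusted p = 1.89e-04) in thorax at day 30, 3.14 (adjusted p = 3.56e-12) in thorax at day 50, 1.80 (adjusted p = 0.00630) in fat body at day 50. With 1 fit per tissue it was 1.73 (adjusted p = 0.0191) in brain at day 10, with a minimum of 30 reads 1.37 (adjusted p = 0.0319) in thorax at day 50, and with a replicate block 2.39 (adjusted p = 0.0741) in fat body at day 10, no longer past the threshold. Over all alternatives the adjusted p ranged from 8.22e-09 to 0.999 in brain at day 10, from 3.18e-04 to 0.848 at day 30 and from 9.79e-05 to 0.987 at day 50, from 8.42e-13 to 1 in thorax at day 30 and from 5.05e-13 to 0.994 at day 50, and from 2.26e-12 to 0.0741 in fat body at day 10, from 0.00416 to 1 at day 30 and from 0.00630 to 1 at day 50.

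Among the other named circRNAs, the log2 change with equal library sizes reversed to 0.68 and 0.18 for wupA in thorax at days 30 and 50 and to -0.37 for CG17646 in fat body at day 30, none of them past the threshold. Leaving out 1 library, it ranged from -1.10 (without dilp 2-3,5 replicate 3) to 0.14 (without dilp 2-3,5 replicate 2) for wupA in thorax at day 30, from -0.30 (without dilp 2-3,5 replicate 1) to 1.08 (without dilp 2-3,5 replicate 3) for Hsc70Cb and from -0.0818 (without dilp 2-3,5 replicate 1) to 0.37 (without wDah replicate 1) for CG17646 in fat body at day 50. Without circRNAs with linear counts over 7000, which leaves fewer circRNAs, 0 and 1 circRNAs had a genotype difference that differed between day 10 and days 30 and 50 in fat body, past the adjusted threshold, against 2 and 4 among all circRNAs (34 and 68 at an unadjusted p under 0.05), and leaving out 1 replicate gave 0 (without wDah replicate 1 or wDah replicate 3 or dilp 2-3,5 replicate 3) to 4 (without wDah replicate 2) at day 30 and 0 (without any of 4 of the 6) to 6 (without wDah replicate 2) at day 50.

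In polysomes against total RNA, the circRNAs called in wDah were 76 with equal library sizes, 4 without TMM, 1 with DESeq2, 2 without a minimum, 6 with a replicate block and 3 with the authors' totals, and ranged from 0 (without any of 4 of the 6) to 6 (without wDah polysome replicate 2). In dilp 2-3,5 they were 150 with equal library sizes, 119 relative to the host gene's linear reads, 14 with a replicate block, and ranged from 1 (without dilp 2-3,5 polysome replicate 2) to 13 (without dilp 2-3,5 polysome replicate 3). The log2 change of circSfl in wDah polysomes reversed to -1.16 with equal library sizes and to -0.77 relative to linear sfl reads, and ranged from -0.52 (without wDah polysome replicate 3) to 0.56 (without wDah polysome replicate 2), with an adjusted p from 0.0888 to 1 over all alternatives. The changes of all tested circRNAs in these fits had medians of -1.32 and -0.58 in wDah and -1.78 and -1.52 in dilp 2-3,5. In dilp 2-3,5 circSfl was -1.78 with equal library sizes and -1.11 relative to linear sfl reads, both past the threshold, reversed to 0.0848 without TMM, 0.0548 with DESeq2 and 0.0659 with the authors' totals, and ranged from -0.33 (without dilp 2-3,5 polysome replicate 3) to 0.21 (without dilp 2-3,5 polysome replicate 1), with an adjusted p from 4.38e-04 to 1. Between genotypes it was 2.06 (adjusted p = 0.139) with DESeq2 and 2.04 (adjusted p = 0.459) relative to linear sfl reads, and 1.64 (without dilp 2-3,5 polysome replicate 3) to 2.67 (without wDah polysome replicate 3), with 5 of the 6 fits without 1 library no longer past the threshold (all but that without dilp 2-3,5 polysome replicate 1). The adjusted p ranged from 6.42e-04 to 0.486.

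The mean log2 ratio of the deleted genes' FPKM, which a pseudocount sets wherever the mutants are listed at 0, was -7.36 for dilp2, -5.31 for dilp3 and -6.31 for dilp5 with a pseudocount of 1, and -12.26, -11.01 and -11.63 with 0.01. The ratio of Sfl RA to Sfl RB stayed within the log2 error derived from Cufflinks' limits under each of 71 alternatives over its 24 groups. An equal pseudocount for both isoforms, or a minimum for both, cannot move a ratio across 1. These alternatives therefore did not test which isoform was higher. Among the 50 circRNAs with the largest polysome share, 19 in wDah and 19 in dilp 2-3,5 held an annotated start codon, a smaller share than among the others (Fisher's exact p = 0.624 in both), which reverses the direction, and without 1 wDah polysome library the number among the 20 was 8 (without wDah polysome replicate 3) to 9 (without wDah polysome replicate 1 or wDah polysome replicate 2), the lower one reversed. Beyond the values above, among the alternatives for single named circRNAs outside the leave-one-out fits 26 were weaker and 4 stronger, and of the fits without 1 library 15 were weaker. For the single fat body circRNAs that differed between ages, 3 alternatives and 26 fits without 1 library were weaker.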

Differences from the paper's values

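In wDah, 64 circRNAs were brain-specific against the paper's 180. Of the alternatives set before the data were examined, libraries thinned to equal depth (197) closed the gap, whereas at least 2 reads in 1 library (291), at least 1 read in 3 libraries (313), both ends in annotated exons (57) and leaving out 1 replicate (98 to 113) did not. For thorax, 1 tissue-specific circRNA was found against the paper's about 3 in Fig. 1C, read by eye; thinning (3) closed the gap, and at least 2 reads (5), 1 read in 3 libraries (6), annotated exons (1) and leaving out a replicate (1 each) did not. For gut, 0 were found against the paper's about 1 in Fig. 1C, read by eye; at least 2 reads and 1 read in 3 libraries (1 each) closed the gap, and thinning, annotated exons and leaving out a replicate (0 each) did not. For fat body, 0 were found against the paper's about 3 in Fig. 1C, read by eye, and none of the alternatives set before the data were examined closed the gap, with 1 at most. The highest ratio of Sfl RA to Sfl RB over the 12 wDah groups was 9.98 against the paper's 5. A pseudocount of 1 FPKM (5.25) closed the gap, whereas a pseudocount of 0.1 FPKM (9.08) and a minimum of 1 FPKM for both isoforms (7.51) did not.

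The paper reports a smaller age-related rise of circRNAs in mutant than in wDah brains, past its test's threshold, and a difference between genotypes. Here the difference in the rise had the paper's direction, -0.0537, with an exact p of 0.26. It stayed above 0.05 under the alternatives set before the data were examined, the smallest being 0.065 without the second dilp 2-3,5 day 10 library, and with sums of reads the difference was -0.00474 (exact p = 0.865). The difference in level was -0.0228 (exact p = 0.308), and with sums of reads it passed 0.05 in the other direction, at 0.0210 (exact p = 0.0453). The paper's text gives lower circRNA levels in mutant thoraces, and its supplementary legend gives no significant change. Here the mean difference was 0.0132 (exact p = 0.262), and of the alternatives only the mean log2 ratio went the way of the text, at -0.0820 (exact p = 0.207). For gut, the legend gives higher levels in mutants and a difference in the change with age, both past its threshold. The values here were 0.00703 (exact p = 0.35) and 0.00151 (exact p = 0.8); sums of reads (0.00410, exact p = 0.046) and the mean log2 ratio (0.34, exact p = 0.025) brought the first past 0.05, and no alternative the second. For fat body, the legend gives higher levels in mutants past its threshold, and the difference here was 0.00674 (exact p = 0.708), above 0.05 under each alternative.

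The paper places the majority of changed circRNAs in brain and fat body and few in thorax. At an unadjusted p under 0.05 the tally was 256 in brain, 112 in fat body, 89 in thorax and 38 in gut, which has the paper's order. This order turned over between thorax and fat body with TMM on circular reads alone (132 in thorax, 99 in fat body), with a replicate block (69 and 63) and without the first wDah (72 and 67), the third wDah (83 and 62) or the first dilp 2-3,5 replicate (76 and 75). At an adjusted p under 0.05 thorax and fat body had 14 each. At this threshold, with equal library sizes (44 in fat body, 20 in thorax), 1 fit per tissue (24 and 9), a minimum of 30 reads (21 and 15) and the beta-binomial test (8 and 6), fat body had more. Leaving out the second wDah replicate (71 and 7), the second dilp 2-3,5 replicate (57 and 6) or the third dilp 2-3,5 replicate (8 and 7) did the same. With the remaining alternatives thorax had more.

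The paper counts the circRNA of Pkn among those that contain the start codon of their gene. In the annotation used here no start codon lies between 9265490 and 9267976 on 2R, the coordinates of that circRNA. The paper's alignment at the junction of circSfl shows the bases GCAG before the junction. The circular exon ends in TGTTTAATGG, and the 12 genomic bases before the exon, TTTACTTTGCAG, end in the bases shown.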

Other observations

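Tests chosen only after the result was seen were those on both brain genotypes between days 30 and 50, on batch in thorax, on depth in fat body at day 10, on the loss of linear sfl reads, on circSfl in polysomes and total RNA, on the Sfl transcripts and on other splits for polysomes between genotypes.

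When the genotype labels of the 18 libraries of a tissue were exchanged within age in 100 splits, the real one included, as many circRNAs at an unadjusted p under 0.05 as in the real split were found in 10 splits for brain, 6 for thorax, 1 for gut and 4 for fat body. At an adjusted p under 0.05, the counts were 1 for brain, 1 for thorax, 13 for gut and 10 for fat body. The highest numbers in other splits were 326 unadjusted and 20 adjusted in brain, 96 and 11 in thorax, 37 and 3 in gut and 123 and 14 in fat body. Over the 3 ages, the unadjusted calls in brain and thorax are therefore not distinguished from those of arbitrary divisions of the same libraries. At single ages, the real split had more unadjusted calls than each of the 9 others in brain at day 50 (121 against at most 67), thorax at day 10 (48 against 24), gut at day 50 (9 against 8) and fat body at day 10 (83 against 81), and in the remaining 8 of 12 another split had as many or more. All 14 adjusted calls in fat body were made at day 10 and both in gut at day 30, where the 9 other splits of the same age gave 0; since 10 splits cannot give a share under 0.1, the counts of 10 and 13 leave open whether these calls differ from those of arbitrary divisions. In polysomes, 10 of the 10 splits of the 6 libraries gave as many adjusted calls as the real one in wDah, which had 0 (23 unadjusted), and 1 of 10 did in dilp 2-3,5 and between genotypes, where 10 splits cannot give a smaller share than the real one alone.

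In wDah brain, the rise of the global circRNA level could follow from a difference in depth, but after thinning to 1 depth it was 0.136, which argues against depth, and the smaller rise in dilp 2-3,5 brain remained as a difference of -0.0594 (exact p = 0.215). The day 10 samples were generated independently. Whether days 30 and 50 shared a batch is not stated. From day 30 to day 50 the wDah level rose by 0.0634, which 3 libraries against 3 cannot separate from no change (exact p = 0.4). Over both genotypes, the sum of circular over linear reads was higher at day 50 than at day 30 (exact p = 0.005, the smallest possible), which argues against the independent generation of the day 10 samples as the whole cause in brain, although with the median ratio the exact p was 0.11. A batch contribution to the rise from day 10 stays open, as does a biological change with age, which was untested apart from it. Median circular reads in brain did not rise from day 10 to day 50 in either genotype while median linear reads fell. A loss of linear reads therefore stays open too. In wDah thorax the level fell between day 10 and day 30, and from day 30 to day 50 it changed by 0.0123, so age and batch cannot be told apart there.

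At day 10 in fat body, 80 circRNAs had a higher and 3 a lower circular to linear ratio in dilp 2-3,5 at an unadjusted p under 0.05. Whether circular reads rose or linear reads of the host genes fell is left open: in circular reads alone 93 were higher and 4 lower, but the library sizes of this fit came from the linear reads, and the total number of reads sequenced per library was not among the files used. After thinning to 1 depth, 75 were higher and 3 lower. As thinning keeps the expected ratio of circular to linear reads in a library, this says little about depth. The median log2 change over all tested circRNAs was 0.81. With TMM on circular reads alone, which removes a shift common to all circRNAs, it was 0.06 and 24 of 49 were higher. With circular reads alone and equal library sizes, it was 0.805 and 93 of 97 were higher. That scaling keeps such a shift, and also any difference in sequencing depth. Whether the shift reflects the preparation of these 6 libraries or a biological difference at day 10 was not tested.

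A higher ratio of circSfl to linear reads may follow from a loss of linear sfl reads, but the lowest log2 change of linear sfl reads over the 12 comparisons was 0.41, so linear reads did not fall in any of them. More circSfl in polysomes of dilp 2-3,5 could follow from more circSfl in total RNA: the log2 term for a polysome change that differs between genotypes was 0.00764 (standard error 0.58), while the genotype difference in total RNA was 2.21. This is a hypothesis from the same data, and a smaller difference in polysome loading stays open. The log2 changes of circSfl circular reads did not follow those of the Sfl RB FPKM over the 12 comparisons (Spearman's rho = 0.147, permutation p = 0.652, adjusted p = 0.840), nor those of Sfl RA (0.0699, permutation p = 0.834); with 12 pooled values these tests leave a relation open. With the FPKM scaled to equal sums, the median log2 change of Sfl RA was -0.51 and it was lower in 11 of 12 comparisons (two-sided exact sign test, p = 0.00635). That test takes the 12 comparisons as independent, although they share tissues and genotypes and have no replicate error, so its p-value overstates the evidence. In gut at days 30 and 50 the changes were only -0.0346 and -0.194. By direction alone, the 12 together argue against a rise of Sfl RA as the source of the circSfl increase. In brain at day 50, where the scaled change was 0.48, it stays open.

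Linear counts crowd above 7000, with 385 counts between 7000 and 8000 beside 157 between 6000 and 7000 and 38 above 8000. A ceiling on the reads counted at a position is a candidate explanation: where both genotypes were above 7000, the median absolute log2 difference of linear counts between them was 0.0193 over 43 comparisons of 11 host genes, against 0.298 for the FPKM of the same genes. In a lower range of linear reads, over 171 comparisons of 24 host genes, the 2 values were 0.341 and 0.279. Ratios of circRNAs with linear counts above 7000 may therefore miss changes of the host transcript. No biological explanation was tested.

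The FPKM of all transcripts in a column of the transcript table summed to between 7.18e+05 and 1.36e+06 at day 10, between 2.53e+06 and 6.50e+06 at day 30 and between 1.94e+06 and 4.32e+06 at day 50.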
